# Redundant type II cadherins define neuroepithelial cell states for cytoarchitectonic robustness

**DOI:** 10.1038/s42003-020-01297-2

**Published:** 2020-10-15

**Authors:** Kou Hiraga, Yukiko U. Inoue, Junko Asami, Mayuko Hotta, Yuki Morimoto, Shoji Tatsumoto, Mikio Hoshino, Yasuhiro Go, Takayoshi Inoue

**Keywords:** Embryology, Cadherins

## Abstract

Individual cell shape and integrity must precisely be orchestrated during morphogenesis. Here, we determine function of type II cadherins, *Cdh6, Cdh8*, and *Cdh11*, whose expression combinatorially demarcates the mouse neural plate/tube. While CRISPR/Cas9-based single type II cadherin mutants show no obvious phenotype, *Cdh6/8* double knockout (DKO) mice develop intermingled forebrain/midbrain compartments as these two cadherins’ expression opposes at the nascent boundary. *Cdh6/8/11* triple*, Cdh6/8* or *Cdh8/11* DKO mice further cause exencephaly just within the cranial region where mutated cadherins’ expression merges. In the *Cdh8/11* DKO midbrain, we observe less-constricted apical actin meshwork, ventrally-directed spreading, and occasional hyperproliferation among dorsal neuroepithelial cells as origins for exencephaly. These results provide rigid evidence that, by conferring distinct adhesive codes to each cell, redundant type II cadherins serve essential and shared roles in compartmentalization and neurulation, both of which proceed under the robust control of the number, positioning, constriction, and fluidity of neuroepithelial cells.

## Abstract (web summary)

Hiraga et al. generate knockout mice lacking type II cadherins *Cdh6*, *Cdh8* and *Cdh11* to elucidate their role in the developing CNS. Whereas no phenotype is observed in single knockouts, the analysis of double and triple knockouts show that type II cadherins serve essential and shared roles in compartmentalization and neurulation.

## Introduction

Morphogenetic processes that elaborate multicellular organisms require rigorous control of individual cell shape, division, gathering, and scattering in each germ layer, which would mainly be coordinated by intimate cell–cell contacts and communications^1–4^. For instance, the embryonic dynamics to convert the early monolayer neuroepithelial sheet, neural plate, into the multi-dimensional neural tube termed neurulation is the very initial and essential event to emerge basic cell assembly of the vertebrate central nervous system (CNS). Along the anterior–posterior (A-P) axis of the developing neural plate/tube, several compartment units called neuromeres are formed to prevent cells once patterned from random intermingling^5–7^. As for the dorsal-ventral (D-V) axis of the neural plate/tube, distinct sets of cells are arranged under the gradual action of secretary morphogens such as Wnt, Bmp, and Shh^8–12^, and the early D-V difference is already crucial to physically role up the neural plate: specific populations of cells at the ventral and/or dorsolateral hinge points (DLHPs) drastically shrink their adherens junction (AJ)-associated apical actin meshwork to bend the initially flat neural plate^13,14^. In the final process of neurulation, marginal cells in tissue layers should also change their interacting partners: the neural ridge comes to produce mesenchymal neural crest cells emigrating out from the epithelial sheet and simultaneously segregated from the ectodermal layer to form the inner neural tube and the overlaying ectoderm^15,16^. Importantly, this tissue segregation and/or suturing among neural plate/tube/crest and ectodermal cells at the dorsal midline proceeds like zipper from a few yet distinct and species-specific closure points^3,17^. Although neurulation defects occur with high frequency in human (~1 in 1000 birth)^18,19^, underlying cellular and/or molecular mechanisms for neurulation still remain elusive^20–24^.

Classic cadherins (Cdhs), the core components of cell–cell AJs, are single transmembrane proteins involved in selective cell sorting through specific *trans* recognitions between their extracellular domains^25^, while their cytoplasmic domains are linked to the cytoskeletal actin meshwork for rigid and collective cell–cell adhesion^26,27^. As many as 20 Cdh subclasses have been identified to be grouped into types I and II by their sequence similarity, with most type II Cdh genes clustering in the vertebrate genomes. Recent analyses have revealed that type II Cdh subclasses in the same gene cluster tend to harbor similar binding affinities, conferring diverse and gradable adhesive codes to cells through both homo- and heterophilic interactions in vitro^28^. Gain of function studies for Cdh subclasses in vivo have accordingly revealed that differential and dynamic Cdh expression switches are crucial in neurulation^29,30^, compartmentalization^31^, neural crest emigration^32^, and precise positioning of spinal motor neurons^33^ during early development. However, loss of function studies using mouse indicated that, in striking contrast with the early embryonic lethal phenotype for type I *Cdh1* (=E-cadherin)-/-^34^ or *Cdh2* (=N-cadherin)-/-^35^ mice, most type II Cdh single knockout mice and some combinatorial mutants show few embryonic phenotypes despite the considerable levels of early expression^31,36–39^. This has often been ascribed to “molecular and/or functional redundancy” of Cdhs, yet no direct evidence for their necessity in early embryogenesis is provided thus far.

In order to further approach the redundant features of type II Cdhs dynamically and abundantly expressed in earlier developmental events, here we selected three type II Cdh subclasses, *Cdh6*, *Cdh8*, and *Cdh11*, from distinct adhesive groups, and systematically generated their combinatorial knockout alleles in mice by taking advantage of CRISPR/Cas9-based methodology^40,41^. Although we found no obvious phenotype for single type II Cdh knockout (KO) mice in the developing CNS, *Cdh6/8* double knockout (DKO) mice developed intermingled forebrain/midbrain compartments as these two type II Cdhs show mutually exclusive expression at the nascent compartment boundary. In addition, *Cdh6/8/11* triple KO*, Cdh6/8* or *Cdh8/11* DKO mice caused exencephaly just within the cranial region where mutated type II Cdh expression merges. In the *Cdh8/11* DKO midbrain, we further observed less-constricted apical actin meshwork, ventrally-directed spreading, and occasional hyperproliferation among dorsal neuroepithelial cells as origins toward the exencephalic (EX) phenotype. These results provide the first in vivo evidence that redundant type II Cdhs do confer distinct adhesive codes to each cell to serve essential and shared roles in compartmentalization and neurulation, both of which only proceed under the robust control of the number, positioning, constriction, and fluidity of neuroepithelial cells during early morphogenesis.

## Results

### Type II Cdhs show distinct genomic organization and arrangement

We first compared genomic organization between types I and II Cdh subclasses by utilizing public genome data bases. We accordingly confirmed that type I Cdh genes contain 16 coding exons, whereas type II Cdh genes only carry 11 coding exons (Supplementary Fig. 1). 

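All 4 type I genes examined have 16 coding exons in the mouse annotation (GRCm38, GENCODE vM21), and all 13 type II genes have 11. The type I genes were Cdh1, Cdh2, Cdh3 and Cdh4, which encode E-, N-, P- and R-cadherin. The type II genes were Cdh5, Cdh6, Cdh7, Cdh8, Cdh9, Cdh10, Cdh11, Cdh12, Cdh18, Cdh19, Cdh20, Cdh22 and Cdh24. Their coding sequences are 2310 to 2439 bases long, against 2466 to 2739 bases in the type I genes. Exons were counted on 1 transcript per gene, the one with the longest coding sequence among those in the consensus coding sequence set. Counted with the untranslated exons, Cdh6 and Cdh8 have 12 exons and Cdh11 has 13.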

Remarkably, positions of each exon/intron boundary mapped along Cdh amino-acid sequences were totally conserved among types I and II, respectively (Fig. 1a and Supplementary Fig. 1). For instance, we found that the functionally relevant Cdh cytoplasmic domain interactive with multiple catenin molecules is coded by three exons in type I, whereas only one exon is assigned for this indispensable domain in type II (Fig. 1a and Supplementary Fig. 1). This implicates separable function and constrained evolutionary history among types I and II Cdh genes. We also outlined genomic arrangement of all mouse and human Cdh genes with their binding force and specificity^28,42,43^, revealing that the clustered organization of type II genes is conserved beyond species (Fig. 1b). Notably, type II Cdh genes with similar binding specificity are clustered in the same chromosome (Fig. 1b). 

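Of the 13 type II genes, 11 share their chromosome with another type II gene in GRCm38. Cdh6, Cdh9, Cdh10, Cdh12 and Cdh18 lie within 10.4 Mb of chromosome 15, with gaps between neighbours of 3.56, 1.96, 1.44 and 0.959 Mb. Cdh8, Cdh11 and Cdh5 are neighbours on chromosome 8, with gaps of 3.22 and 1.32 Mb, and chromosome 8 also holds the type I genes Cdh1 and Cdh3. Cdh20, Cdh7 and Cdh19 lie within 6.21 Mb of chromosome 1. Cdh22 on chromosome 2 and Cdh24 on chromosome 14 have no type II neighbour on the same chromosome. Neighbours differed in expression in the 6 wild-type midbrains at embryonic day 9.5, given as FPKM, the fragments mapped per kilobase of exon scaled to the mapped fragments of the library. On chromosome 8, Cdh5, which encodes the cadherin of vascular endothelium, ranged from 5.69 to 13.3 FPKM (median 8.73). On chromosome 15, Cdh10 ranged from 0 to 0.818 FPKM (median 0.256), and Cdh9 and Cdh18 were listed at 0 in all 6 midbrains and all 6 forebrains. On chromosome 1, Cdh20 ranged from 0.864 to 2.12 FPKM (median 1.51) in the midbrain and from 2.28 to 3.46 FPKM (median 2.92) in the forebrain.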

Since structural basis of the most N terminal Cdh extracellular domain is suggested to be an important determinant for the binding specificity^42,43^, we suspected that accumulation of similar type II Cdh genes in the same chromosomal cluster, possibly by duplication events, may attribute to acquire redundant yet relevant function of type II Cdhs during development and/or evolution. 

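Cdh6, Cdh8 and Cdh11, all on the minus strand of GRCm38, were each detected in wild-type midbrain and forebrain at embryonic day 9.5. Cdh11 gave the highest values of the 3, with a range of 17.9 to 28.7 FPKM and a median of 21.4 in 6 midbrains, and 19.5 to 25.3 with a median of 22.5 in 6 forebrains. Cdh8 ranged from 1.14 to 10.1 FPKM in the midbrain (median 4.6) and from 0.840 to 1.96 in the forebrain (median 1.46). Cdh6 ranged from 1.04 to 3.55 FPKM in the midbrain (median 2.54) and from 2.04 to 4.00 in the forebrain (median 3.26). For comparison, the type I gene Cdh2, which encodes N-cadherin, ranged from 57.9 to 73.1 FPKM in the same midbrains. Cdh6 spans chromosome 15 from 13028701 to 13173675 with 2370 coding bases. Cdh8 spans chromosome 8 from 99024471 to 99416471 with 2397 coding bases, and Cdh11 from 102632095 to 102785642 with 2388.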

In order to further evaluate the physiological significance of clustered type II Cdh genes in mouse, we selected three type II Cdhs, *Cdh6, Cdh8*, and *Cdh11* in the present study: *Cdh6* in the mouse chromosome (chr)15-Cdh gene cluster harbors the highest binding force among type II Cdhs, forming an adhesive group with *Cdh9* and *Cdh10* in the same gene cluster, while another adhesive group members *Cdh8* and *Cdh11* are the neighboring genes in the mouse chr8-*Cdh* cluster with modest binding force (Fig. 1b)^28^. We accordingly sought to ask if *Cdh8/11* with similar binding specificity in the same chromosomal cluster could share redundant function, whereas *Cdh6* with different binding specificity in the separate cluster would have some distinct roles than *Cdh8/11* during development and/or evolution.

**Fig. 1:**
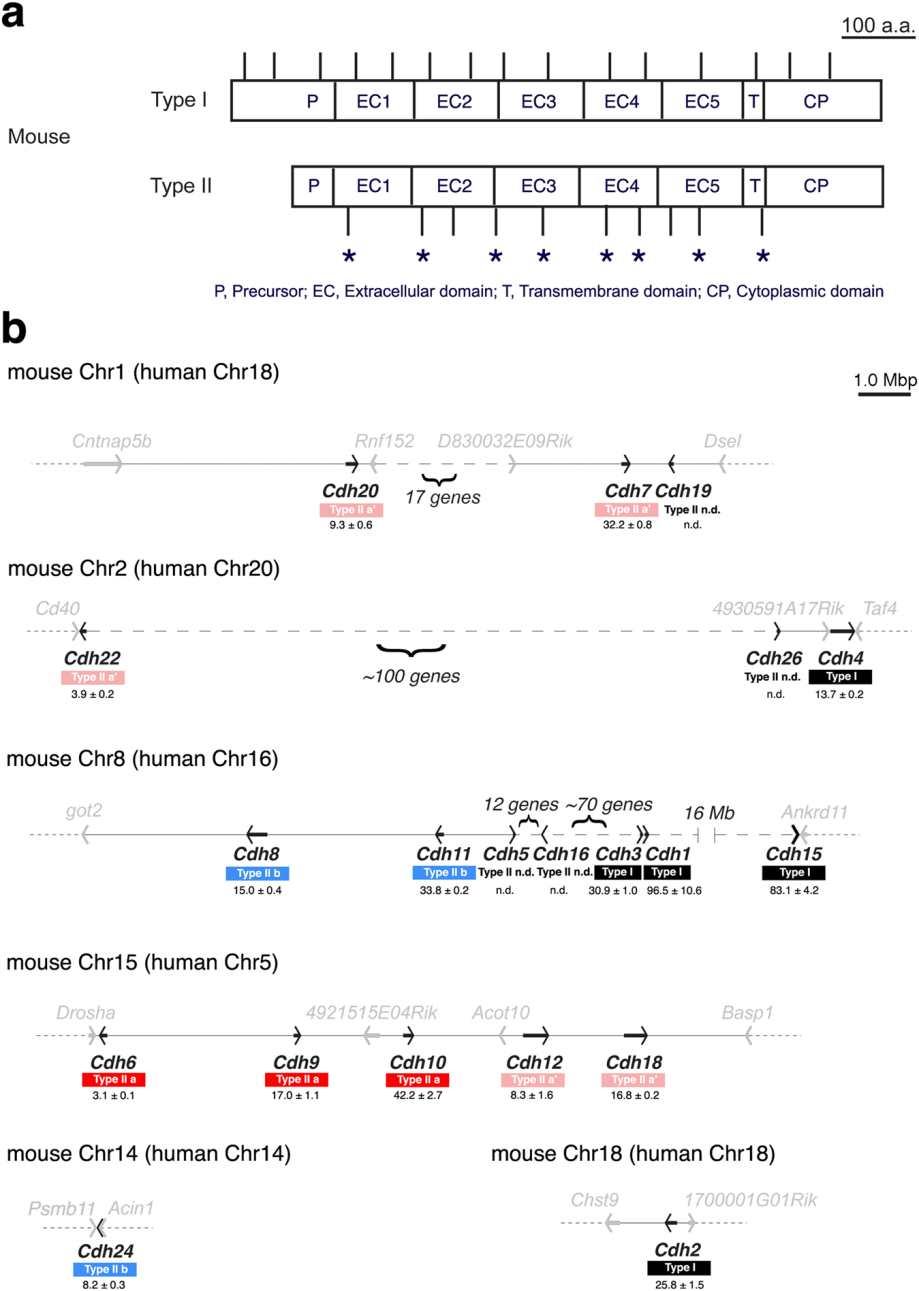
Mouse classic cadherin (Cdh) genomic organization and gene locations over chromosomes. **a** Mouse types I and II Cdh genomic organization are examined by using the UCSC genome browser (mm10) to be aligned over Cdh protein domain structure (For Type I, *Cdh1~4* are selected as aligned in Supplementary Fig. 1a and for Type II, *Cdh6~11* are chosen as shown in Supplementary Fig. 1b). Vertical bars attached to Cdh protein domain structure indicate shared positions of exon boundaries among each type. Note that respective type harbors distinct genomic organization. Asterisks show positions of conserved exon boundaries among all Cdhs, suggesting the differential evolutionary history for type I and type II subclasses. Scale bar, 100 amino acids (a.a.). **b** All Cdh gene locations over mouse/human chromosomes are searched by the UCSC genome browser (mm10 or hg19) and the mouse locations are arranged in the order of chromosomal number. Gene transcriptional directions are represented by arrows and only neighboring genes to each Cdh gene are included in this panel. Length of the chromosomal region abbreviated by long dashed lines is still precise in size. Below each Cdh gene name, defined Cdh types (i.e., I, IIa, IIa′, and IIb) and homophilic binding force (= the *K*_d_ value by μM) in vitro estimated by previous reports^28,42,43^ are indicated. Homophilic interactions among each Cdh subclass are predominant, yet occasional and weak heterophilic interactions could be observed in vitro as well as in vivo. This is remarkable among type II Cdh subclasses and their subgroups with like binding specificities defined in a recent report^28^ are painted by related colors: Cdh subclasses in type IIa share similar protein structure and binding specificities with those in type IIa′ to have a chance of heterophilic interactions, whereas Cdh subclasses in type IIb never interact with those in type IIa/a′. Type II Cdh subclasses in the same subgroup also have a possibility for heterophilic interactions. Noticeably, clustered type II Cdh genes tend to share similar binding specificities with each other. Scale bar, 1.0 mega base pairs (Mbp).

### Type II Cdh expression analyses reveal overlapping and dynamic traits in the mouse developing neural plate/tube

We first detailed mRNA expression profiles for these three type II Cdhs in the mouse developing neural plate/tube by means of ISH on serial sections. Consequently, we confirmed the overlapping and dynamic traits of these Cdhs’ expression (Fig. 2 and Supplementary Fig. 2): *Cdh6* mRNA expression in the neural plate commenced to demarcate the entire forebrain (Fb) compartment at E8.5 (Fig. 3d, d′) and the Fb-specific expression diminished after development, except for the dorsal midline (Supplementary Fig. 2). Neuroepithelial cells at the midbrain (Mb)/hindbrain boundary and emigrating neural crest cells also strongly expressed *Cdh6* (Fig. 2b, g, l, q). *Cdh8* mRNA expression was relatively weak before the neural tube closure, but restricted groups of neuroepithelial cells along the A-P and D-V axes came to express *Cdh8* (Fig. 2c, h, m, r and Supplementary Fig. 2). As for *Cdh11*, mesenchymal cells and migrating neural crest cells strongly express this mRNA and some overlapped territory with *Cdh8* in the developing neural plate/tube was delineated by *Cdh11* mRNA expression (Fig. 2d, i, n, s and Supplementary Fig. 2).

**Fig. 2:**
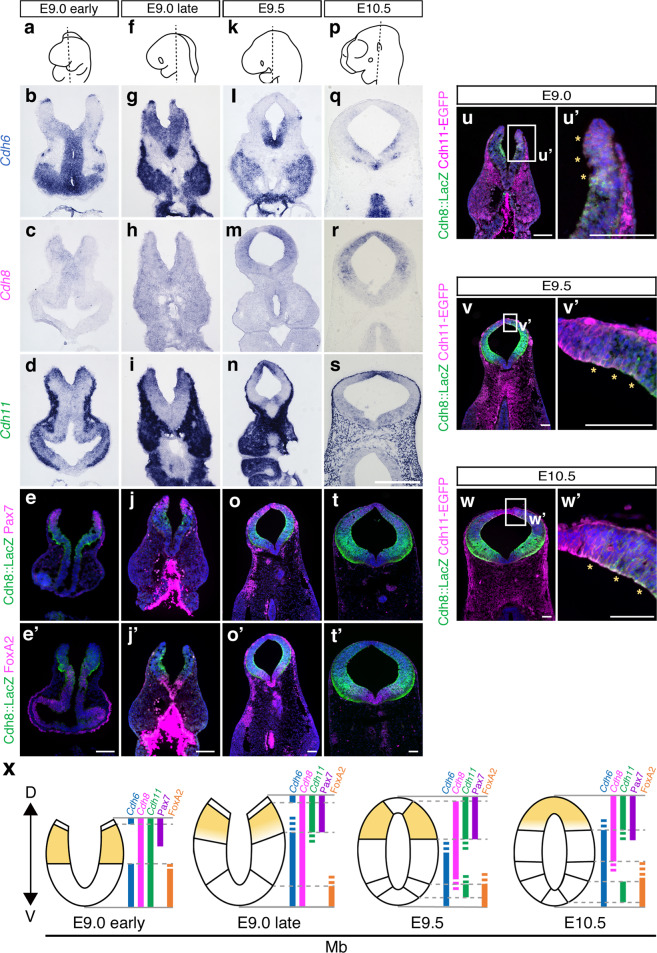
Overlapped mRNA expression of mouse type II Cdhs at the dorsal aspect of the developing midbrain. **a**–**d**, **f**–**i**, **k**–**n**, **p**–**s** Expression patterns of type II Cdhs in the developing neural tube/plate are detailed using in situ hybridization for mRNA (ISH) at the level of the midbrain (Mb) shown in **a**, **f**, **k**, and **p**. Scale bar: 250 μm. **e**, **j**, **o**, **t**, Expression patterns of beta-galactosidase (*LacZ*) and Pax7 **e**, **j o**, **t** or FoxA2 **e**′, **j**′, **o**′, **t**′ in *Cdh8*-5′ BAC-Tg embryos are compared at the same section levels shown in **a**, **f**, **k**, and **p**. **u**–**w** Co-expressed territories between Cdh8::LacZ and Cdh11-EGFP in the developing Mb are evaluated. **u′**–**w′**, Enlarged views of the dorsal aspect demarcated by the white frame **u′**–**w′** in the left panels **u**–**w** are arranged. Asterisks indicate the double-positive regions of Cdh8::LacZ and Cdh11-EGFP. Scale bar: 100 µm. **x** Diagram outlines the redundant expression patterns of three type II Cdhs in the developing Mb. Combinatorial expression of these Cdhs is indicated by color bars. Note that *Cdh8* and *Cdh11* are co-expressed at the dorsal neural tube/plate (bright yellow). D, dorsal; V, ventral.

**Fig. 3:**
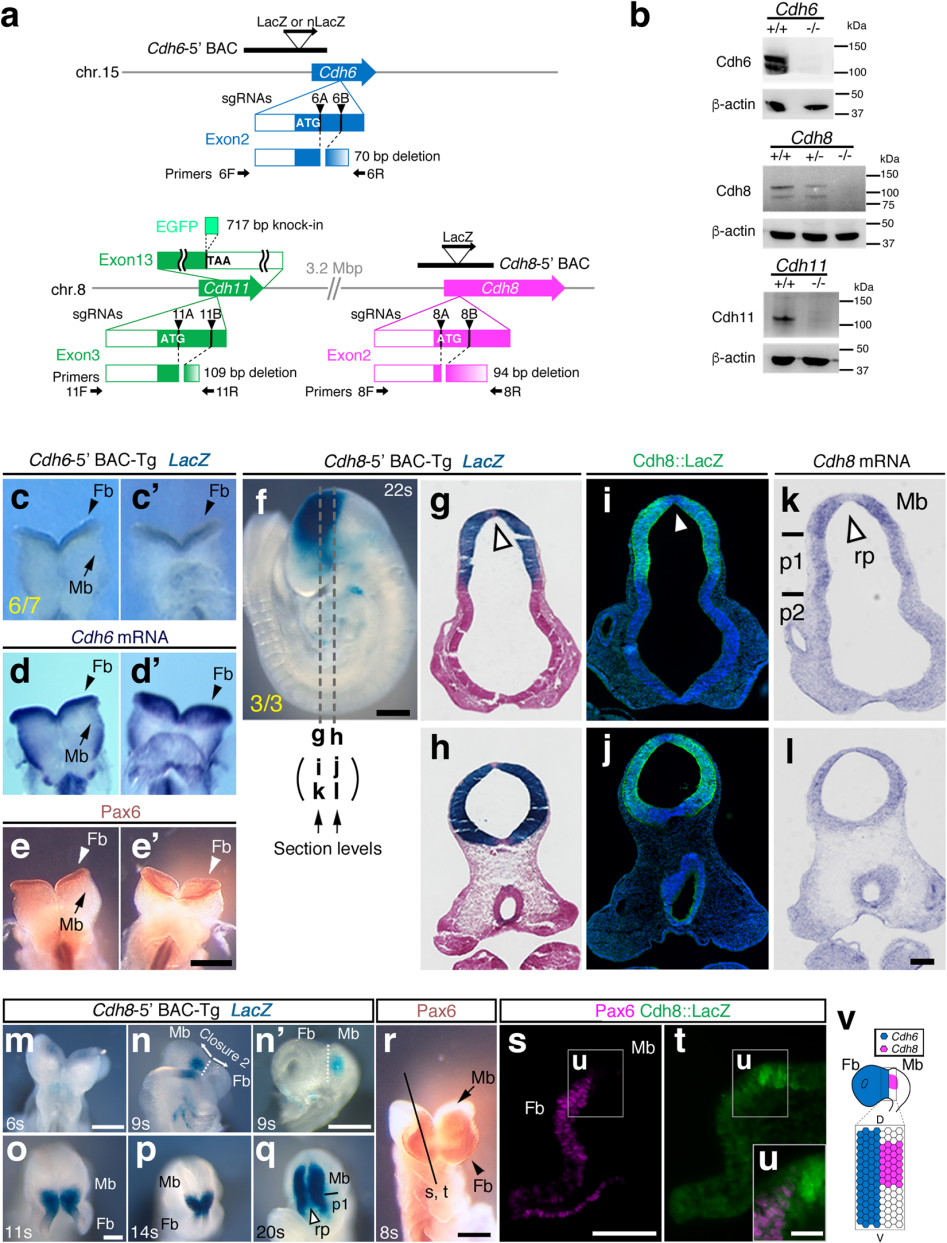
Generation of multiple type II *Cdh* protein null mutant mice. **a** Exonic regions encoding the translation start site of each *Cdh* are targeted by CRISPR/Cas9 system to introduce small deletions for the immediate frameshift. Primers for genotyping are indicated by arrows. Positions of the beta-galactosidase (*LacZ*) reporter modified *Cdh6*-5′ BAC and *Cdh8*-5′ BAC constructs are shown as black bars. Position of the EGFP knock-in at the *Cdh11* locus is shown as bright green bar. Arrowheads, single guide (sg) RNA target sites. **b** Results from western blotting analyses for each Cdh and β-actin are arranged. Note that Cdh single KO mice generated are all protein null. **c**, **d** Staining pattern from the *Cdh6*-5′ BAC-Tg completely recapitulates *Cdh6* mRNA profiles in the early forebrain (Fb) compartment at E8.5. **c**, **d** dorsal view; **c′**, **d′** ventral view. The ratio of embryos exhibiting the Fb-specific expression pattern at E8.5 over the total number of transgenic founders is noted at the bottom left corner of **c**. **e** Pax6 whole-mount immunostaining pattern is also identical to *Cdh6* mRNA profiles in the early Fb. **f** A *Cdh8*-5′ BAC-Tg embryo at the 22-somite stage (s) harbors strong enhancer activity at the Mb. The ratio of embryos exhibiting the Mb-specific expression pattern at this stage over the total number of transgenic founders is noted at the bottom left corner of the **f**. Section levels for **g**–**l** are indicated by white dashed lines **g**–**l**, respectively. Scale bar: 250 μm. **g**–**l** Expression patterns of *Cdh8* mRNA **k**, **l** are recapitulated by *Lac*Z staining from *Cdh8*-5′ BAC-Tg embryo at the 22s **g**–**j**. A white arrowhead indicates *Cdh8* mRNA or *Lac*Z negative zone in the roof plate. p, prosomere; rp, roof plate. Scale bar: 100 μm. **m**–**q** *Cdh8*-5′ BAC-Tg mice show progressive activation of the reporter correlated with neural tube closure. Scale bar: 250 μm. **n′**, *En face* view of the 9s embryo reveals the *LacZ* expression in the Mb respecting the Fb/Mb compartment boundary (white dotted line). **r** A section level for **s**–**u** are indicated by the black line in a whole-mount stained embryo by Pax6. **s**, **t** A *Cdh8*-5′ BAC-Tg embryo at the 9s is immunostained with Pax6 and LacZ. **u** Enlarged views of the Fb/Mb compartment boundary outlined by the white box **u** in the **s**, **t** are arranged. Note that Pax6 and Cdh8::LacZ expressions are mutually exclusive at the Fb/Mb boundary. **v** *Cdh6* and *Cdh8* enhancer activities at the nascent Fb/Mb compartment boundary are summarized. Noticeably, these two Cdh enhancer activities oppose each other at the dorsal portion of the compartment boundary.

These mRNA expression profiles were partially corroborated by the reporter modified bacterial artificial chromosome (BAC) transgenic (Tg) mouse lines. For example, as we described and confirmed previously^44^, a BAC clone covering the *Cdh6*-5′ genomic region (Fig. 3a) carries the specific enhancer demarcating the entire Fb compartment at E8.5 (Fig. 3c–d′). This was further ensured by whole-mount immunostaining results from a Fb marker Pax6 at E8.5 (Fig. 3e–e′). We also found that a BAC clone containing the *Cdh8*-5′ genomic territory (Fig. 3a and Supplementary Fig. 6) harbors the Mb-specific enhancer at the 22-somite stage (Fig. 3f). If compared with our mRNA expression mapping, those enhancer activities captured by the BAC-reporter-Tg mice were very reminiscent of *Cdh8* mRNA expression profiles (Fig. 3g–l). We additionally made sure that three *Cdh8*-5′ BAC-Tg mouse lines independently generated precisely recapitulate at least a part of *Cdh8* mRNA expression profiles in the retina compared with the expression mapping from previously reported *LacZ* in-frame knock-in mouse^45^ (Supplementary Fig. 6). Importantly, our BAC-Tg mouse lines never yielded ectopic *LacZ* expressions in the retina (Supplementary Fig. 6). Noticeably, the *Cdh8*-Mb-specific enhancer trapped by our BAC-Tg mouse showed a progressive trait correlated with the neural tube closure (Fig. 3m–q). At the early initiation stage, the *Cdh8*-Mb-specific enhancer activity opposed to the *Cdh6*-Fb-specific enhancer activity along the nascent Fb/Mb compartment boundary, which was verified by the double staining results with Pax6 and Cdh8::LacZ in the *Cdh8*-5′ BAC-Tg embryo (Fig. 3n′, r–v).

Further to clarify *Cdh8/Cdh11* double-positive territories in the developing neural tube, we generated a *Cdh11-EGFPtag* knock-in mouse line by means of CRISPR/Cas9-mediated genome editing (Fig. 3a, and Supplementary Fig. 7). We then intercrossed this knock-in mouse line with the *Cdh8*-5′ BAC-Tg line to reveal the overlapped feature of Cdh8::lacZ and Cdh11-EGFP (Fig. 2u–x). *Cdh8* expressing domains along the dorsoventral axis during the Mb development were also ensured by double staining with a dorsal marker Pax7 or a ventral marker FoxA2 in the *Cdh8*-5′ BAC-Tg embryo to rigorously map *Cdh8/Cdh11* double-positive territories in the dorsal Mb during development (painted by bright yellow in Fig. 2x).

### Combinatorial gene mutants for type II Cdhs can be generated by genome editing

We then tried to generate multiple gene KO mice for these three type II Cdhs by using the CRISPR/Cas9-based technology^41^. We designed two single guide (sg) RNAs to completely delete exonic regions encoding the translation start site of each Cdh gene (Fig. 3a, Supplementary Fig. 3a, and Supplementary Table 1). 

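The guide pairs for Cdh8 and Cdh11 both lie in the exon that holds the start codon, on chromosome 8 of GRCm38. For Cdh8 this is exon 2, from 99400726 to 99401177, with the start codon at 99400975 to 99400977. Guide 8A (AAGGCTAGCTGAGACGCTCA) matches 99400950 to 99400969 and guide 8B (CAGGCTCACGTTTTAACTAC) matches 99400859 to 99400878, both on the minus strand. For Cdh11 this is exon 3, from 102679612 to 102680011, with the start codon at 102679837 to 102679839. Guide 11A (CCACAGCCAGGCGTTTGCTC) matches the minus strand at 102679767 to 102679786, and guide 11B (ACTCTTCTATCACAAAGAAT) matches the plus strand at 102679644 to 102679663. Each match is followed by a TGG motif on its own strand. With Cas9 cleaving 3 bases before the motif, the segment between the 2 cleavage sites is 91 bp in Cdh8, from 99400862 to 99400952, and 109 bp in Cdh11, from 102679661 to 102679769. Both lengths leave a remainder of 1 when divided by 3, and both segments lie downstream of the annotated start codon, by 22 bases in Cdh8 and 67 bases in Cdh11. The segments make up 1.98% and 1.93% of the transcript. For Cdh6, guide 6A (CCATTATCTAAAAGGACTAG) matches the minus strand of chromosome 15 at 13091792 to 13091811 in exon 2, downstream of the start codon at 13091875 to 13091877. Guide 6B as printed has 19 bases and found no exact match in the Cdh6 transcripts, so no segment is given for Cdh6.

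**Figure D1:**
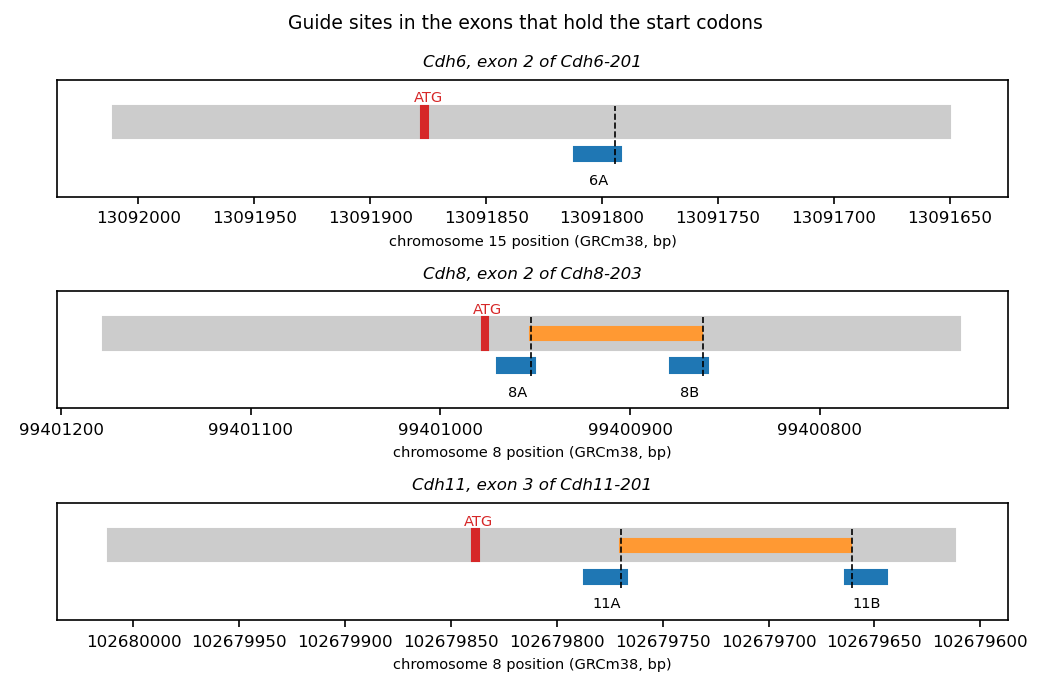
Guide sites of Cdh6, Cdh8 and Cdh11 along GRCm38 (chromosome position in bp), with the exon that holds the start codon in grey, the start codon in red, guides in blue, cleavage sites as dashed lines and the segment between 2 cleavage sites in orange. The segments of 91 bp in Cdh8 and 109 bp in Cdh11 lie downstream of the start codon.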

By injecting these six sgRNAs and Cas9 expression vectors into the pronuclei of fertilized mouse eggs at the same time, we successfully obtained viable and fertile triple hetero mice for three Cdh loci. Genomic sequences verified at the targeted regions and the top 10 off-target regions for each sgRNA revealed that only expected deletions occur in the genome (Supplementary Fig. 3a and Supplementary Fig. 4). Other unwanted changes, if any, in the genome were not assessed in the present study, yet we considered that those under top 10 mutations outside of the linkage with Cdh loci could never be retained over multiple crossing and selection of the line.

We next generated mice deficient for each Cdh locus by intercrossing to show that these mice are virtually viable and fertile with no fatal phenotype, which is in line with previous series of reports^31,36–39^. Using western blotting in tissues derived from these single KO mice, we also confirmed that manipulated alleles for the three type II Cdh genes are all protein null (Fig. 3b). By further mating the *Cdh6/8/11* triple hetero mice, we finally generated mice with combinatorial type II Cdh deletions. It should be noted first that some populations among F0 or F1 *Cdh6/8/11* triple hetero mice were found to carry *Cdh8/11 cis* mutations in the same gene cluster after the multiple outer or intercrossing. For instance, our mating results no. 5 and no. 7 in the Supplementary Fig. 5a indicated the possibility that their mother and/or father may contain *Cdh8/11 cis* mutations. In addition, we could rarely obtain live triple KO organisms and found that the total number of various Cdh double KO (DKO) after birth was much smaller than expected (Supplementary Fig. 5a). This indicates that triple KO mice for *Cdh6/8/11* are embryonic lethal, and some DKO mice would also have abnormalities in the embryonic stages. We therefore examined embryonic phenotypes after various type II Cdh deletions in the CNS.

### Fb/Mb compartment boundary is excessively disrupted only in *Cdh6/8* DKO

One remarkable phenotype was detected in *Cdh6/8* DKO embryos by E10.5 after immunostaining the cranial regions with a transcription factor and the Fb marker Pax6 (Fig. 4e). At this stage, Pax6 expression sharply delineates the Fb/Mb boundary in the wild type (WT; Fig. 4a, b) and we have previously shown that this expression boundary can be defined as the compartment boundary from the 5-somite stage by means of direct neuroepithelial cell labeling and lineage tracing in the mouse whole embryo culture^46^. In *Cdh6* KO, *Cdh8* KO, *Cdh6* KO; *Cdh8*^+/−^, *Cdh6*^*+*/−^; *Cdh8* KO, *Cdh8/11* DKO or *Cdh6*^*+*/−^; *Cdh8/11* DKO embryos, the Pax6 expression boundary was still sharp and straight like that in WT because entire neuroepithelial cells express *Cdh2* to hold the differential adhesive code between the Fb and Mb without Fb-specific *Cdh6* or Mb-specific *Cdh8* expression (Fig. 4c, d, g, and Supplementary Fig. 8, 9). However, in *Cdh6/8* DKO embryos, where opposing Cdh deletions at both sides of the compartment boundary totally equalize the neuroepithelial cell affinity (Fig. 4g), the Pax6 expression limit turned to be fuzzy and intermingled with 100% penetrance (Fig. 4e–g, and Supplementary Fig. 8, 9). By systematically measuring the total boundary length in each genotype (Supplementary Fig. 10, 11), we revealed that only *Cdh6/8* DKO embryos doubled the total length of Pax6 expression boundary (Fig. 4f). Since our measuring method could not reach Pax6-negative cell clusters within the Pax6-positive territories, which are only prominent in *Cdh6/8* DKO embryos (Supplementary Fig. 11m), actual total length of Pax6 expression boundary in *Cdh6/8* DKO might be underestimated. These results indicate that the mutually exclusive expression profiles of *Cdh6* and *Cdh8* at the Fb/Mb compartment boundary (Figs. 3v, 4g) are indeed necessary for compartmentalization by conferring selective adhesiveness to cells in each compartment unit.

**Fig. 4:**
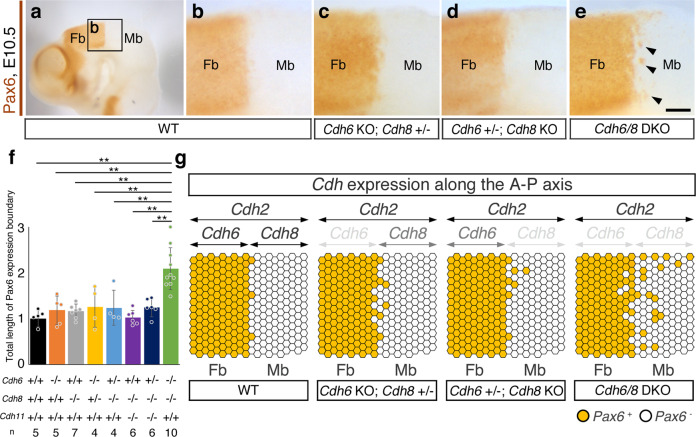
*Cdh6/8* DKO phenotype at the Fb/Mb compartment boundary. **a**–**e** Cranial regions from E10.5 embryos are stained by anti-Pax6. Scale bar: 100 μm. An enlarged image around the wild type (WT) Fb/Mb boundary indicated by the frame **b** is shown in **b**. Note that Pax6 expression limit sharply delineates the Fb/Mb boundary. **c**, **d** Sharp boundaries are still maintained in *Cdh6* KO; *Cdh8*^+/−^ and *Cdh6*^+/−^; *Cdh8* KO mice. **e** In *Cdh6/8* DKO mice, Pax6 expression limits turn to be fuzzy and intermingled. Arrowheads indicate clusters of Pax6-positive cells that invade the Mb. **f** Bar graph shows the average total length of Pax6 expression boundaries (Length of the Fb/Mb boundary = 1.0) in each genotype specified below. Biologically independent sample numbers (*n*) are also indicated at the bottom. All data points are shown along with the mean ± s.d. **P < 0.01. **g** Results from **b**–**e** are summarized. At the upper most portion of this panel, *Cdh* expression levels along the A-P axis are indicated by the depth of characters or double-headed arrows. Distribution patterns of Pax6-positive (+) and negative (–) cells at around the Fb/Mb boundary are shown by brown and white circles, respectively. Note that the Fb/Mb boundary is disrupted only when mutually exclusive Cdh expression is eliminated at both sides.

### Multiple type II Cdh deletions cause defect in the cranial neural tube closure

Another obvious defect in the neural tube closure called exencephaly was found in the embryonic cranial region when more than three alleles out of the six type II Cdh alleles were deleted (Fig. 5a, b). We noticed that the patterns of exencephaly at E12.5 coincide with three type II *Cdh* expression profiles at the closing dorsal Mb (Fig. 5a and Supplementary Fig. 2). For instance, in the *Cdh6*/8 DKO Mb, only the caudal region where *Cdh6* and *Cdh8* expression overlapped in the closing neural tube showed exencephaly. In the *Cdh8/11* DKO Mb, the entire region failed to fuse at the dorsal midline as the expression of both type II *Cdh* genes merged throughout the Mb. In *Cdh6/8/11* triple KO, regions beyond the Mb showed defects in the neural tube closure (Fig. 5a and Supplementary Fig. 2). Notably, the more we deleted type II *Cdh* genes, the higher was the penetrance of exencephaly (Fig. 5b). In addition, we found that the EX phenotype appears regardless of the mouse strain background after the crossing for six generations (Supplementary Fig. 5b, c). These results collectively demonstrated that redundant yet differential type II *Cdh* expression profiles could specify positional and/or progressive cues for the neural tube closure.

**Fig. 5:**
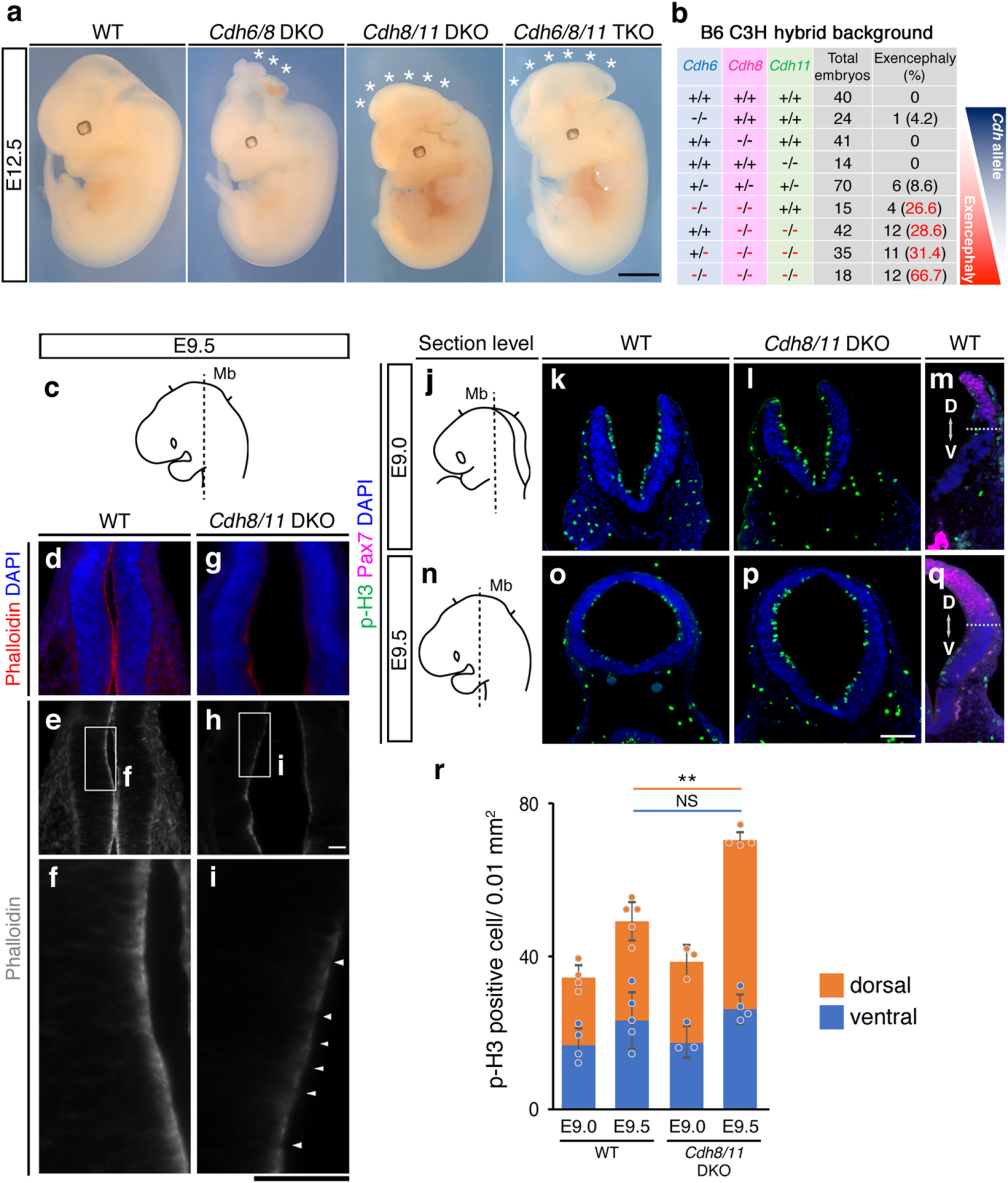
Multiple loss of type II Cdh genes results in the cranial neural tube defect. **a** Multiple elimination of type II Cdh genes causes exencephaly at E12.5. Notably, exencephaly occurs just within the cranial region where mutated type II Cdh expression merges (Fig. 2x). Scale bar: 2 mm. **b** Occurrence of exencephaly under the B6C3 hybrid background is summarized in the table. Note that the more we delete type II Cdh genes (=number of red—in the table), the higher is the penetrance of exencephaly. **c** A section level for **d**–**i** in an E9.5 embryo is depicted. **d**–**i** Phalloidin and DAPI are used to visualize F-actin and cell nuclei, respectively, at the semi-coronal section of E9.5 embryos. **f**, **i** Enlarged views of the ventricular surface demarcated by the white frame **f**, **i** in the upper **e**, **h** are arranged. In contrast to the tight accumulation of F-actin in the WT ventricular surface **f**, phalloidin staining becomes weaker and discontinuous (white arrowhead) in *Cdh8/11* DKO mice **i**. Scale bar: 100 μm. **j**, **n** Section level for **k**–**l** and **o**–**q** in an E9.0 or E9.5 embryo is depicted. **k**–**m**, **o**–**q** Neuroepithelial cells at E9.0 or E9.5 are immunostained with a dividing cell marker phosphorylated histone H3 (p-H3: green), Pax7 (magenta) and DAPI (blue) in the WT or *Cdh8/11* DKO Mb. Scale bar: 100 μm. **r** Graph shows the average number of p-H3-positive cells in WT and *Cdh8/11* DKO Mb. Blue bars, number of cells in the ventral domain; orange bars, number of cells in the dorsal domain defined by Pax7-stained area in panels **m**, **q**. All data points are shown along with the mean ± s.d. **P < 0.01; NS, non-significant. Note that excess proliferation of neuroepithelial cells is much confined within the dorsal domain at E9.5.

To address the cellular machinery that causes exencephaly, we further detailed the tissue organization and proliferative states in the *Cdh8/11* DKO Mb at E9.5. In the frontal sections, we revealed that the apical actin fibers visualized by phalloidin staining became discontinuous even in the non-EX *Cdh8/11* DKO Mb (Fig. 5c–i). We also examined patterns of F-actin localization over the en face views of the cranial neural plate/tube ventricular zone to confirm that the apical actin meshwork associated with Cdh-based AJs is less constricted in the non-EX *Cdh8/11* DKO dorsal Mb, but shows no difference between WT and *Cdh8/11* DKO in the dorsal Fb (Fig. 6a–d). Noticeably, those cells with less-constricted actin meshwork tended to cluster in the non-EX *Cdh8/11* DKO Mb (Fig. 6e), well explaining the discontinuous phalloidin staining in the frontal sections (Fig. 5c–i). In addition, the results from a dividing cell marker phosphorylated histone H3 staining indicated that cell proliferation increases only in the dorsal half of non-EX *Cdh8/11* DKO Mb with Pax7 expression (Fig. 5j–r). Important is the fact that the area showing hyperproliferation in the *Cdh8/11* DKO Mb is totally correlated with the *Cdh8/11* mRNA double-positive territory in the closing neural tube (Colored by bright yellow in Fig. 2x). Taken together, it is implicated that redundant type II Cdh expression exquisitely balances apical constriction as well as proliferative states of neuroepithelial cells to coordinate the neural plate bending and/or eventual neural tube closure (Fig. 6f).

**Fig. 6:**
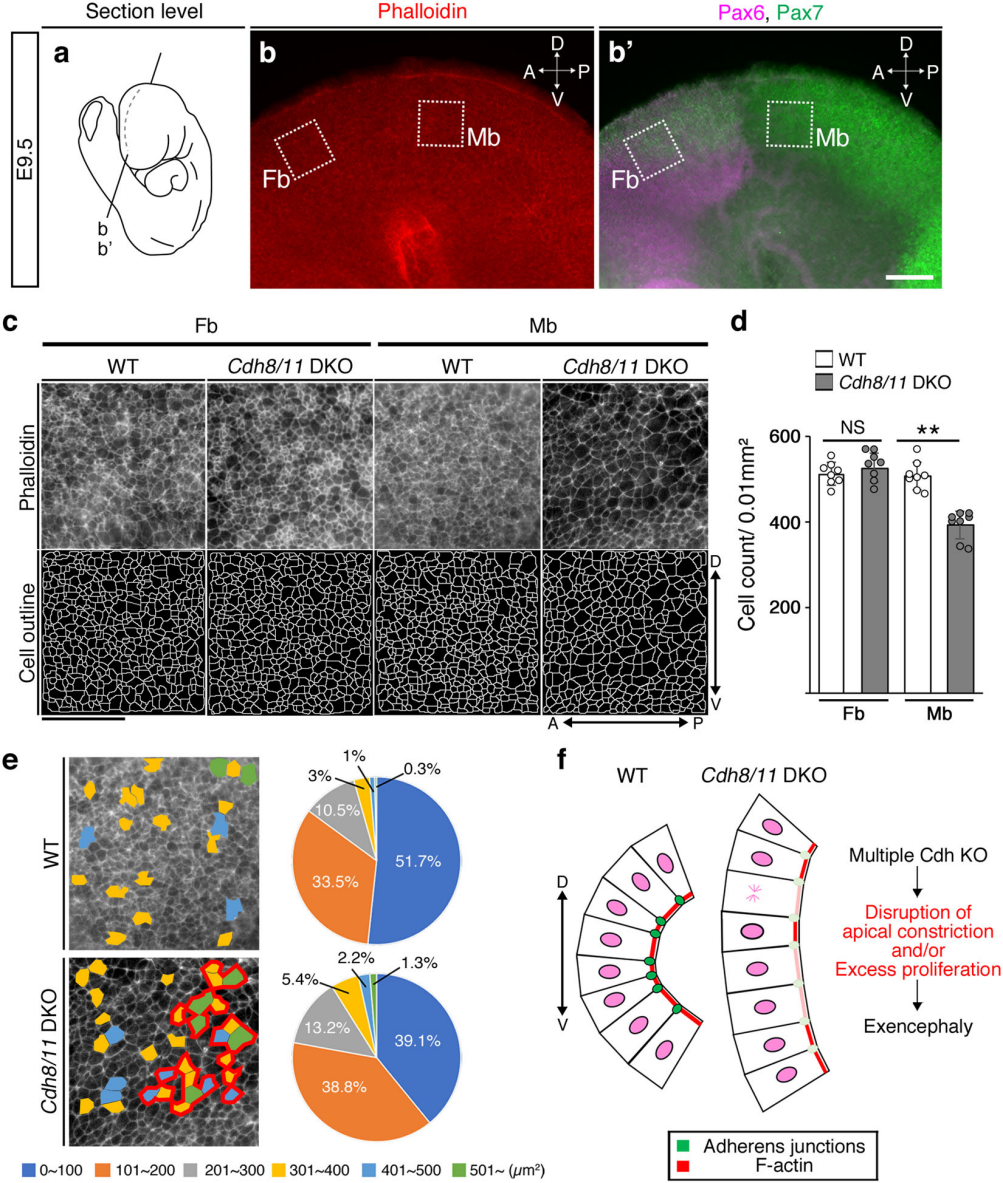
Apical actin meshwork is affected in the *Cdh8/11* DKO cranial neural tube. **a** A section level for **b**, **b′** in an E9.5 embryo is depicted. **b** Phalloidin staining is evaluated in the *en face* view of the E9.5 brain. **b′** Expression patterns of Pax6 (a Fb marker) and Pax7 (a dorsal neural tube marker) are determined in the same sample. **c** Upper panels show enlarged view of apical surface actin meshwork at around the dorsal portion of the Fb and Mb indicated by dotted white frames in **b**, **b′**. Lower panels indicate semi-automated cell outlines generated in ImageJ. In all panels, top is the dorsal and bottom is the ventral side of the brain. Scale bar: 50 μm. **d** Cell number is counted within 0.01 mm^2^ apical area. All data points are shown along with the mean ± s.d. **P < 0.01; NS, non-significant. The number of cells significantly decreases in the *Cdh8/11* DKO Mb, but not in the Fb. **e** Each apical area visualized by phalloidin staining is color coded based on the size (see right graph) and those areas larger than 301 μm^2^ are painted by the color code. Bold red lines delineate those clusters containing more than four adjacent cells with the painting. In *Cdh8/11* DKO, cells with under 100 μm^2^ apical area decrease and those with larger apical area increase (graph). Additionally, those cells with less-constricted actin meshwork colored in the panel tend to cluster only in the *Cdh8/11* DKO Mb. **f** Diagram hypothesizes how reduced apical constrictions could disrupt bending of the neural plate. Multiple loss of Cdh genes affects adherens junctions (green circles in WT; light green in DKO) to bring actin into less accumulated and constricted state (red belts in WT; pink in DKO) and occasionally increases cell proliferation. This disturbs bending kinetics of the neural plate, leading to exencephaly.

### Exencephaly upon Cdh deletion is not primarily due to gene expression changes, but mainly be initiated by increased cell fluidity and division in neuroepithelia

We next investigated the gene expression changes after type II Cdh gene mutations in the developing Fb and Mb by means of RNA-sequencing to outline that only a limited number of genes change their expression in the Mb exhibiting exencephaly (Fig. 7 and Supplementary Fig. 12). Among them, *Fgf15* was one of the seven Mb-specific fluctuated genes over exencephaly (Fig. 7) and has been known by proliferative function at the developing dorsal midbrain^47^. 

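Forebrain and midbrain were dissected separately from embryos at embryonic day 9.5, and 1 RNA-seq library was made per tissue and embryo. There were 32 libraries. For each tissue, 6 came from wild-type embryos (WT), 4 from Cdh6/8/11 triple knockouts with exencephaly (TKO_Ex), 3 from double knockouts with exencephaly (DKO_Ex) and 3 from double knockouts with an elongated midbrain but no exencephaly (cranial defect, DKO_CD). WT embryos came from WT matings and mutants from triple heterozygous matings. The paper describes both double knockout groups as Cdh8/11, while the labels of the deposited libraries call the DKO_CD group Cdh6/8. For 12 double knockout libraries the column header and the sample title name different groups, and the groups here follow the headers, which match the box plots of Fig. 7c. The authors aligned the reads to GRCm38 with TopHat2 and computed FPKM with Cufflinks, and the deposited files hold these FPKM values. For their own comparisons the authors counted reads with htseq-count and tested them with DESeq2. Here limma was fitted to log2(FPKM + 0.5) for the 15753 genes with at least 1 FPKM in at least 3 libraries, with 8 groups in 1 fit and Benjamini-Hochberg adjusted p values. Set tests of gene lists used camera. Between 12849 and 13266 genes reached 1 FPKM per library. The number of reads per library is unknown from FPKM. Judged from the spacing of the lowest FPKM values, relative depth ranged from 0.745 to 1.25 over the libraries, from 0.745 to 0.893 in TKO_Ex midbrain, from 1.18 to 1.24 in DKO_Ex midbrain and from 0.910 to 1.12 in WT midbrain. By this estimate all TKO_Ex midbrains were of lower depth than all WT midbrains, and all DKO_Ex midbrains of higher depth. The TKO_Ex and WT ranges nearly meet, and their numbers of genes above 0 overlapped (16381 to 16955 in TKO_Ex and 16491 to 17102 in WT midbrain).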

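Few genes passed the test in the midbrains with exencephaly, and the patterning genes Wnt1, Wnt3a, Shh and Pax7 were not among them. In TKO_Ex midbrain (n = 4), 36 of 15753 genes, or 0.229%, differed from WT midbrain (n = 6) at an adjusted p under 0.05, with 33 higher and 3 lower. This count was 11 with relative depth as a term in the fit, 12 with only the 2 groups compared, 16 with 1 tissue only and 17 without 3 libraries doubted after their values were seen (WT midbrain replicate 5 and TKO_Ex replicate 3 of both tissues). In DKO_Ex midbrain (n = 3), 13 genes differed, 4 higher and 9 lower, or 7 with relative depth in the fit, 20 with only the 2 groups compared and 26 with no filter. Without exencephaly, DKO_CD midbrain (n = 3) differed from WT in 10 genes, 7 higher and 3 lower, or 6 with only the 2 groups compared, 20 with the replicate number as a block and 24 with no filter. That block joins embryos of different groups by number alone. In TKO_Ex midbrain, Wnt1 changed by 0.00 on the log2 scale (SE 0.35), Wnt3a by 0.14 (SE 0.31), Shh by 0.19 (SE 0.29) and Pax7 by 0.16 (SE 0.22). Set directly against each other, DKO_Ex and DKO_CD midbrain differed in 1 gene, the noncoding B230311B06Rik, listed at 0 in all DKO_Ex and WT midbrains and named after its values were seen. This count was 0 without DKO_Ex replicate 1 or 3 or DKO_CD replicate 1 or 3, 3 without DKO_CD replicate 2 and 7 with only the 2 groups compared. Among the 31 gene lists, the readouts of FGF signalling stood higher in both groups with exencephaly, with 15 of 18 members above WT in TKO_Ex (median log2 change 0.48, adjusted p = 0.0013 from camera) and 16 of 18 in DKO_Ex (0.38, adjusted p = 0.0027). These became adjusted p = 0.85 and 0.81 with an estimated correlation. They rested on WT replicate 5, whose mean score for the list was −1.45 against −0.32 to 0.42 in the other WT midbrains. That library was also the lowest WT midbrain for midbrain identity (−0.25 against 0.55 to 0.99) and hindbrain identity (0.37 against 0.49 to 1.69). Without WT replicate 5 the medians of the FGF list were 0.30 in TKO_Ex (14 of 18, adjusted p = 0.107) and 0.14 in DKO_Ex (15 of 18, adjusted p = 0.234), and DKO_Ex also lost its call without DKO_Ex replicate 2 (0.31, adjusted p = 0.209). Genes of early neurons, a list that holds the paper's candidate Nsg2, lay lower in TKO_Ex midbrain, with 5 of 28 above WT (median −0.26, adjusted p = 0.0013; adjusted p = 0.90 with an estimated correlation). Genes of hypoxia and glycolysis did too, with 8 of 25 above WT (median −0.13, adjusted p = 0.0013; adjusted p = 0.78 with an estimated correlation), as did YAP targets, among them the candidate Ccn2, with 5 of 17 (median −0.11, adjusted p = 0.028; adjusted p = 0.29 with an estimated correlation). These calls too depended on single libraries. That of early neurons was lost without TKO_Ex replicate 1 or 3 (medians −0.11 and −0.20, adjusted p = 0.091 and 0.064), that of YAP targets without WT 5 (−0.09, 0.073) or TKO_Ex 1 or 4 (−0.15 and −0.09, 0.069 and 0.125), and that of hypoxia without TKO_Ex 3 (adjusted p = 0.116), although its median there was −0.15. With 1 library left out, the medians ranged from −0.44 to −0.11 for early neurons, from −0.21 to −0.08 for hypoxia and from −0.17 to −0.05 for YAP targets. The lists of mitosis and DNA replication did not pass in TKO_Ex midbrain (medians 0.04 and 0.07, adjusted p = 0.83 and 0.38). The paper's excess of dividing cells lay in the dorsal part of Cdh8/11 double knockout midbrains without exencephaly, which whole TKO_Ex midbrain does not test. The list of targeted cadherins fell in TKO_Ex midbrain (adjusted p = 0.00012; adjusted p = 0.0040 with an estimated correlation). In DKO_Ex midbrain the erythroid list had 1 of 15 members above WT (median −0.70, adjusted p = 0.00030; adjusted p = 0.81 with an estimated correlation). The calls of the cadherins and the erythroid list held whichever 1 library was left out. No member of these lists passed over all genes, while 1 YAP target and all 3 cadherins passed in TKO_Ex midbrain when adjusted over the list alone. Other splits of the same libraries gave up to 8 lists for TKO_Ex and 11 for DKO_Ex. The TKO_Ex count of 36 was 58 without WT replicate 1, 18 without WT 3, 23 without WT 4, 21 without WT 6, 17 without TKO_Ex 1, 20 without TKO_Ex 3 and 19 without TKO_Ex 4. The DKO_Ex count of 13 was 8 without WT 1 or WT 5, and 5, 6 and 7 without DKO_Ex 1, 2 and 3. In data simulated at this spread, the test found 62.1% of genes changed by 1 on the log2 scale for TKO_Ex and 57.0% for DKO_Ex. Of genes changed by 0.5 it found 20.3% and 14.5%. Each simulated run held many more changed genes than passed in the real groups. That loosens the adjusted threshold, so these shares may be too high for the real tests.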

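Fgf15, which encodes a secreted fibroblast growth factor, lay above WT in every TKO_Ex and DKO_Ex midbrain, but the difference did not pass the test over all genes. It averaged 49.3 ± 8.30 FPKM in TKO_Ex midbrain (SD, n = 4), 55.6 ± 16.1 in DKO_Ex (n = 3), 51.7 ± 18.7 in DKO_CD (n = 3) and 29.8 ± 5.26 in WT (n = 6). The midbrains ranged from 39.6 to 58.5 in TKO_Ex, from 42.5 to 73.5 in DKO_Ex, from 30.1 to 63.0 in DKO_CD and from 25.5 to 37.4 in WT. The log2 fold change from WT was 0.72 (SE 0.24, adjusted p = 0.292) in TKO_Ex, 0.87 (SE 0.26, adjusted p = 0.473) in DKO_Ex and 0.73 (SE 0.26, adjusted p = 0.475) in DKO_CD by limma. Two-sided exact permutation tests of the 3 pairs of groups gave p = 0.00952 for TKO_Ex, where 0.00476 is the smallest possible, and 0.0119 for DKO_Ex and 0.0357 for DKO_CD, where 0.0119 is the smallest possible. In the forebrain, where WT embryos held 16.7 ± 3.66 FPKM, the log2 fold change was 0.17 (SE 0.24) in TKO_Ex, 0.43 (SE 0.26) in DKO_Ex and 0.16 (SE 0.26) in DKO_CD. The difference between the midbrain and forebrain effects was 0.55 (SE 0.34, adjusted p = 0.799 from limma) in TKO_Ex, 0.44 (SE 0.37) in DKO_Ex and 0.57 (SE 0.37) in DKO_CD, and none of the 3 passed. In WT embryos Fgf15 was higher in the midbrain than in the forebrain, with a log2 difference of 0.83 (SE 0.21, adjusted p = 0.0109). The gene spans chromosome 7 of GRCm38 from 144896531 to 144900953. From the genes it finds changed in the midbrain alone, the paper takes Fgf15 forward to in situ hybridization, since it alone among them had a known role in patterning of the neural plate and tube (Fig. 7a).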

Consistently, the fine evaluation by ISH revealed an apparent increase in *Fgf15* mRNA in the open Mb of the E9.5 *Cdh8/11* DKO embryo (Fig. 7d–i and Supplementary Fig. 13a, d, e). As the dorsal midline in WT as well as non-EX *Cdh8/11* DKO is completely negative for *Fgf15* (Fig. 7h and Supplementary Fig. 13d) and the neural ridge in the exencephaly continuously expressed *Fgf15* (Fig. 7j and Supplementary Fig. 13e), the dorsal midline closure in the normal situation could be the stop signal to suppress *Fgf15* expression, whereby cell proliferation rate is reduced to maintain the cytoarchitecture (see “Discussion”).

**Fig. 7:**
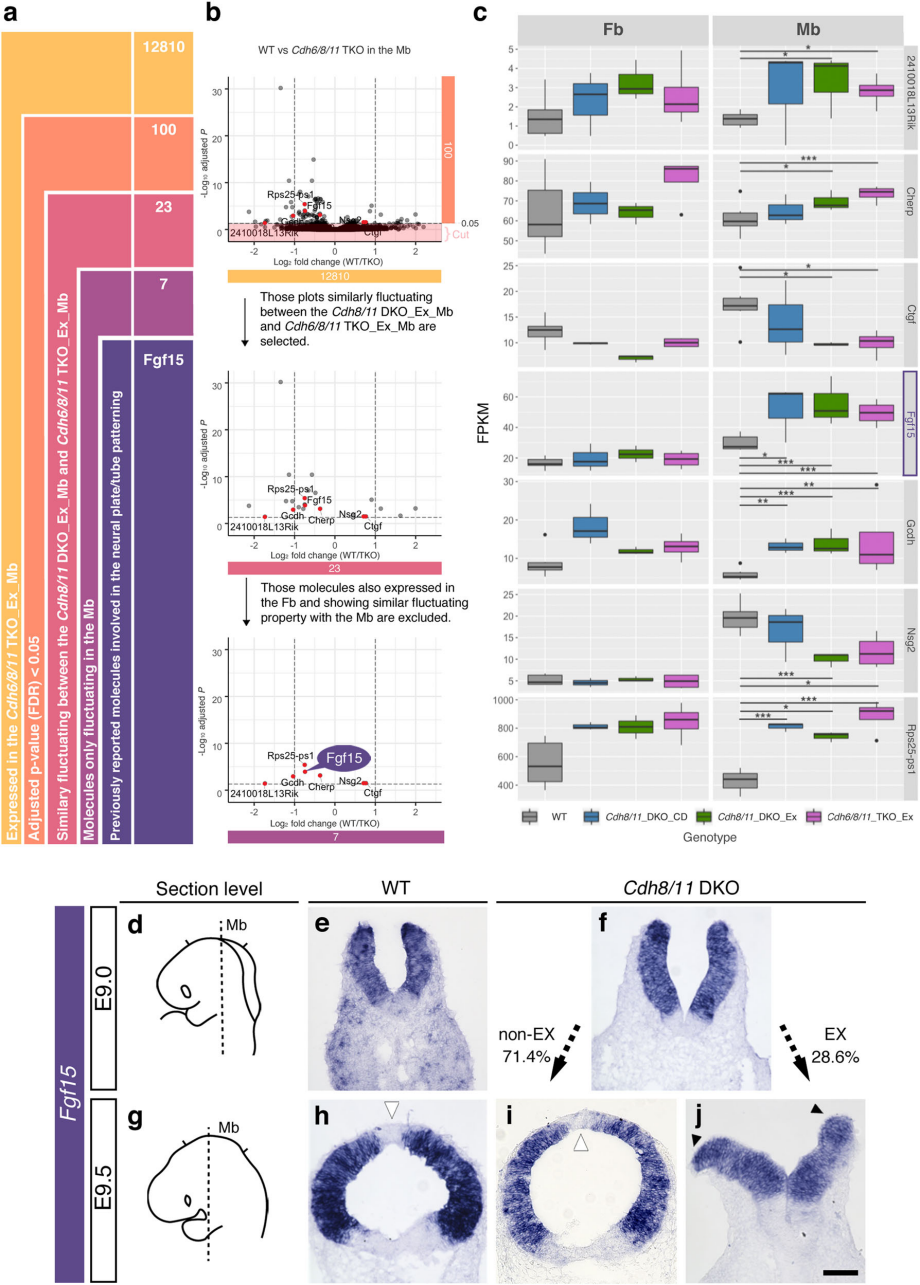
Gene expression changes upon multiple Cdh gene mutations are revealed to be minimal by means of RNA-sequencing (seq). **a** Summarized are sequential steps to select *Fgf15* by analyzing the RNA-seq dataset between the WT_midbrain (Mb) and *Cdh6/8/11* triple knockout (TKO)_Mb. **b** Selection processes for *Fgf15* are outlined by the volcano plots. Each step to narrow down those plots is explained in **a**, and the selected number of plots are also specified by the same color used in **a**. In brief, the upper most volcano plots indicate all transcripts that are differentially expressed between the WT_Mb and *Cdh6/8/11* TKO_Mb. In the volcano plots, *y* and *x* axis show the negative log_10_ of the adjusted *p* value and log_2_ fold changes, respectively. The horizontal dashed black line represents the significance threshold (Benjamin–Hochberg adjusted *p* value (FDR) < 0.05) and those plots under adjusted *p* value are cut off (painted by light pink) to select 100 plots (orange in **a**). In the middle plots, those plots similarly fluctuating between the *Cdh8/11* DKO_Mb and *Cdh6/8/11* TKO_Mb are selected (dark pink in **a**). As the next step, those plots also expressed and fluctuated in the Fb and showing similar fluctuating property with the Mb are excluded to select seven plots in the lower-most panel (purple in **a**). Note that those seven molecules harbor statistical significance, but they do not fluctuate drastically among genotypes. Finally, we focus on *Fgf15* which is the only candidate gene reported to be involved in the neural plate/tube patterning (dark purple in **a**). **c** Seven candidate genes specifically fluctuated in the Mb are additionally evaluated by the box plots. Left and right panels show fragments per kilobase of exon per million reads mapped (FPKM) in the Fb and Mb, respectively. Boxes indicate individual data from WT (colored by gray), *Cdh8/11* DKO_cranial defect (CD) (colored by dark blue), *Cdh8/11* DKO_exencephaly (Ex) (colored by dark green) and *Cdh6/8/11* TKO_Ex (colored by dark magenta) mice, respectively. *FDR < 0.05, **FDR <0.01, ***FDR < 0.001. **d**, **g** Section levels of an E9.0 **e**, **f** or an E9.5 **h**–**j** embryo are depicted. **e**, **f**, **h–j** ISH for *Fgf15* mRNA is performed in WT, non-excencephalic (EX) *Cdh8/11* DKO and EX *Cdh8/11* DKO mice. The phenotypic penetrance for EX or non-EX is indicated at the both sides of **f**. Although the dorsal midline in WT or non-EX *Cdh8/11* DKO is completely negative for *Fgf15* (white arrowheads), the neural ridge in the exencephalic Mb continuously expresses *Fgf15* mRNA (black arrowheads). Scale bar: 100 μm.

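Genes that rose in TKO_Ex midbrain (n = 4) over WT (n = 6) included Tecr, Lpar2, 4 mitochondrial genes and 16 processed pseudogenes. Tecr, the enoyl-CoA reductase of very long chain fatty acid synthesis, rose by 0.92 (SE 0.094, adjusted p = 2.5e-06) on the log2 scale by limma. Lpar2, a receptor for lysophosphatidic acid, rose by 0.81 (SE 0.13, adjusted p = 0.00361). Both lie on chromosome 8, as do Cdh8 and Cdh11, and Tecr is 15.6 Mb from Cdh8. Gsta4, a glutathione transferase that clears products of lipid peroxidation, changed by −0.91 (SE 0.12, adjusted p = 3.0e-04). Prrg2, a membrane protein with a Gla domain, averaged 12.3 ± 4.24 FPKM in TKO_Ex and 3.59 ± 1.78 in WT, a log2 change of 1.68 (SE 0.30, adjusted p = 0.00817), which became 1.48 (adjusted p = 0.057) without TKO_Ex replicate 4. Of 13 protein genes of the mitochondrial genome, 4 rose: mt-Nd1 by 0.55 (SE 0.097), mt-Atp8 by 0.93 (SE 0.19), mt-Nd2 by 0.49 (SE 0.11) and mt-Nd4l by 0.59 (SE 0.13). Mitochondrial genes took 7.45 to 8.07% of the summed FPKM in TKO_Ex midbrain and 5.00 to 5.94% in WT midbrain. By annotation, the genes that passed were 16 protein-coding genes, 16 processed pseudogenes, 1 unprocessed pseudogene, 2 lincRNA genes and 1 gene without a biotype. All 16 processed pseudogenes rose, of 1240 tested, with Rps3a3 at 1.40 (SE 0.18, adjusted p = 2.2e-04) and Rps25-ps1 at 1.05 (SE 0.16, adjusted p = 0.00178). Pseudogenes share reads with their parent genes, so their values are uncertain. Of these 16, 7 passed without WT replicate 3, 8 without WT 4, 7 without WT 6, 6 without TKO_Ex 1, 5 without TKO_Ex 3, 8 without TKO_Ex 4 and 2 with relative depth as a term in the fit. Fold changes of the genes that passed ranged in size from 0.42 to 4.01 on the log2 scale, and 15 of them exceeded 1.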

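Tecr, Lpar2 and Rps3a3 rose in both TKO_Ex (n = 4) and DKO_Ex midbrain (n = 3), and Gsta4, the noncoding Gm26825 and ENSMUSG00000095041 fell in both. These 6 genes changed in the same direction against WT midbrain (n = 6) at an adjusted p under 0.05 from limma. Tecr averaged 292 ± 38.2 FPKM in TKO_Ex and 294 ± 13.0 in DKO_Ex against 154 ± 18.8 (SD) in WT. Lpar2 averaged 4.83 ± 0.615 and 5.79 ± 1.23 against 2.52 ± 0.187. The log2 fold changes in DKO_Ex were 0.94 (SE 0.10, adjusted p = 1.2e-05) for Tecr and 1.04 (SE 0.15, adjusted p = 4.9e-04) for Lpar2. Rps3a3, a processed pseudogene of a ribosomal protein gene, averaged 576 ± 68.5 and 514 ± 114 against 218 ± 30.7, and rose by 1.22 (SE 0.20, adjusted p = 0.00633) in DKO_Ex, or 1.06 (adjusted p = 0.122) without DKO_Ex replicate 2. For Tecr, Lpar2 and Rps3a3 every mutant midbrain lay above every WT midbrain (two-sided exact permutation test, p = 0.00476 for TKO_Ex and 0.0119 for DKO_Ex, the smallest possible). Gsta4 averaged 39.0 ± 9.60 and 42.7 ± 3.70 against 72.8 ± 9.08, and in DKO_Ex its log2 change of −0.76 (SE 0.14, adjusted p = 0.0163) lost its call without DKO_Ex replicate 1, 2 or 3 (adjusted p = 0.061, 0.221 and 0.058). Gm26825 was listed at 0 in all 3 DKO_Ex midbrains and ranged from 7.92 to 19.3 in WT. In TKO_Ex it was at 0.238 to 0.464 in 3 midbrains and at 8.36 in replicate 3, with a log2 change of −3.18 (SE 0.61, adjusted p = 0.0135) that lost its call without TKO_Ex replicate 1, 2 or 4 (adjusted p = 0.094, 0.072 and 0.078). ENSMUSG00000095041, a gene ID without a symbol, biotype or position in the annotation used, averaged 5.86 ± 4.01 and 3.85 ± 1.87 against 18.3 ± 5.67. Its call in TKO_Ex was lost without WT replicate 2, 3, 4, 5 or 6 (adjusted p = 0.058, 0.071, 0.085, 0.109 and 0.096) or TKO_Ex replicate 1, 2 or 4 (0.164, 0.149 and 0.146), and that in DKO_Ex without WT 5 (0.051) or DKO_Ex 1 or 3 (0.222 and 0.082). Both comparisons share the WT libraries. Simulated groups without a difference shared 0 genes at the median and 1 at most over 100 simulations, and independent lists would share 0.0084 genes higher and 0.0017 lower. With different WT midbrains for the 2 comparisons, 1 to 4 genes were shared over 20 splits. Across genes, which are not independent replicates, the fold changes of the 2 comparisons correlated at r = 0.376, against 0.365 in the simulated groups. Their covariance was 0.0669, against 0.0632 at most in the simulated groups. At an unadjusted p under 0.05 from limma, 220 genes had the same sign in both, against a median of 95 and at most 125 in the simulated groups.

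**Figure D2:**
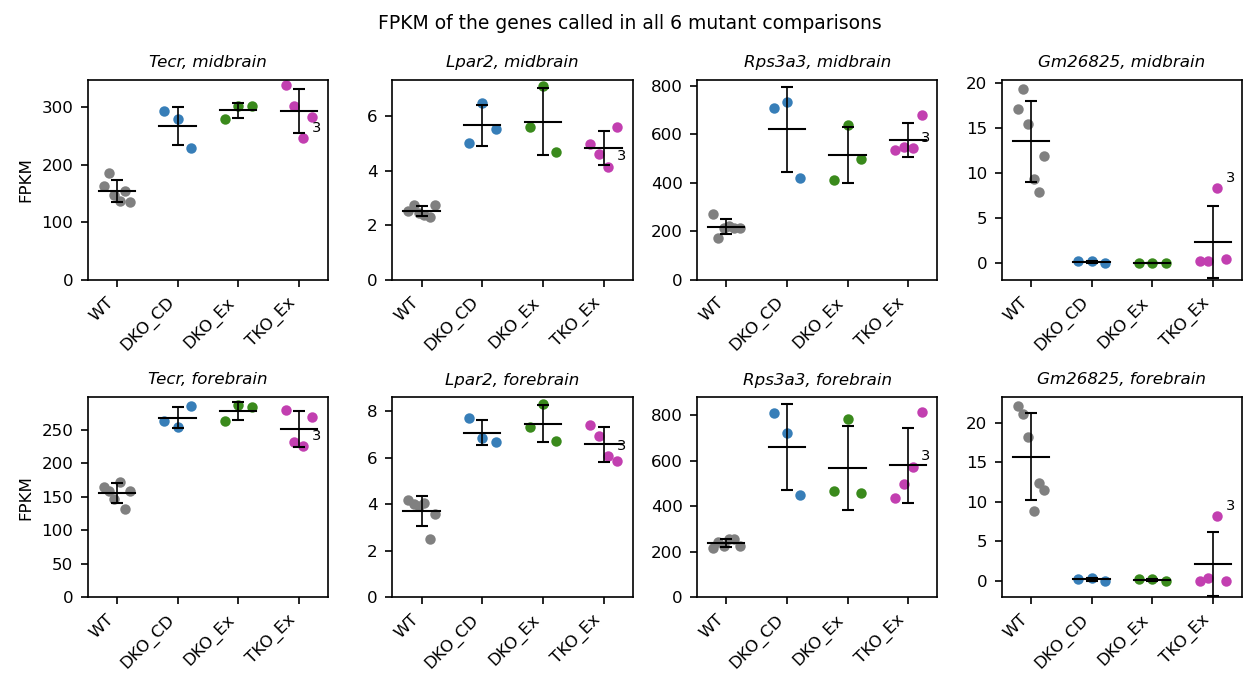
FPKM of Tecr, Lpar2, Rps3a3 and Gm26825 in each midbrain library (top) and forebrain library (bottom) of WT (n = 6), DKO_CD (n = 3), DKO_Ex (n = 3) and TKO_Ex (n = 4), with bars at the mean ± SD and TKO_Ex replicate 3 marked 3. Every mutant library lies above every WT library of its tissue for Tecr, Lpar2 and Rps3a3, and the 10 mutant midbrains lie between 0 and 8.36 for Gm26825.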

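All 6 genes that changed alike in TKO_Ex and DKO_Ex midbrain also passed in the forebrain of at least 1 of these groups, so 0 genes were left as changed in the midbrain only. In TKO_Ex forebrain (n = 4) against WT forebrain (n = 6), the log2 fold change was 0.69 (SE 0.094, adjusted p = 9.6e-04) for Tecr, 0.76 (SE 0.13, adjusted p = 0.0111) for Lpar2 and 1.25 (SE 0.18, adjusted p = 0.00184) for Rps3a3 by limma. In DKO_Ex forebrain (n = 3), Tecr changed by 0.84 (SE 0.10, adjusted p = 1.3e-04) and Lpar2 by 0.93 (SE 0.15, adjusted p = 0.00213). Gsta4 fell in TKO_Ex forebrain, with a log2 change of −0.65 (SE 0.12, adjusted p = 0.0228), as did ENSMUSG00000095041 at −2.0 (SE 0.36, adjusted p = 0.0134). Calls in TKO_Ex forebrain that depended on 1 library were those of Lpar2 (adjusted p = 0.056 without TKO_Ex replicate 1 and 0.059 without 2), Gsta4 (0.060 without WT 2, 0.088 and 0.089 without TKO_Ex 2 and 4) and ENSMUSG00000095041 (0.077 and 0.063 without TKO_Ex 2 and 4), and in DKO_Ex forebrain that of Lpar2 (0.061 without DKO_Ex 2). The number left was 1 without WT forebrain replicate 1 or 2 or WT midbrain replicate 4, 3 without TKO_Ex forebrain replicate 2 and 2 without TKO_Ex forebrain replicate 4. With the 12 double knockout files assigned by their sample titles, 7 genes were shared and 1, Rps25-ps1, was not called in the forebrain. Passing in 1 tissue and not in the other is no test of a difference, so the midbrain and forebrain effects were also compared directly. No gene differed between the tissues in its response at an adjusted p under 0.05 from limma, with 1072 genes at an unadjusted p under 0.05 for TKO_Ex and 589 for DKO_Ex among 15753 tested. For TKO_Ex this count became 1 without WT forebrain replicate 4 or WT midbrain replicate 1 and 2 without WT midbrain replicate 4, and for DKO_Ex 1 without DKO_Ex forebrain replicate 3. In simulated data with 200 genes changed in the midbrain alone, the direct comparison made 83.6 calls per run for TKO_Ex, so it misses many such genes.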

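Of the 7 candidates, the pseudogene Rps25-ps1 passed the test over all genes in TKO_Ex midbrain (n = 4), and the other 6 did not. Gcdh, the mitochondrial glutaryl-CoA dehydrogenase of lysine breakdown, had a log2 fold change from WT (n = 6) of 1.07 (SE 0.28, adjusted p = 0.149) in TKO_Ex and 1.18 (SE 0.31, adjusted p = 0.225) in DKO_Ex (n = 3). TKO_Ex replicate 2 held 29.2 FPKM and the other 3 held 6.99 to 12.7, and without it the change in TKO_Ex was 0.67 (adjusted p = 0.471). Ccn2, a matricellular protein gene that the paper calls Ctgf, changed by −0.77 (SE 0.22, adjusted p = 0.177) and −0.76 (SE 0.24, adjusted p = 0.55), and passed in TKO_Ex without WT replicate 1 (−0.91, adjusted p = 0.042). Nsg2, a gene of neuronal endosomes, changed by −0.75 (SE 0.23, adjusted p = 0.235) and −0.93 (SE 0.25, adjusted p = 0.252). The noncoding 2410018L13Rik changed by 0.82 (SE 0.51) in TKO_Ex, and Cherp, an endoplasmic reticulum and splicing protein, by 0.27 (SE 0.15). Over all genes tested by limma, 1 of the 7 passed in TKO_Ex, 0 in DKO_Ex and 1, Rps25-ps1, in DKO_CD, with 5 of the 7 at an unadjusted p under 0.05 in DKO_Ex. Adjusted over the list alone, 5 passed in TKO_Ex, 5 in DKO_Ex and 3 in DKO_CD midbrain, and 1, 2 and 2 in the forebrains of these groups. The paper chose the 7 on these samples, so the count adjusted over the list alone is not independent evidence. The DKO_CD call of Rps25-ps1, at 0.94 (SE 0.18, adjusted p = 0.0194), was lost without WT replicate 2 or 3 (0.0505 and 0.065) or DKO_CD replicate 1, 2 or 3 (0.102, 0.138 and 0.073). None of the 7 passed the test of a difference between the midbrain and forebrain responses by limma, over all genes or adjusted over the list alone, and 1, Nsg2 in DKO_Ex, had an unadjusted p under 0.05, with a difference of −1.0 (SE 0.35).

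**Figure D3:**
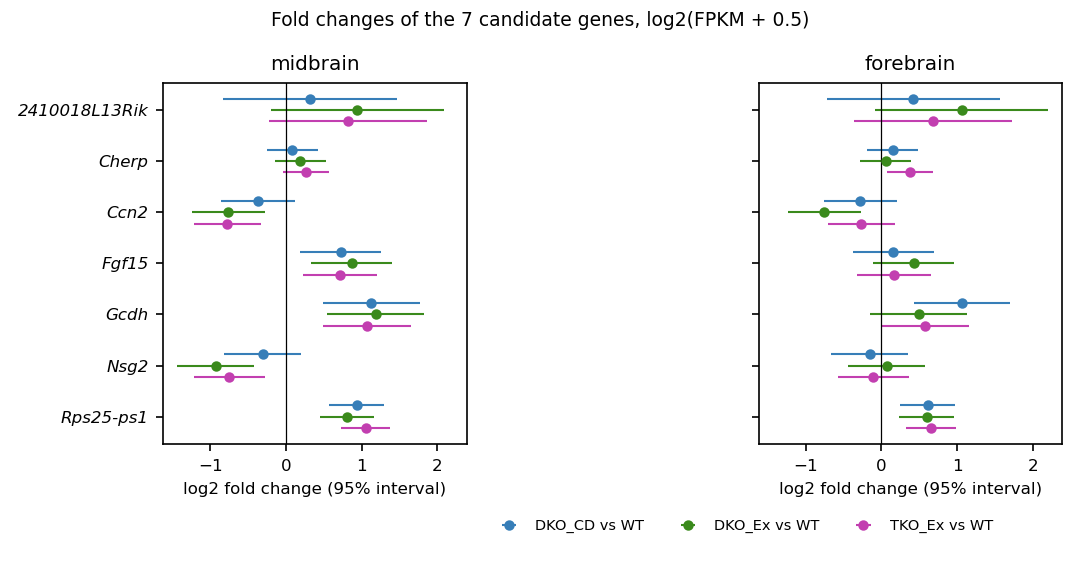
Log2 fold change from WT of the 7 candidate genes in midbrain and forebrain of TKO_Ex (n = 4), DKO_Ex (n = 3) and DKO_CD (n = 3), with bars for the 95% interval from limma. Gcdh, Rps25-ps1, 2410018L13Rik and Fgf15 lie above 0 in all 3 groups in the midbrain, and Nsg2 and Ccn2 lie below 0.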

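Gcdh, Rps25-ps1, 2410018L13Rik, Cherp and Fgf15 had higher mean FPKM in all 3 mutant groups than in WT in both tissues, whereas mean Ccn2 was lower in both tissues and mean Nsg2 in the midbrain. Values are means ± SD for 6 WT, 3 DKO_CD, 3 DKO_Ex and 4 TKO_Ex libraries per tissue. Gcdh, on chromosome 8 of GRCm38 from 84886393 to 84893921, held 5.85 ± 1.58 in WT, 13.1 ± 1.90 in DKO_CD, 13.9 ± 3.43 in DKO_Ex and 14.5 ± 10.0 in TKO_Ex midbrain, and 8.81 ± 3.83, 18.4 ± 5.28, 11.9 ± 0.985 and 12.9 ± 3.12 in the forebrains in the same order. Rps25-ps1, on chromosome 6 from 145266400 to 145266777, held 429 ± 76.6 in WT, 810 ± 31.6 in DKO_CD, 743 ± 36.3 in DKO_Ex and 885 ± 119 in TKO_Ex midbrain, and 552 ± 165, 813 ± 26.6, 808 ± 83.1 and 845 ± 125 in the forebrains. Nsg2, on chromosome 11 from 32000463 to 32059202, held 19.7 ± 3.51 in WT, 16.5 ± 6.40 in DKO_CD, 10.0 ± 1.67 in DKO_Ex and 11.8 ± 3.87 in TKO_Ex midbrain, and 5.17 ± 1.24, 4.57 ± 1.03, 5.36 ± 0.613 and 4.87 ± 1.66 in the forebrains. Ccn2, on chromosome 10 from 24595442 to 24598683, held 17.4 ± 4.68 in WT, 14.1 ± 7.37 in DKO_CD, 9.73 ± 0.309 in DKO_Ex and 9.89 ± 2.48 in TKO_Ex midbrain, and 12.3 ± 2.47, 9.86 ± 0.191, 6.97 ± 0.687 and 10.00 ± 0.908 in the forebrains. Cherp, on chromosome 8 from 72460489 to 72475226, held 61.2 ± 8.09 in WT, 64.8 ± 7.62 in DKO_CD, 69.6 ± 5.18 in DKO_Ex and 73.4 ± 4.21 in TKO_Ex midbrain, and 63.6 ± 18.4, 68.8 ± 10.6, 64.2 ± 5.49 and 80.6 ± 11.8 in the forebrains. The lincRNA gene 2410018L13Rik, on chromosome 12 from 22953997 to 23010284, held 1.36 ± 0.383 in WT, 2.90 ± 2.51 in DKO_CD, 3.31 ± 1.67 in DKO_Ex and 2.81 ± 0.809 in TKO_Ex midbrain, and 1.50 ± 1.12, 2.30 ± 1.67, 3.27 ± 1.05 and 2.61 ± 1.63 in the forebrains. Fgf15 held 19.6 ± 8.99, 22.6 ± 5.37 and 19.0 ± 5.51 in the forebrains of DKO_CD, DKO_Ex and TKO_Ex. Gcdh and Cherp share chromosome 8 with Cdh8 and Cdh11. This chromosome holds 5 of the 35 genes with a known position that passed in TKO_Ex midbrain, and 4.83% of those tested, targeted genes left out.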

We additionally mapped several gene expression patterns using ISH in the *Cdh8/11* DKO Mb and realized that dorsal cells expressing *Wnt1*, *Wnt3a*, and *Cdh6* tend to spread ventrally in the mutant neural tube (Fig. 8a–k). The neuroepithelial cells with the dorsal identities seemed to shift to the ventral domain asymmetrically in the *Cdh8/11* DKO Mb: the shift pattern was totally different between the right and left side of the neural plate (Fig. 8c–j). This indicates that the ventral shift does not occur by the coordinated neural tube patterning mechanisms but does procced in a stochastic manner. We thus concluded that those neuroepithelial cells express both *Cdh8* and *Cdh11* lost their original adhesive code at the dorsal Mb, increasing the fluidity along the D-V axis (Figs. 2x, 8c–j). This fluid trend was also detected with Pax7 expressing cells in the *Cdh8/11* DKO Mb (Supplementary Fig. 13). Importantly, the ventral most *Shh* expression domain showed little change at the initial neurulation stages in the *Cdh8/11* DKO Mb (Fig. 8i, j), indicating that enhancement of neuroepithelial cell fluidity is confined within the *Cdh8/11* double-positive dorsal domain, which is very consistent with the dorsal-dominant occurrence of excess cell proliferation (Fig. 5j–r). However, within 24 h, the ventral domain with *Shh* expression became narrower in the *Cdh8/11* DKO Mb (Supplementary Fig. 14a–c, j). We thus concluded that the redundant *Cdh8/11* expression profile in the developing midbrain is primarily required to maintain the neuroepithelial cell constriction, proliferation and fluidity at a proper level. Without *Cdh8/11* expression, the neural tube bending dynamics could be affected to prevent the neural ridge fusion, thus resulting in continuous activation of proliferative pathways such as *Fgf15* signaling. This may make the situation worse to secondarily develop the EX phenotypes in the mutant.

**Fig. 8:**
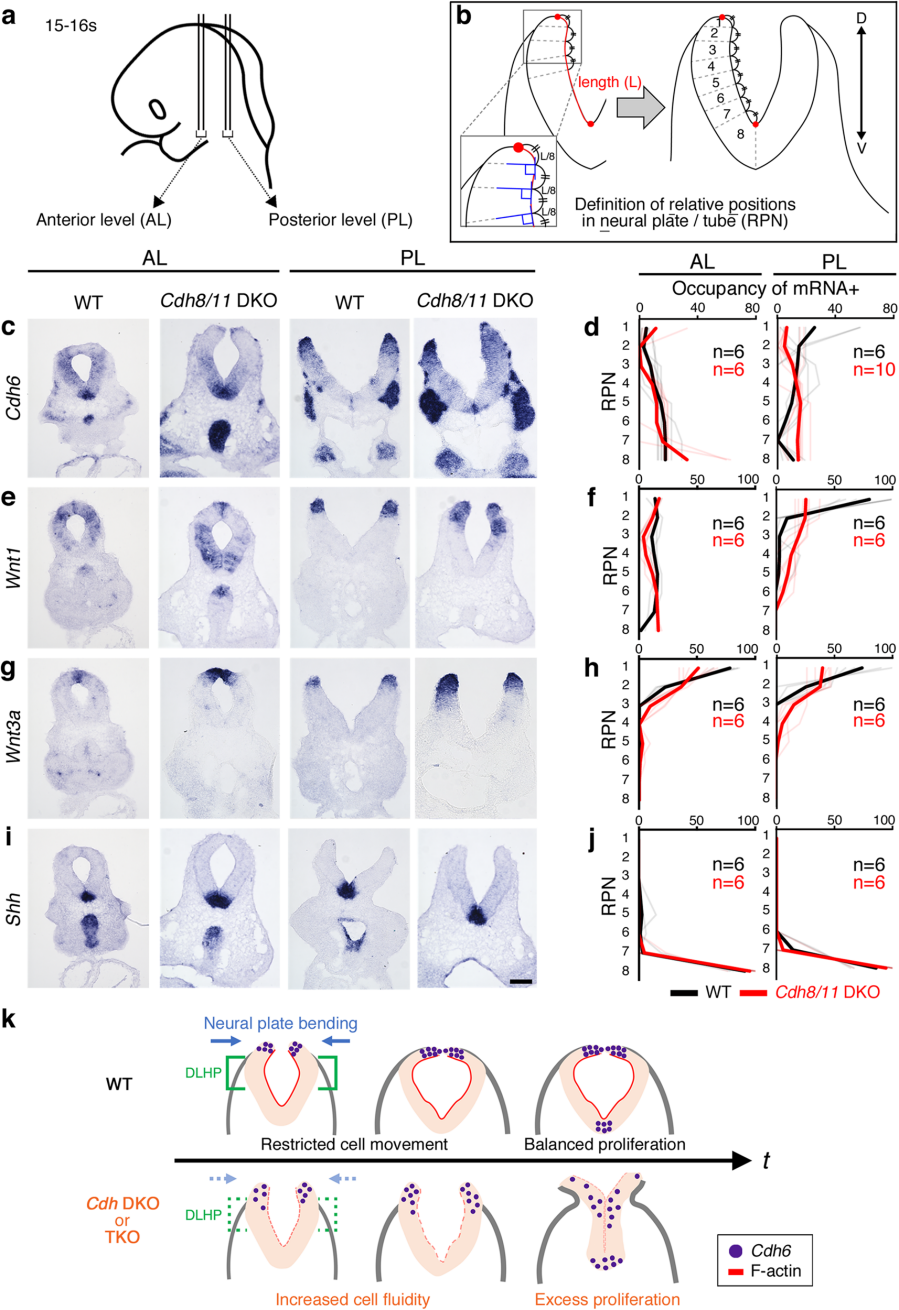
Dorsal neuroepithelial cells spread ventrally in the *Cdh8/11* DKO Mb. **a** E9.0 embryos are sectioned at anterior and posterior levels (AL and PL) in **c**, **e**, **g** and **i**. **b** Definition of relative positions in the neural plate/tube (RPN) is outlined. The length of the ventricular surface from the tip of the neural fold to the ventral hinge point (=L) is equally divided into eight portions (=L/8). By setting tangential lines at the divided points and drawing vertical lines to the tangents towards the mantle zone, the neural fold is partitioned into eight areas (1~8). **c**, **e**, **g**, and **i**, ISH for mRNA for the D-V patterning molecules is performed in WT and *Cdh8/11* DKO mice. Scale bar: 100 μm. **d**, **f**, **h**, and **j** Mean occupancy of mRNA-positive cells across the neural plate/tube, derived from images including **c**, **e**, **g**, and **i**, is graphed along the eight areas. Gray and pink lines indicate individual data in WT and *Cdh8/11* DKO, respectively. Bold black and red lines show means for WT and *Cdh8/11* DKO mice. Note that the signal distribution patterns in the *Cdh8/11* DKO mice (red line) are shifted to the ventral side compared with those in WT (black line). **k** Diagram shows patterns of cranial neural tube closure in WT or multiple *Cdh* KO embryos in the transverse view at the Mb. *t*, time in development; TKO, triple KO. Cells with dorsally expressed genes like *Cdh6* (purple) are restricted in their movement in WT. If neuroepithelial cells, normally expressing redundant *Cdh*s, lose their original adhesive code, the cellular fluidity increases (*Cdh* DKO or TKO). Cells with less capacity for actin meshwork contractility could drift ventrally as clusters from the original position and disrupt the critical population of cells like those at the dorsolateral hinge point (DLHP) to prevent bending of the neural plate. Increased proliferation of those cells might enhance the probability for the DLHP disruptions, finally resulting in exencephaly.

## Discussion

In the present study, we successfully generate combinatorial type II Cdh mutant mice by taking advantage of CRSIPR/Cas9-based genome editing methodology. Consequently, we reveal that, if two or more type II Cdh genes are mutated, fluidity of neuroepithelial cells is apparently enhanced both along the A-P and D-V axes only within those territories covered with these two or more Cdh expression. This virtually leads to random cell intermingling at the forebrain/midbrain compartment boundary as well as Cdh expression-overlapped area dependent defects in neural tube closure called exencephaly in the double mutants. To our knowledge, this is the first study to systematically evaluate the redundant and/or dose-dependent traits of Cdh function to maintain the robustness of cytoarchitecture during early vertebrate embryogenesis.

In the context of compartmentalization, roles of mutually exclusive Cdh expression patterns at the boundary have been suggested for a long time, but no experimental treatments can disrupt the rigid boundary cell integrity in vivo^2,31^. Our present data now underscore the significance of Cdh expression profiles in specifying the neuroepithelial cell affinity and fluidity along the A-P axis. As *Cdh6* and *Cdh8* genes locate at different gene clusters to share distinct cell adhesiveness (Fig. 1b), selective cell sorting machinery under the control of opposed enhancer activities (Fig. 3v) would play significant role to maintain the compartment boundary. Noticeably, cell intermingling at the Fb/Mb compartment boundary in *Cdh6/8* DKO was more remarkable in the dorsal portion within the Pax6 expressing territory (Fig. 4e and Supplementary Figs. 9–11). This is in line with the results that opposed *Cdh6/8* enhancer activities only occurs at the dorsal portion of the compartment boundary (Fig. 3v). As we have previously determined by fate mapping of the mouse prosencephalic neural plate, Fb/Mb compartment boundary is established at around the 5-somite stage^46^. This stage just fits to the timing of enhancer activation for *Cdh6* as well as *Cdh8* genes (Fig. 3c, m, n), facilitating deeper understanding of the *Cdh6/8* DKO phenotype in the Fb/Mb compartmentalization.

Incidentally, redundant traits of Cdh expression in brain compartmentalization have also been highlighted in our present study: we could detect few cell cluster formation at around the Fb/Mb compartment boundary in *Cdh6* KO, *Cdh8* KO, *Cdh6* KO; *Cdh8*^+/−^, *Cdh6*^*+*/−^; *Cdh8* KO, *Cdh8/11* DKO or *Cdh6*^*+*/−^; *Cdh8/11* DKO embryos (Fig. 4 and Supplementary Figs. 9–11). These phenotypes can be partly explained by the observation that a type I Cdh Cdh2 (=N-cadherin) protein expression is maintained throughout the Fb and Mb upon any type II Cdh gene deletions (Supplementary Fig. 8). For instance, without Cdh8, redundant Cdh2 expressing Mb cells can still be sorted out from Cdh2 + Cdh6 expressing Fb cells (Fig. 4g). The data from in vitro measuring of the binding force (Fig. 1b) also support that Cdh2 by itself can confer enough selective adhesiveness to the Mb cells in *Cdh8* KO mice and vice versa in *Cdh6* KO mice. In this context, notable is the tendency that loss of Cdh6 with the strongest binding force appears to give a non-significant yet sporadically recognizable impact on the Fb/Mb compartmentalization (Fig. 4f). As was the case with rhombomere segmentation^48–50^, some other molecules such as Eph/ephrins signaling might help minimize the Cdh single KO phenotypes along this compartment boundary.

Given the differential expression of multiple Cdhs at other neuromere boundaries^31,51^, selective cell adhesion-mediated machinery could ensure the robustness of these compartment boundaries in the same way. Identification of integrative upstream transcription factors and/or signaling molecules elaborating the opposing Cdh expression at the boundary, possibly by utilizing our BAC-Tg mice (Fig. 3a, c, c′, n, n′, r–v), might be one of the critical points to elucidate compartmentalization machinery during development and/or evolution.

In the process of neural tube closure, involvement of molecular cascades including the planer cell polarity (PCP) pathway has been implicated because most mice with pathway molecule knockouts show the EX phenotype^3^. As for the cellular machinery, D-V biased contraction of F-actin meshwork patterned by the PCP pathway in the neuroepithelial sheet explains the bending kinetics of the neural plate^3,14^. Coordinated neural tube bending at the DLHP is also suggested to be under the control of PCP pathway^21^. Our present results raise the new possibility that controlled cell positioning and division established by redundant expression of Cdhs determines D-V arrangement of the neural plate/tube: Multiple type II Cdh gene deletions would weaken AJ stability and biased actin contractility, ameliorating cellular fluidity and proliferation rate in the neuroepithelial sheet to prevent neural plate/tube bending and closure (Figs. 6f, 8k). Mechanistically, cells with less amount of type II Cdhs would have less capacity for actin meshwork contractility (Fig. 6b–f), could drift ventrally as clusters from the original position, and might disrupt the critical population of cells like those at the DLHP to prevent neural plate bending (Fig. 8k). Increased proliferation among those cells would enhance the probability of disrupting the DLHP, finally attributing to the EX phenotype (Figs. 5j–r, 6f, 8k). Progressive *Cdh8* enhancer activities during neural tube closure (Fig. 3m–q) might also help define the closure point to process the zippering along the cranial dorsal midline, which could be correlated with the *Fgf15* signaling (Fig. 7d–i).

Interestingly, we found *Fgf15* downregulation at the dorsal midline of the non-EX *Cdh8/11* DKO Mb (Fig. 7i), suggesting a two-step model to progress exencephaly in our mutant. Before the Mb neural tube closure, the first step proceeds at the confined *Cdh8/11* double-positive territory, where the loss of these two Cdhs enhances neuroepithelial cell fluidity to disrupt coordinated bending of the neural tube and/or to occasionally increase mitotic index. After the failure of neural tube closure, the subsequent step occurs at the neural ridge, where excess cell proliferation is caused by sustained *Fgf15* signaling. *Shh-*expressing domain was only narrowed at the later developmental stages in the EX *Cdh8/11* DKO Mb (Supplementary Fig. 14a–c, j), well supporting the two-step model where ventrally mislocalized *Wnts* and/or enhanced *Fgf15*-expressing cells in the open neural tube later affect the *Shh*-expressing ventral most domain in the mutant Mb (Supplementary Fig. 14d–i)

Noticeable is the finding that patterns of exencephaly are generated in a manner almost parallel with merged expression profiles of type II Cdhs at the dorsal aspect of the cranial neural tube (Fig. 5a and Supplementary Fig. 2), which is totally different from EX phenotypes previously reported under PCP gene knockout analyses^3,52,53^. This may imply that expression patterns of Cdhs primarily determine rigid positional cues for the neural tube closure to completely read the PCP signaling inputs.

Overall, our study highlights that nested expression profiles of type II Cdhs are virtually required in common for compartmentalization and neurulation, both of which at a glance stand as entirely different morphogenetic events, yet only proceed under the rigorous control of the number, arrangement, constriction, and fluidity of neuroepithelial cells along the A-P and D-V axes. Incidentally, at the later neurodevelopmental stages, Cdhs can localize at the interneuronal synaptic peri-active zone called the puncta adherentia^54,55^, and combinatorial yet redundant expression of type II Cdhs along the neuronal circuitry have been also shown to play indispensable roles in the distinct connectivity for the retina^45,56^ and hippocampus^57^. As physiological redundancy of Cdhs could greatly contribute to validating the robustness of naturally selected cytoarchitecture during development and/or evolution, the value of the clustered organization for Cdh genes and their functional relevance determined here or by others^21,51^ must thoroughly be dissected across species. For example, an immediate research target would be evaluating how the in-line configuration of type II Cdh genes contributes to the overlapped (or mutually exclusive) mRNA expression by shared (or competitive) enhancers in the cluster. As those events that break all active Cdh genes in the cluster must rarely be happening during development and/or evolution, it might simultaneously be important to determine to what extent the clustered arrangement of type II Cdh genes safeguard the cytoarchitectonic robustness in respective animal species with distinct tissue/organ complexity. This will eventually clarify the principle of phylogenetic diversity and/or pathogenetic risks (i.e., metastatic cancers, neuropsychiatric diseases and so on) in stably elaborating and/or maintaining a variety of multicellular organizations under the regulation of cell–cell integrity and communication.

## Methods

### Animal experiments

All experimental procedures were approved by the National Institute of Neuroscience Institutional Animal Care and Use Committee and were performed in accordance with the guidelines. B6C3F1, C3H, and ICR mouse strains were obtained from Japan SLC. The day on which the vaginal plug was detected was designated as the embryonic day (E) 0.5 and the precise developmental stage of embryos was decided according to Theiler^58^.

### ISH for mRNA

Antisense RNA probes labeled with digoxigenin (Dig)-11-UTP (Roche) were prepared from pBSII11.0B (*Cdh6*), pCRII-8 (*Cdh8*), pSP73-11 (*Cdh11*), pGEMT (*Fgf15*), pBSII (*Wnt1*), and pBSII-SK (*Wnt3a* and *Shh*), all of which contain each cDNA fragment. For the antisense probe, *Eco*RI (*Cdh6* and *Cdh11*), *Spe*I (*Cdh8*), *Not*I (*Fgf15*), and *Hind*III (*Wnt1*, *Wnt3a*, and *Shh*) linearized vectors were transcribed with T3 (*Cdh6*, *Wnt1*, *Wnt3a*, and *Shh*) or T7 (*Cdh8*, *Cdh11* and *Fgf15*) RNA polymerase (T3: Roche, T7: Invitrogen) in vitro. All probes prepared were purified by Quick Spin Columns Sephadex G-50 (Roche), and stored in 50% formamide solutions at −80˚C. Cryosections with 14-μm thickness were prepared from mouse embryos fixed overnight with 4% paraformaldehyde in phosphate-buffered saline (pH 7.4; 4% paraformaldehyde/phosphate-buffered saline; PFA/PBS) at 4 ˚C and collected on glass slides (CRE-01, Matsunami). Pretreatment, hybridization and probe detection processes were performed under the ordinary protocol^59^. Photographs were taken under a microscope-imaging system (KEYENCE, #BZ-X700).

### Generation of *Cdh6/8/11* knockout mouse alleles

Six single guide (sg) RNAs (6A, 6B, 8A, 8B, 11A, and 11B) shown in Fig. 3a, Supplementary Fig. 2a and Supplementary Table 1 were designed within the ATG containing exons of *Cdh6*, *Cdh8*, and *Cdh11*, respectively, to delete 70–109 bp genomic fragment for the frameshift mutations. This eventually made the genotyping processes easier by means of simple PCR without sequencing (Supplementary Fig. 3). The human codon-optimized SpCas9 and sgRNA expressing plasmid, pX330^60^, was obtained from Addgene (Plasmid #42230) and the annealed oligos (20 bp) was ligated into the *Bbs*I site for the sgRNA expressions. Six pX330-sgRNA plasmid DNA were purified by using HiPure Plasmid Midiprep kit (invitrogen) and directly injected into pronuclei of B6C3F1 fertilized eggs at the same time with the concentrations of 2 ng/μl each (12 ng/μl in total)^61^. In total, 18 pups developed from 235 injected eggs were screened by PCR with three pairs of primers shown in Fig. 3a and Supplementary Table 2. Among them, one carried all the expected deletions for *Cdh6*, *Cdh8*, and *Cdh11* validated by sequencing analyses (Supplementary Fig. 3). By crossing a wild-type (WT) mouse (B6C3F1) with the founder, all the knockout alleles were transmitted to a F1 progeny. The top 10 off-target candidate loci for the six sgRNAs were predicted by CRISPR DESIGN (crispr.mit.edu) and amplified by PCR with primers listed in Supplementary Table 2 and the genomic DNA extracted from the F1 progeny. Those PCR products were then analyzed by sequencing to confirm that only expected deletions occur in the genome. All the knockout alleles used in this study were derived from this on and off-target sequence-verified *Cdh6/8/11* triple hetero mouse. To examine the effect of mouse strain background on the EX phenotype, ICR and C3H mice (Japan SLC) were additionally crossed to the triple hetero knockout mouse. The EX rate was analyzed after the fifth generation of crossing.

### Generation of the *Cdh6*-5' *and Cdh8*-5′ BAC-Tg mice

The *Cdh6*-5′ BAC (RP24-88H4) and *Cdh8*-5′ BAC (RP24-284F19) shown in Fig. 3a were purchased from BAC PAC Resources (CHORI) and modified by random insertion of a *Tn*1000 transposon containing β-globin minimal promoter and β-galactosidase (*LacZ*) gene cassette in bacterial cells^62^. The transposon insertion sites in each BAC clone were determined by sequencing and modified BAC-Tg lines were generated as described previously^44^. Multiple independent Tg lines were generated for each BAC clone, and the *LacZ* expression patterns were confirmed among them.

### Generation of *Cdh11-EGFP* knock-in allele by CRISPR/Cas9-mediated genome editing

*Cdh11*-crRNA (5′-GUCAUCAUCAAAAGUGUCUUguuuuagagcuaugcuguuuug-3′) and tracrRNA (5′- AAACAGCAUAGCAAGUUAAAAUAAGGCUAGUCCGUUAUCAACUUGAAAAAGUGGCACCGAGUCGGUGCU-3′) were chemically synthesized by FASMAC (Kanagawa, Japan). Recombinant Cas9 protein (EnGen Cas9 NLS) were purchased from NEB. The long single-strand DNA (long ssDNA) donor containing EGFP sequence flanked by 345 nucleotides (nt) left homology arm and 410 nt right homology arm was synthesized by using Guide-it Long ssDNA Strandase Kit (Takara Bio). The guide RNAs, Cas9 proteins, and the donor ssDNA were microinjected into B6C3F1 mouse zygotes. An obtained knock-in founder was confirmed to carry the correct EGFP-fused allele by PCR and sequencing analyses, and the subsequent generations were used in this study.

### Western blotting analyses

Total proteins were extracted from the WT or *Cdh6/8/11* single mutant mouse cerebral cortex at the postnatal day seven and separated by 10% polyacrylamide gel electrophoresis. Proteins were transferred to PVDF membrane (Millipore IPVH00010) with AE-6687 HorizeBLOT system (ATTO). Primary antibodies and dilutions used were rabbit anti-Cdh6 (ab133632, abcam); 1:200, mouse anti-Cdh8 (CAD8-1, DSHB); 1:1000, goat anti-OB-cadherin (Cdh11) (sc-6463, SANTA CRUZ); 1:200, and mouse anti-β-actin (ab6276, abcam); 1:2000. Secondary antibodies utilized were anti-rabbit IgG, horseradish peroxidase (HRP)-linked (GE Healthcare NA9340V) diluted 1:5000, HRP-linked anti-mouse IgG (Jackson Immuno Research) diluted 1:5000, and Donkey anti-goat IgG-HRP (SANTA CRUZ) diluted 1:5000. Signal bands were detected by using ECL Prime Western Blotting Detection Regent (GE Healthcare RPN2232) and images were captured on LAS-4000 Luminescent Image Analyzer (Fujifilm).

### Detection of *LacZ* activities

Embryos were harvested from BAC-Tg mouse lines described above. Detection of *LacZ* activities was performed in whole-mount samples as reported^44^. In brief, embryos were fixed on ice with PBS (pH 7.4) containing 1% PFA, 0.1% glutaraldehyde, 2 mM MgCl_2_, 5 mM EGTA, and 0.02% Igepal CA-630 (Sigma) for 20 min. After several washings by PBS containing 0.02% Igepal CA-630, samples were put in the staining solution containing 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_·3H_2_O, 2 mM MgCl_2_, 0.01% sodium deoxycholate, 0.02% Igepal CA-630 and 0.1% X-gal (Wako, Japan) at 37 ˚C for 2 h. Subsequently, samples were thoroughly washed in PBS containing 0.02% Igepal CA-630, post-fixed with PBS containing 5 mM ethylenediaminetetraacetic acid (EDTA), 1% paraformaldehyde, 0.1% glutaraldehyde and 0.02% Igepal CA-630 at 4 ˚C and stored in PBS containing 1 mM EDTA at 4 ˚C. Whole-mount images were taken under the binocular microscope (MZ FLIII, Leica) equipped with a CCD camera (ProgRes C3, Jenoptik). For sectioning, embryos equilibrated by 30% sucrose were embedded in TissueTek compound and 14-μm cryosections were collected on glass slides (CRE-01, Matsunami). After counter-staining with Neutral Red (Wako, Japan), slides were serially immersed into 25%, 50%, 75%, and 100% ethanol, dipped twice into 100% xylene, air-dried and finally mounted by HSR solution (Kokusai-Shiyaku, Japan). Images were captured under a microscope-imaging system (KEYENCE, #BZ-X700).

### F-actin staining

#### Cryosections

Embryos were fixed with 4% PFA/PBS at 4˚C for 2 h and washed with PBS containing 0.05% Triton-X-100 (0.05% PBST). For sectioning, they were immersed in a graded series of sucrose solutions and embedded in TissueTek OCT compound (Sakura Finetek). Cryosections with 14 µm thickness were prepared and transferred to glass slides (CRE-01, Matsunami). After the sections were treated with PBS to remove the OCT compound, they were treated with 1% normal donkey serum (NDS) in 0.05% Triton/PBS (blocking buffer) at room temperature for 1 h and incubated with 0.05% Triton/PBS containing 1 drop/ml ActinRed 555 ReadyProbes (Life technologies) at room temperature for 30 min. Specimens were subsequently rinsed with 0.05% Triton/PBS and 4′,6-diamidino-2-phenylindole (DAPI) (1:10,000; Invitrogen) staining was performed to visualize nuclei. After mounting with PermaFluor Aqueous Mounting Medium (Thermo), fluorescent images were acquired under BZ-X700 (KEYENCE).

#### En face preparation

Embryos were fixed overnight with 4% PFA/PBS at 4 ˚C. Next day, cranial regions were sagittally cut into halves along the midline and re-fixed overnight with 4% PFA/PBS at 4 ˚C. After fixed samples were washed three times by 0.05% Triton/PBS, they were incubated with PBS containing 1 drop/ml ActinRed 555 ReadyProbes (Life technologies) at room temperature for 30 min. After removing the staining solution, samples were washed with 0.05% Triton/PBS three times. Glass slides were processed to place a mounting area for the cranial samples by covering both ends of a slide with a piece of 2–3 cm long scotch tape. Processed slides were then mounted with PermaFluor Aqueous Mounting Medium (Thermo) to acquire the fluorescent images under BZ-X700 (KEYENCE).

### Evaluation of Cdh8::LacZ and Cdh11-EGFP co-expressions by immunohistochemistry

Anti-Pax6 (rabbit; Medical & Biological Laboratories #PD022), Pax7 (mouse; DSHB, PAX7-s), FoxA2 (mouse; DSHB, 4C7), β-galactosidase (β-gal: chicken; abcam, ab9361) and GFP (rabbit; MBL, 598) were used as the primary antibody at dilution of 1:1000 (Pax6), 1:10 (Pax7), 1:20 (FoxA2), 1:1000 (β-gal) and 1:1000 (GFP), respectively. For the secondary antibody, Alexa Fluor 488 donkey anti-chicken IgG (Jackson Immuno Research, 703-545-155), 647 donkey anti-mouse IgG (abcam, ab150111) and 647 donkey anti-rabbit IgG (abcam, ab150075) were utilized at dilution of 1:600. Immunostaining was performed according to the standard methods. DAPI (1:10000; Invitrogen) staining was performed to visualize nuclei. Fluorescent images were acquired under BZ-X700 (KEYENCE).

### Evaluation of proliferative rates by immunohistochemistry

Anti-phosphorylated histone H3 (p-H3) (rat; sigma, #9908, rabbit; cell signaling, 9701S) and Pax7 (mouse; DSHB, PAX7-s) were used as the primary antibody at dilution of 1:400 (p-H3) and 1:10 (Pax7). For the secondary antibody, Alexa Fluor 488 donkey anti-rat IgG (Invitrogen, A-21208), 488 donkey anti-rabbit IgG (Invitrogen, A-32790), 647 donkey anti-mouse IgG (abcam, ab150111) were utilized at dilution of 1:600. Immunostaining was performed according to the standard methods. DAPI (1:10000; Invitrogen) staining was performed to visualize nuclei. Fluorescent images were acquired under BZ-X700 (KEYENCE). For quantification, ImageJ was used to measure the length of neural fold and divided the neural fold into two parts (Dorsal part or Ventral part) in p-H3 and DAPI-stained embryo sections. p-H3 and DAPI foci were manually counted in each part.

### Evaluation of Cdh2 protein distribution by immunohistochemistry

Immunostaining was performed according to the standard methods. In brief, embryos were dissected and fixed overnight with 4% PFA/PBS at 4 ˚C. After the fixation, embryos were heated in 10 mM sodium citrate buffer pH6.0 at 80 ˚C for 30 min by a block incubator (ASTEC: BI-525A, sample holder: TM-15). After cooling on ice, samples were incubated for the blocking with 10% NDS in 0.1% PBST at room temperature for 1 h. Anti-Pax6 (rabbit; Medical & Biological Laboratories #PD022) and Cdh2 (rat; DSHB, MNCD2) were used as the primary antibody at dilution of 1:1000 (Pax6) and 1:10 (Cdh2). For the secondary antibody, Alexa Fluor 488 donkey anti-rat IgG (Invitrogen, A-21208), 647 donkey anti-rabbit IgG (abcam, ab150075) were utilized at dilution of 1:600. DAPI (1:10000; Invitrogen) staining was performed to visualize nuclei. Fluorescent images were acquired under BZ-X700 (KEYENCE).

### Whole-mount immunostaining using DAB

Whole-mount immunostaining was performed as described^63^. In brief, embryos were dissected and fixed overnight with 4% PFA/PBS at 4 ˚C. Next day, embryos were sagittally cut into halves along the midline and fixed overnight with 4% PFA/PBS at 4˚C. After the fixation, embryos were heated in 10 mM sodium citrate buffer pH6.0 at 80 ˚C for 30 min by a block incubator (ASTEC: BI-525A, sample holder: TM-15). After cooling on ice, samples were immersed in methanol containing 5% hydrogen peroxide at room temperature for 3.5 h to bleach and/or inactivate endogenous peroxidase. The brains were rehydrated with PBS containing 0.5% Triton-X (PBST) and incubated for the blocking with 2% skim milk and 1% DMSO in PBST (PBSTMD) at room temperature for 1 h. After subsequent incubation with 1:250 diluted primary antibodies (anti-Pax6 rabbit; Medical & Biological Laboratories #PD022) for 3 days and 1:300 diluted HRP-conjugated secondary antibodies (donkey anti-rabbit IgG; GE healthcare #NA934VS) for 2 days at 4 ˚C with intervening 3 h washings, the samples were stained by the reaction with 1 mg/ml of diaminobenzidine (DAB) in PBST. The stained samples were finally photographed by a Leica MZ FLIII fluorescence stereomicroscope equipped with a CCD camera (ProgRes C3, Jenoptik).

### Whole-mount immunostaining using fluorescent probes

Embryos were dissected and fixed overnight with 4% PFA/PBS at 4 ˚C. Next day, embryos were sagittally cut into halves along the midline and fixed overnight with 4% PFA/PBS at 4 ˚C. After the fixation, embryos were heated in 10 mM sodium citrate buffer pH6.0 at 80 ˚C for 30 min by a block incubator (ASTEC: BI-525A, sample holder: TM-15). After cooling on ice, samples were washed 0.1% PBST and incubated for the blocking with 10% NDS in 0.1% PBST at 4˚C for overnight. After subsequent incubation with primary antibodies (1:250, anti-Pax6 rabbit; Medical & Biological Laboratories #PD022, 1:10, anti-Pax7 mouse; DSHB, PAX7-s) for three days and 1:300 diluted secondary antibodies (Alexa Fluor 488 donkey anti-rabbit IgG; abcam, ab150075, 647 donkey anti-mouse IgG; abcam, ab150111) for 2 days at 4 ˚C with intervening 3 h washings, fluorescent images were acquired under BZ-X700 (KEYENCE).

### Image quantification

#### Measurement for the total length of boundaries

To measure the length of embryonic boundaries, Pax6-stained en face images were processed by Photoshop Ver. 6.0 and ImageJ ver. 1.51s. How to measure the length of Pax6 expression boundary and the net length of dorsal Fb/Mb boundary at E10.5 was detailed in Supplementary Fig. 10 and 11. In brief, the net length of dorsal Fb/Mb boundary (L in Supplementary Fig. 10 and 11) was defined as the shortest line from the ventral most point of Pax6 expression territory towards the dorsal midline. Length of the Pax6 expression boundary was measured after the auto contrast processing by Photoshop and perimeter of Pax6-positive cell clusters was separately calculated after re-processing with the auto contrast tool. The total length of Pax6 expression boundaries was then divided by net length of dorsal Fb/Mb boundary for quantification and graphed. It should be noted that Pax6 is a transcription factor and the staining signal mainly localize within the cell nuclei. Thus, the delineated Pax6 expression boundary with this method became a little bit curved or zigzag line and always longer than the net length of dorsal Fb/Mb boundary which is defined by a straight line.

#### Apical surface area

Maximum intensity projections in the apical region of phalloidin-stained *en face* images were acquired under BZ-X700 (KEYENCE). The “Tissue Cell Geometry Stats” plugin (with manual correction) in ImageJ was used to outline individual cells and measure their apical area.

#### Definition of relative positions in the neural plate/tube (RPN) occupancy of mRNA

As shown in Fig. 7b, the length of the ventricular surface from the tip of the neural fold to the ventral hinge point (=L) was equally divided into eight portions (=L/8) on the ISH section images. By setting tangential lines at the divided points and drawing vertical lines to the tangents towards the mantle zone, the neural fold is partitioned into eight areas (1~8) (=relative positions in the neural plate/tube: RPN). Mean occupancy of mRNA-positive cells across each RPN was measured by ImageJ and graphed along the eight areas.

#### Measurement of *Shh*-expressing area

Areas for *Shh*-expressing domain or entire neural tube were traced by hand using a tool in ImageJ ver. 1.51s. Measured amount of *Shh*-positive area was then divided by that of the entire neural tube and graphed.

### Sample preparation for RNA-sequencing

WT male/females or *Cdh6/8/11* triple hetero mouse male/females were mated to obtain WT, *Cdh* DKO and triple KO (TKO) embryos, respectively. Among the non-EX *Cdh8/11* DKO embryos, those with elongated midbrain were defined as the “cranial defect (CD)” group and those displayed EX phenotypes were characterized as the “Ex” group. Only embryos at E9.5 (24 ± 2 somite stage) were dissected to collect the forebrain and midbrain tissue separately in a 1.5 ml tube (ST-0150F: BIO-BIK). The tube was immediately frozen in Liq N_2_ and stored at −80 ˚C. Their genotypes were confirmed by PCR for yolk sac samples, *post hoc*. After all, collected tissue samples were classified into four groups, namely, WT, DKO_CD, DKO_Ex, and TKO_Ex, and processed for RNA-sequencing.

### RNA-sequencing and data analysis

Total RNA was extracted using RNeasy Plus Universal Kit (Qiagen). Quality and quantity measurements of extracted RNA were performed using NanoDrop (Thermo Fisher Scientific) and Qubit Fluorometer (Thermo Fisher Scientific), respectively. Sequencing libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for directional libraries (New England BioLabs) and the KAPA HTP Library Preparation Kits (KAPA Biosystems) according to the manufacturer’s instructions. The RNA-seq libraries were each sequenced (101 cycles) using the Illumina HiSeq platforms.

Raw sequence reads were aligned to the reference mouse genomes (GRCm38/mm10) by TopHat2^64^ (parameters: –mate-inner-dist 400, –mate-std-dev 400, –library-type fr-firststrand, –read-realign-edit-dist 0). Genome-wide expression levels were measured as a unit of fragments per kilobase of exon per million fragments mapped using Cufflinks^65^ and the numbers of reads were counted per gene per sample using htseq-count within HTSeq^66^. Finally, differentially expressed genes were identified by DESeq2^67^.

### Statistics and reproducibility

All the values were the means ± standard deviation of at least three independent experiments. Statistical analyses were performed using student’s *t* test. Differences were considered to be significant at *P* < 0.05. Reproducibility of mRNA ISH and immunostaining data was always ensured by at least three independent rounds of procedures for three or more serial sections from each sample.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Peer Review File

## Data Availability

RNA-seq data sets that support our findings have been deposited in the international public repository, Gene Expression Omnibus (GEO) with the accession code #GSE157008. Source Data are available in Supplementary Data 1. All other relevant data are available from the authors upon request.

# Supplementary material for: Redundant type II cadherins define neuroepithelial cell states for cytoarchitectonic robustness
**Source:** Commun Biol. 2020 Oct 15;3:574. doi: 10.1038/s42003-020-01297-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Redundant type II cadherins define neuroepithelial cell states for cytoarchitectonic robustness**

Kou Hiraga<sup>1</sup>, Yukiko U Inoue<sup>1</sup>, Junko Asami<sup>1</sup>, Mayuko Hotta<sup>1, 2</sup>, Yuki Morimoto<sup>1</sup>,  
Shoji Tatsumoto<sup>3</sup>, Mikio Hoshino<sup>1</sup>, Yasuhiro Go<sup>3,4,5</sup>, Takayoshi Inoue<sup>1\*</sup>

187-8502, JAPAN

Natural Sciences, Saigo-naka 38, Myoudaiji, Okazaki, Aichi 444-8585, JAPAN

444-8585, JAPAN

Phone number;  Ex. 5911

## a, Alignment of coding 16 exons from mouse type I classic cadherins

### 1<sup>st</sup> coding EXON

Cdh 1: M----GARCRSFSALLLLQ  
Cdh 2: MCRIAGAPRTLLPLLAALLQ  
Cdh 3: M----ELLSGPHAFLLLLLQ  
Cdh 4: M----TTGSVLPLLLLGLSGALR

### 2<sup>nd</sup> coding EXON

Cdh 1: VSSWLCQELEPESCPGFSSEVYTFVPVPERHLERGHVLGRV  
Cdh 2: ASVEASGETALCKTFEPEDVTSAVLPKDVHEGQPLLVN  
Cdh 3: VCVLRSVSVSEPYRAGFIGUREEAGVTLEVBGTDLFSPQVLGKV  
Cdh 4: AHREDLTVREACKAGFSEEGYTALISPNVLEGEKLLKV

### 3<sup>rd</sup> coding EXON

Cdh 1: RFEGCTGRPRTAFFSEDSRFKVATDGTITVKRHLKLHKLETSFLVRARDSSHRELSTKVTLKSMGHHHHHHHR  
Cdh 2: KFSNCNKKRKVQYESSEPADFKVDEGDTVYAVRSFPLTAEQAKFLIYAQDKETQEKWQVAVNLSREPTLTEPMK  
Cdh 3: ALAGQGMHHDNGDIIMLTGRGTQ  
Cdh 4: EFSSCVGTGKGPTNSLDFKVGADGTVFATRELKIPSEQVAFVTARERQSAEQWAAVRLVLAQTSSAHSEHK

### 4<sup>th</sup> coding EXON

P <- -> EC1  
Cdh 1: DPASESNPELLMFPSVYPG-----LRRQKR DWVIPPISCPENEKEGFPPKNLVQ  
Cdh 2: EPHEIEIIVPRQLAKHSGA-----LQROKR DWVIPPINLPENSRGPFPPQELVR  
Cdh 3: GGGKAMHSPPTRI-----LRRRKR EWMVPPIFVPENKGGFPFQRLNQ  
Cdh 4: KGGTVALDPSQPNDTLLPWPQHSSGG-LRRQKR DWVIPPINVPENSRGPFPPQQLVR

### 5<sup>th</sup> coding EXON

Cdh 1: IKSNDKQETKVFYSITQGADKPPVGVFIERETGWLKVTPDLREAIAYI  
Cdh 2: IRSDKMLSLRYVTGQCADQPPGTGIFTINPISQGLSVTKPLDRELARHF  
Cdh 3: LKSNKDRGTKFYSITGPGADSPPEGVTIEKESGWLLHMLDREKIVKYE  
Cdh 4: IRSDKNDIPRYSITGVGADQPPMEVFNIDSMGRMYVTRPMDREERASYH

### 6<sup>th</sup> coding EXON

EC1 <- -> EC2  
Cdh 1: LYS~~HA~~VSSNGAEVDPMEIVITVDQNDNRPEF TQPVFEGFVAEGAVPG  
Cdh 2: LRA~~HA~~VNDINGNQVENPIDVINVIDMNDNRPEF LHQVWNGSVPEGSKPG  
Cdh 3: LYG~~HA~~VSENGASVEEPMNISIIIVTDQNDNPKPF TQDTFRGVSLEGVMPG  
Cdh 4: LRA~~HA~~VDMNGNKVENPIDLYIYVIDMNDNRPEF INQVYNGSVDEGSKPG

### 7<sup>th</sup> coding EXON

Cdh 1: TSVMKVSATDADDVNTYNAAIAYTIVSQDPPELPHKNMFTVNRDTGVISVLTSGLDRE  
Cdh 2: TYVMTVTAIDADD-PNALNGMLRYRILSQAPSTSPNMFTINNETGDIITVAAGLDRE  
Cdh 3: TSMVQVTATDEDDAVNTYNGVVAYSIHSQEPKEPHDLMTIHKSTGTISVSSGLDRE  
Cdh 4: TYVMTVTANDADD-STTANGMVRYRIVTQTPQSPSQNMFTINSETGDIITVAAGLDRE

### 8<sup>th</sup> coding EXON

EC2 <- -> EC3  
Cdh 1: SYPTYTLVVOADLQEGSLTTAK---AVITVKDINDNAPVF NPST  
Cdh 2: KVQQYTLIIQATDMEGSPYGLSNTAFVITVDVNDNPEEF TMTT  
Cdh 3: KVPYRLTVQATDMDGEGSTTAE---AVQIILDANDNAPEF EPQK  
Cdh 4: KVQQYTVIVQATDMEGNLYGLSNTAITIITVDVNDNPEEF TTST

### 9<sup>th</sup> coding EXON

Cdh 1: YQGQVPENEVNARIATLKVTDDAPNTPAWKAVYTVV-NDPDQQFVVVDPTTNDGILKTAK  
Cdh 2: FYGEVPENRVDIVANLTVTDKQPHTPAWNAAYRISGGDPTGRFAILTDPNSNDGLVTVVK  
Cdh 3: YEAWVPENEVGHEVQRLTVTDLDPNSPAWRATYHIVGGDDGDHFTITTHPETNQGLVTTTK  
Cdh 4: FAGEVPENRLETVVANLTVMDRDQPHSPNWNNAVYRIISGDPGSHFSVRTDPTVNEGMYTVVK

### 10<sup>th</sup> coding EXON

EC3 <- -> EC4  
Cdh 1: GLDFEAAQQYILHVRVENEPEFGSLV---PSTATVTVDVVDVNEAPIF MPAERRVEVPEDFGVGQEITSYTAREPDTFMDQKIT  
Cdh 2: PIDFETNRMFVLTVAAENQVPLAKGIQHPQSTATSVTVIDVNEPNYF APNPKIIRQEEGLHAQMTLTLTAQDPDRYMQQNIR  
Cdh 3: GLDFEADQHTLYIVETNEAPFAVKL---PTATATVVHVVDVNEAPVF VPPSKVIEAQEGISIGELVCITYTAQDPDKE-DQRI  
Cdh 4: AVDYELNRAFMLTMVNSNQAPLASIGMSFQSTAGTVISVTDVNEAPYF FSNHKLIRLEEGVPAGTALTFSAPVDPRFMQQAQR

### 11<sup>th</sup> coding EXON

Cdh 1: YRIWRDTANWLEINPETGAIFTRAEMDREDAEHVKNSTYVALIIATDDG  
Cdh 2: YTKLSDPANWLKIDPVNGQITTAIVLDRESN-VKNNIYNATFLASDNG  
Cdh 3: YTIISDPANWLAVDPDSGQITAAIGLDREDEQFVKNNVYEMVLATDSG  
Cdh 4: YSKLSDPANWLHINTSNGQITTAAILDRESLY-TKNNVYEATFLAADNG

### 12<sup>th</sup> coding EXON

EC4 <- -> EC5  
Cdh 1: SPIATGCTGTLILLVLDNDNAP IEPEPRNQFCQPNPOPHIITILDPLPNTSPPTAELTHGASV---NWTIEYNDAA  
Cdh 2: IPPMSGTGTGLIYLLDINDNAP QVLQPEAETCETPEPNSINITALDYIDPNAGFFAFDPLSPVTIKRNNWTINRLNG  
Cdh 3: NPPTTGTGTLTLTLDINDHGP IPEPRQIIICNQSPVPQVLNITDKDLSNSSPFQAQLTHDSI---YWMAEVSEKG  
Cdh 4: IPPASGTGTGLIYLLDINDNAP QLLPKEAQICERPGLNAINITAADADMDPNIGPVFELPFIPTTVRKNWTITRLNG

### 13<sup>th</sup> coding EXON

EC5 <- -> T  
Cdh 1: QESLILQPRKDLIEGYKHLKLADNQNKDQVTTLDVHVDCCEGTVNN--CMKAGI VAAGLQVPAILGIL--GGILALLI  
Cdh 2: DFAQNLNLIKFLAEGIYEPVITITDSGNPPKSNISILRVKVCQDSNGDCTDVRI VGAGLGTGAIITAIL-LCIIILLI  
Cdh 3: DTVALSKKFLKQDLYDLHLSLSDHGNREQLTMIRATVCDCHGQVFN-DCPRPWKG GFILP-----IL-GAVLALLI  
Cdh 4: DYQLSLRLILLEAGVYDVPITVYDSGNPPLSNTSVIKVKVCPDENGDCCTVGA- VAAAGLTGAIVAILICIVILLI

### 14<sup>th</sup> coding EXON

T <- -> CP  
Cdh 1: LILLILLFL RRTVVVKEP--LL-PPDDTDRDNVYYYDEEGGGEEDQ  
Cdh 2: LVLMFVVVM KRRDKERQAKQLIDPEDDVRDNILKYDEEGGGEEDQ  
Cdh 3: LLLALLLLV RKKRKVKEP--LLL-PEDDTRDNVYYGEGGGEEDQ  
Cdh 4: MVLLFVVVM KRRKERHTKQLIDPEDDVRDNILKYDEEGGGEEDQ

### 15<sup>th</sup> coding EXON

Cdh 1: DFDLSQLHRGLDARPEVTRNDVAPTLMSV----POYRPRPANPDE--IGNFIDE  
Cdh 2: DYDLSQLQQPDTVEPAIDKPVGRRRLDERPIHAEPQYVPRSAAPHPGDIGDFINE  
Cdh 3: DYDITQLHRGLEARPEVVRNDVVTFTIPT---PMYRPRPANPDE--IGNFIE  
Cdh 4: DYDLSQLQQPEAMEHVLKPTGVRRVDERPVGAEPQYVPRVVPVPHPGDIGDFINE

### 16<sup>th</sup> coding EXON

Cdh 1: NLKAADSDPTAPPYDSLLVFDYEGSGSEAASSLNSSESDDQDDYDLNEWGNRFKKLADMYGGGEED  
Cdh 2: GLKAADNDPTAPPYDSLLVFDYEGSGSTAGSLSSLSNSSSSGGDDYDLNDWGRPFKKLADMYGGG-DD  
Cdh 3: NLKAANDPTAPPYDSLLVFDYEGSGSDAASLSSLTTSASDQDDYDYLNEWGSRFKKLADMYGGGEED  
Cdh 4: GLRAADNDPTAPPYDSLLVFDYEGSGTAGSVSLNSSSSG-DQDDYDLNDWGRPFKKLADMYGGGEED

## b, Alignment of coding 11 exons from mouse type II classic cadherins

**1<sup>st</sup> coding EXON**

P <- -> EC1

Cdh 6: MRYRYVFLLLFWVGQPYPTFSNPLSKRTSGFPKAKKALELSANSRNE-----LSRSKR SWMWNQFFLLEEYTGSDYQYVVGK  
Cdh 7: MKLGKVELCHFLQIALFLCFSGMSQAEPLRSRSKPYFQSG-----RSRTKR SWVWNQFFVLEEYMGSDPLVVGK  
Cdh 8: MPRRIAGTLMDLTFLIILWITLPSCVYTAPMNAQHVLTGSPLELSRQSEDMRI--LSRSKR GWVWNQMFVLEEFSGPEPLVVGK  
Cdh 9: MRYTSCQLQVLTCTFPMVDNSLTQKXSSHLRRTVNLKKDQKX-----LRAKKR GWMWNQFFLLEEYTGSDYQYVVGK  
Cdh10: MTTYQFRLFLVWACLPHFCPCPELTFRRTPGIQOMTAESRAPRSDGKI-----LHRQKR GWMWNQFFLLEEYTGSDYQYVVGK  
Cdh11: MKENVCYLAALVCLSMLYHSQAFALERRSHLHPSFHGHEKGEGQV-----LQRSKR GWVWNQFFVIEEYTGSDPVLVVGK

**2<sup>nd</sup> coding EXON**

EC1 <- -> EC2

Cdh 6: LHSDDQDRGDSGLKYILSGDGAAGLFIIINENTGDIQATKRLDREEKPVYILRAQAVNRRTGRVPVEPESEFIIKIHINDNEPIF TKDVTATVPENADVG  
Cdh 7: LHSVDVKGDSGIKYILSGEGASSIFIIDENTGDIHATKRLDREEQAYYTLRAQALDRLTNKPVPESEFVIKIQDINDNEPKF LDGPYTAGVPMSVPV  
Cdh 8: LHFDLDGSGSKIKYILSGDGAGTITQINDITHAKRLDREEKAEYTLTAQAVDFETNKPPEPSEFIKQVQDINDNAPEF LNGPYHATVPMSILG  
Cdh 9: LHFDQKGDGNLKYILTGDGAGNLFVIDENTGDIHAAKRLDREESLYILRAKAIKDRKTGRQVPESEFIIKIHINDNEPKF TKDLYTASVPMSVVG  
Cdh10: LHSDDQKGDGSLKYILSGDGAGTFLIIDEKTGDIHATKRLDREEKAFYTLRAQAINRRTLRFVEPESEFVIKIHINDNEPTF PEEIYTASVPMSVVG  
Cdh11: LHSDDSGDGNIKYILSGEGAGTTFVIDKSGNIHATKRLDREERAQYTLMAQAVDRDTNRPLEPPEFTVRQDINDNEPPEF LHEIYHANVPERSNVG

**3<sup>rd</sup> coding EXON**

Cdh 6: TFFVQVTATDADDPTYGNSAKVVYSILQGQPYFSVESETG  
Cdh 7: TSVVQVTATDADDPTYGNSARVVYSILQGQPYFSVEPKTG  
Cdh 8: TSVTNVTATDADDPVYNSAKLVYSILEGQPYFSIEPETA  
Cdh 9: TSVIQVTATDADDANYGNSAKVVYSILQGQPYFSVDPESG  
Cdh10: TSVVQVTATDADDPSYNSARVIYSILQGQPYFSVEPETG  
Cdh11: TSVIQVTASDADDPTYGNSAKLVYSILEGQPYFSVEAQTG

**4<sup>th</sup> coding EXON**

EC2 <- -> EC3

Cdh 6: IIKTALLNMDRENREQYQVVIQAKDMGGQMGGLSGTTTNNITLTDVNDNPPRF PQS  
Cdh 7: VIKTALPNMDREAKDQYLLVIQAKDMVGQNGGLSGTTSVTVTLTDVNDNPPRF PRR  
Cdh 8: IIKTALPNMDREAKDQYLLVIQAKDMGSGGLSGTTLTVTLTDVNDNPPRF AGS  
Cdh 9: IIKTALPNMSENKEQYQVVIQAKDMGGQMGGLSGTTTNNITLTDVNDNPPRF PQS  
Cdh10: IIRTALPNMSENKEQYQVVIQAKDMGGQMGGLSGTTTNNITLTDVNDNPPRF PON  
Cdh11: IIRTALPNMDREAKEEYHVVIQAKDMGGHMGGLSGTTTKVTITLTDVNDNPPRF PQS

**5<sup>th</sup> coding EXON**

Cdh 6: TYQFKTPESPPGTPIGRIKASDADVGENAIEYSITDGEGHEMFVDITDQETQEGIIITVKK  
Cdh 7: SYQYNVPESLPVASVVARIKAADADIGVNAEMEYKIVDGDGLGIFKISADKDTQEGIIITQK  
Cdh 8: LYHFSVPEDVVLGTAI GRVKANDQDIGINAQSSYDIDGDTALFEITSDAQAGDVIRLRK  
Cdh 9: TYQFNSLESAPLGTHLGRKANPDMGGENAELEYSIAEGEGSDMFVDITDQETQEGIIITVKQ  
Cdh10: TIHLNVLSSSVCTAGSVKATDAOTCKNAEVDYRIDGDDTDMFDIITEKDTQEGIIITVKK  
Cdh11: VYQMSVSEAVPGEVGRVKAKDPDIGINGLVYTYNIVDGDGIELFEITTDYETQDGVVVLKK

**6<sup>th</sup> coding EXON**

EC3 <- -> EC4

Cdh 6: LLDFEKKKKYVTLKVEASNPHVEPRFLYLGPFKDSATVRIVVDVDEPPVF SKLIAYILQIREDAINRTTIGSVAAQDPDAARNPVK  
Cdh 7: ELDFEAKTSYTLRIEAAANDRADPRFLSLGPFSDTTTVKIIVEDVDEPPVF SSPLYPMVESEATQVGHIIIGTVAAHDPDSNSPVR  
Cdh 8: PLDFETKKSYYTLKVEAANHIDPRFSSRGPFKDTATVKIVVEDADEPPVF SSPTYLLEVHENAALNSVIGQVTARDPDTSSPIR  
Cdh 9: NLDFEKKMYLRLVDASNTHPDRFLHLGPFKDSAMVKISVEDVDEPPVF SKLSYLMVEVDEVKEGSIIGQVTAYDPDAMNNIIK  
Cdh10: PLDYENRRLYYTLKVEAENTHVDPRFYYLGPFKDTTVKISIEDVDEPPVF SRSYSLFEVHEDI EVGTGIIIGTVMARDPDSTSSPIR  
Cdh11: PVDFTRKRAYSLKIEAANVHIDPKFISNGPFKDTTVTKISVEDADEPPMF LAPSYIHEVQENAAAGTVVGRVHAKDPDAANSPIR

**7<sup>th</sup> coding EXON**

Cdh 6: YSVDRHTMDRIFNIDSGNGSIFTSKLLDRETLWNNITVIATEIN  
Cdh 7: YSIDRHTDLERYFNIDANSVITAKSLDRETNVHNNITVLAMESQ  
Cdh 8: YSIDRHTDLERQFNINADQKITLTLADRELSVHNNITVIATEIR  
Cdh 9: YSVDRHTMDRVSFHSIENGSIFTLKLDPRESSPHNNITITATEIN  
Cdh10: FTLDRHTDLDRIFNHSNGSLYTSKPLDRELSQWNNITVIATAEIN  
Cdh11: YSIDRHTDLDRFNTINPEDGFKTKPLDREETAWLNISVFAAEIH

**8<sup>th</sup> coding EXON**

EC4 <- -> EC5

Cdh 6: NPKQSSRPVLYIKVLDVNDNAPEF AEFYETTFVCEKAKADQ  
Cdh 7: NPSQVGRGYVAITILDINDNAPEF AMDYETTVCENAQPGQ  
Cdh 8: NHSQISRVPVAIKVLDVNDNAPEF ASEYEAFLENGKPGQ  
Cdh 9: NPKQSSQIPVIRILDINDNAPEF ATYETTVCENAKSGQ  
Cdh10: NPKETTVRSVVRILDVNDNAPOF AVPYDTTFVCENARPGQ  
Cdh11: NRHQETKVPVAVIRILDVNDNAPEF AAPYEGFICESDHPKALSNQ

**9<sup>th</sup> coding EXON**

Cdh 6: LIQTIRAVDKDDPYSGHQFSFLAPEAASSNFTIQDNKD  
Cdh 7: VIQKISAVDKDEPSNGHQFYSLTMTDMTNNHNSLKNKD  
Cdh 8: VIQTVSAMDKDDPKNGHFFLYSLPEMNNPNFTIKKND  
Cdh 9: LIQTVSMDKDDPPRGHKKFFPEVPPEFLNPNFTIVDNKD  
Cdh10: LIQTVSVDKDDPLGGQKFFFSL---AAVNPNTVQDNED  
Cdh11: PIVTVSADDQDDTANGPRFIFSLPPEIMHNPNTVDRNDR

**10<sup>th</sup> coding EXON**

EC5 <- -> T

Cdh 6: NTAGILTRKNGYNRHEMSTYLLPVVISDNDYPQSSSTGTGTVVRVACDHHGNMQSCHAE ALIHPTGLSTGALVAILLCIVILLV  
Cdh 7: NTASILTRKNGFRROEQGVYVLEIFIVDSSPSLSSTNTLTIKVCDCDADGIAQTCNAE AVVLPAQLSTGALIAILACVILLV  
Cdh 8: NSLSILAKHNGFNROKQGVYVLLPIVISDNGNPLSSSTNTLTIKVCDCSDNGVQSCNVE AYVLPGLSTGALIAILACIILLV  
Cdh 9: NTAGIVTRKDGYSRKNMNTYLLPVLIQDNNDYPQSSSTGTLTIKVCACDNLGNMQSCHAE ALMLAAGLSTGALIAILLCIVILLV  
Cdh10: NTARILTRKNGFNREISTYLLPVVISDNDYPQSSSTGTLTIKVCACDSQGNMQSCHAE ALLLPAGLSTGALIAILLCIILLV  
Cdh11: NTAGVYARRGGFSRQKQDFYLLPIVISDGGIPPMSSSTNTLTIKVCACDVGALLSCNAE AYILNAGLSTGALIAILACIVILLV

**11<sup>th</sup> coding EXON**

T <- -> CP

Cdh 6: TVVLFAL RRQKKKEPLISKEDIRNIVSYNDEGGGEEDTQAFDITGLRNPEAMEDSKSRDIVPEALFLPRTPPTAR-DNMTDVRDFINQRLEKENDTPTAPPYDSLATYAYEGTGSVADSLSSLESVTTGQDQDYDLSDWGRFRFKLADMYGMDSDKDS  
Cdh 7: LILLIVTM RRRKKKEPLIFDEERDIRNIVRYNDEGGGEEDTQAFDIAFMAALRNINAIKDSKTRRDVTEIQLFSRPTFNIPONVIFREFIWERKEADVDPGAPPYDSLQTYAFEGNGSVAESLSLSDISISSNQDNYDLSDWGRFRFKLAEMYGNGQESLYS  
Cdh 8: IVVLFVTL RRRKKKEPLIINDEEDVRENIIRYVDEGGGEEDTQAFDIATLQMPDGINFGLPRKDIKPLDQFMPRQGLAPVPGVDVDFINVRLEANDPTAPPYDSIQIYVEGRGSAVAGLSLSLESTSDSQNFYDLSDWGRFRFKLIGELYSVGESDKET  
Cdh 9: LIVLFAAL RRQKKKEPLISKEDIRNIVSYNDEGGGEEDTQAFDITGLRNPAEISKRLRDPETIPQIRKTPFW-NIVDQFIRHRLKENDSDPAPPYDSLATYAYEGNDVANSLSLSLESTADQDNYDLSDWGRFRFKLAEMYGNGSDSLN  
Cdh 10: IVVLFAL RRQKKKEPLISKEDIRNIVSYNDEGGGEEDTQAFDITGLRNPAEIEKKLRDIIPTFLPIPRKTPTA-PONTDVRDFINERLKEHLDPTAPPYDSLATYAYEGNDVANSLSLSLESTGQDQNYDLYRENGRFRFKLAEMYGNGESDKDA  
Cdh11: IVVLFVTL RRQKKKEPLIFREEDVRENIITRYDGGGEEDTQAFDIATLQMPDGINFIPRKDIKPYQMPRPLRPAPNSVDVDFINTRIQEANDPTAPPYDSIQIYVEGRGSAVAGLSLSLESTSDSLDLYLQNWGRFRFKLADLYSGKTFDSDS

**Supplementary Figure 1. Alignment of mouse type I and type II classic cadherins.**

**a,** Encoded amino acid sequences from sixteen of each exon for *Cdh1* (E-cadherin), *Cdh2* (N-cadherin), *Cdh3* (P-cadherin), and *Cdh4* (R-cadherin) genes are aligned. Here designated 1<sup>st</sup> coding exon is not necessarily the first exon of the gene and only amino acid sequences for major protein product from the gene are listed. Six amino acids colored by blue are consensus sequences for protein cleavage to generate mature Cdh product and three amino acids colored by red are the conserved recognition core sequences for *trans* interactions among type I Cdhs. Hyphens are added to maximize the amino acid sequence similarities among subclasses. Intercalated spaces correspond to boundaries between Cdh protein domains specified in the most upper line.

**b,** Encoded amino acid sequences from eleven of each exon for *Cdh6* (K-cadherin), *Cdh7*, *Cdh8*, *Cdh9*, *Cdh10*, and *Cdh11* (OB-cadherin) genes are aligned. Here designated 1<sup>st</sup> coding exon is not necessarily the first exon of the gene and only amino acid sequences for major protein product from the gene are listed. Six amino acids colored by blue are consensus sequences for protein cleavage to generate mature Cdh product and three amino acids colored by red are the conserved recognition core sequences for *trans* interactions among type II Cdhs. Hyphens are added to maximize the amino acid sequence similarities among subclasses. Intercalated spaces correspond to boundaries between Cdh protein domains specified in the most upper line. P, Precursor; EC, Extracellular domain; T, Transmembrane domain; CP, Cytoplasmic domain.

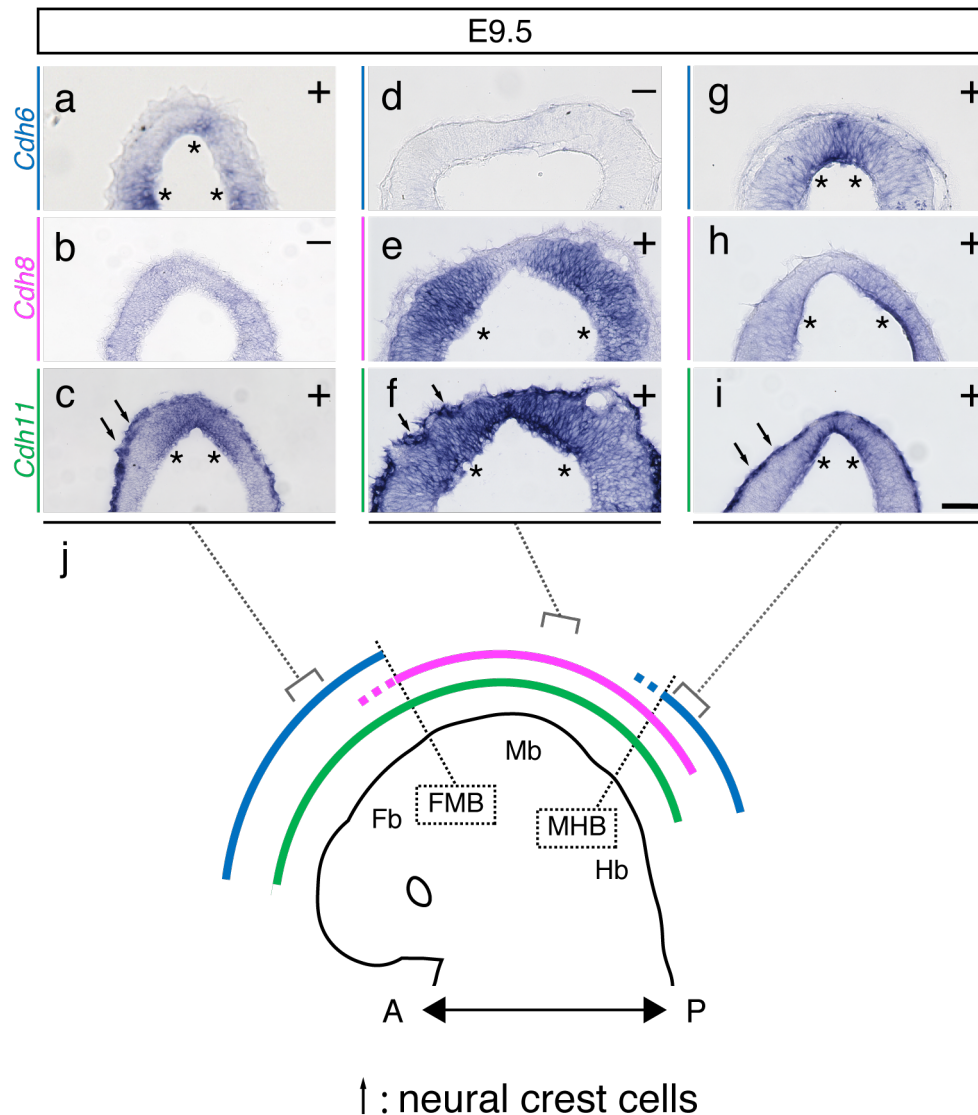

**Supplementary Figure 2. Overlapped mRNA expression of mouse type II Cdh at the dorsal aspect and A-P axis direction of the E9.5 brain.**

Type II Cdh mRNA expression profiles at the dorsal cranial neural tube immediately after the closure (E9.5) are summarized. Insets show actual ISH results at the dorsal neural tube marked by brackets, and the mRNA positive regions are pointed by asterisks. Expression range of each Cdh mRNA is depicted by color bars. Note that *Cdh6* and *Cdh8* expression is opposed at the forebrain (Fb)/Mb compartment boundary and overlaps at the caudal Mb and MHB, while both *Cdh8* and *Cdh11* are co-expressed throughout the dorsal Mb. Hb, hindbrain; FMB, Fb/Mb boundary; MHB, Mb/Hb boundary; A, anterior; P, posterior.

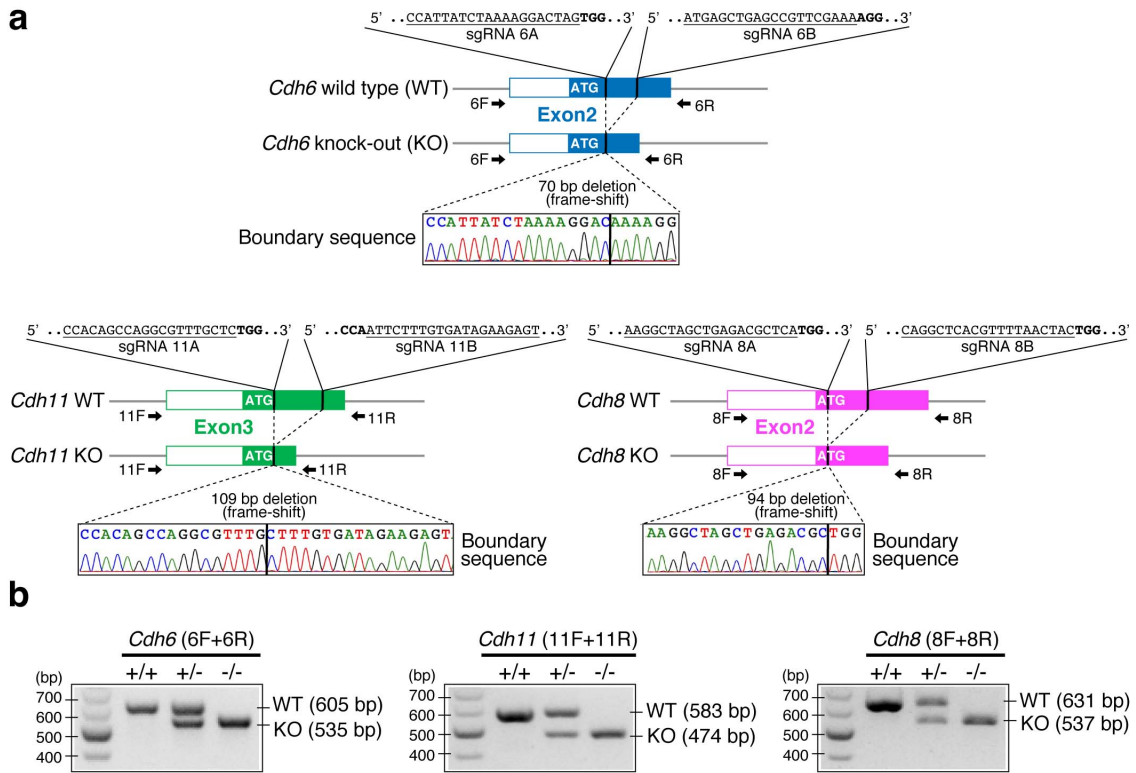

**Supplementary Figure 3. PCR and sequencing analyses for *Cdh6/8/11* knock-out alleles reveal precise on-target editing.**

**a**, Schematics of the Cas9/sgRNA-targeting sites near the mouse *Cdh6/8/11* translation start codons (ATG) and the resulting knock-out alleles are depicted. The sgRNA coding sequences are underlined and the protospacer adjacent motif (PAM) sequences are shown in bold. PCR primers used for genotyping are indicated by arrows. Note that boundary sequences across the targeted region confirm the frame-shift deletions. **b**, PCR products amplified by using the primer sets described above and the genomic DNA extracted from knock-out progenies clearly show the designed deletions. Our design also allows quick discrimination of genotypes under the combinatorial crossing.

**a**

| Name      | Sequence                | Score | UCSC gene | Locus            | Mutation |
|-----------|-------------------------|-------|-----------|------------------|----------|
| On-target | CCATTATCTAAAGGACTAGTGG  | 70    | Cdh6      | chr15:+13021468  | -        |
| 6-A-1     | ACATTATCTAAAGGCTAGCAG   | 2.3   | -         | chr6:+97270838   | 0/1      |
| 6-A-2     | TCTGTATTTAAAGGACTAGTGG  | 1.4   | -         | chr14:+67836299  | 0/8      |
| 6-A-3     | CTACAATCTAAAGGACTAGTGG  | 1.4   | -         | chr7:-135640875  | 0/1      |
| 6-A-4     | TCAGCATCTGAAAGGACTAGCAG | 1.3   | -         | chr10:-121087655 | 0/1      |
| 6-A-5     | CCTAAATCTCAAGGACTAGTGG  | 1.3   | -         | chr6:-34192289   | 0/1      |
| 6-A-6     | CCAACATTTTAAAGGACTAGCAG | 1.3   | -         | chr8:+97070221   | 0/1      |
| 6-A-7     | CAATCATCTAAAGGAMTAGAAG  | 1.3   | -         | chr6:+8109893    | 0/6      |
| 6-A-8     | CCACTATCTGAAAGGACTGCGAG | 0.9   | -         | chr9:+81767850   | 0/1      |
| 6-A-9     | TCATTAGTTTAAAGGACTAGTGG | 0.9   | -         | chr8:-62846750   | 0/1      |
| 6-A-10    | TCATTACCTCAAGGACTAGTAG  | 0.9   | -         | chr11:+121202310 | 0/1      |

**b**

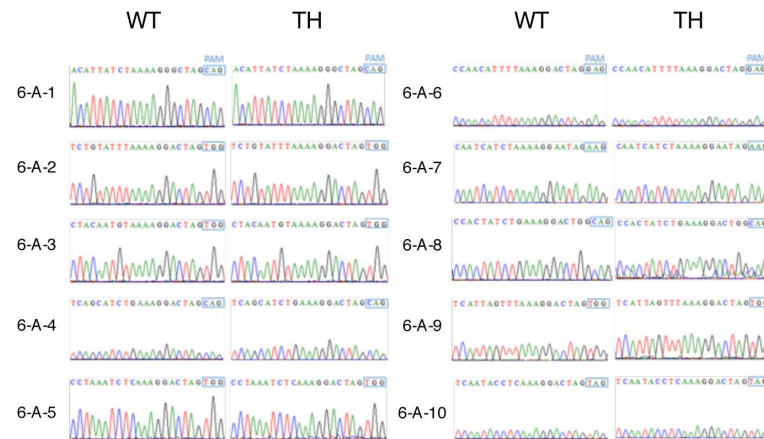

**c**

| Name      | Sequence                | Score | UCSC gene | Locus            | Mutation |
|-----------|-------------------------|-------|-----------|------------------|----------|
| On-target | ATGAGCTGAGCGCTTCGAAAAG  | 92    | Cdh6      | chr15:+13021538  | -        |
| 6-B-1     | TTGAGCTTAACGTCTCGAAATAG | 0.7   | -         | chr13:-16990811  | 0/1      |
| 6-B-2     | CTCACCTGAGCGCTTCGAAAGAG | 0.6   | -         | chr8:+18718769   | 0/7      |
| 6-B-3     | CTGAGCGAAGCGCTTCGAAAGCG | 0.4   | -         | chr10:-61523123  | 0/1      |
| 6-B-4     | TTGACCTGAGCGCTTCGAAAGCG | 0.4   | NM_026309 | chr6:+91466077   | 0/1      |
| 6-B-5     | CTCAGCTGGCGCTTCGAAAGAG  | 0.4   | -         | chrX:+48137364   | 0/8      |
| 6-B-6     | ATGTGCTGATGAGTTCGAAAGCG | 0.4   | -         | chr9:+115840494  | 0/8      |
| 6-B-7     | ATGTGCTGAGCAGTTAGAAAGGG | 0.3   | NM_028807 | chr12:-112669310 | 0/1      |
| 6-B-8     | CTGTGCTGAGCCTTCGAAAGAG  | 0.2   | -         | chr11:+52662123  | 0/1      |
| 6-B-9     | TTTAGCTGAGCCTTCGAAAGAG  | 0.2   | -         | chr2:+94982120   | 0/6      |
| 6-B-10    | ATGTGCTGAGACGCTCGAAAGAG | 0.2   | -         | chr19:+55544488  | 0/7      |

**d**

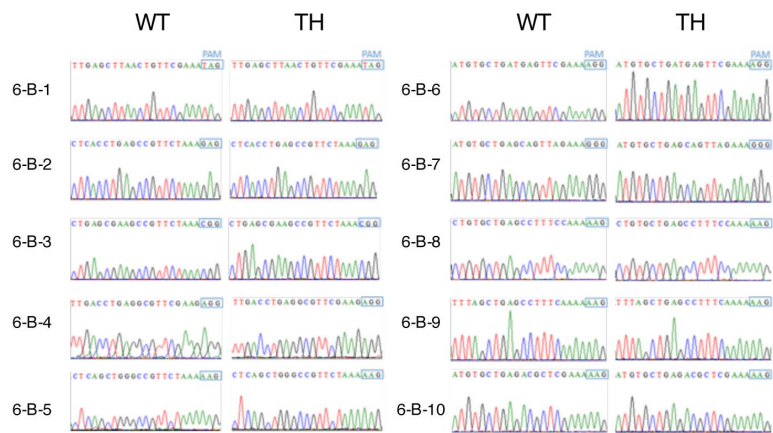

e

| Name      | Sequence                | Score | UCSC gene | Locus            | Mutation |
|-----------|-------------------------|-------|-----------|------------------|----------|
| On-target | AAGGCTAGCTGAGACGCTCATGG | 78    | Cdh8      | chr8: +101924831 | -        |
| 8-A-1     | CTAGCTAGCTGAGACGCTCAGAG | 1.3   | -         | chr8: +118378536 | 0/6      |
| 8-A-2     | AAGGCTTAGCTGAGACGCTCAAG | 1     | -         | chr4: -154902500 | 0/1      |
| 8-A-3     | ATGGATTCTGAGACGCTCAGAG  | 0.9   | -         | chr19: -23962699 | 0/1      |
| 8-A-4     | GTAGCTGGCTGAGACGCTCATGG | 0.9   | -         | chr10: +62875648 | 0/1      |
| 8-A-5     | ACGGGAATCTGAGACGCTCATAG | 0.8   | -         | chr16: -49615642 | 0/1      |
| 8-A-6     | AGGCTAGAAAGACGCTCAGAG   | 0.8   | -         | chr4: +45810804  | 0/1      |
| 8-A-7     | CAGGCTACCAAGACGCTTCAGAG | 0.6   | -         | chr1: +191490545 | 0/1      |
| 8-A-8     | ATGGCTGGAGGAGACGCTCATGG | 0.5   | -         | chr4: +63836931  |          |
| 8-A-9     | AAAGCTTGAAGACGCTCAAG    | 0.5   | -         | chr2: -12076443  | 0/9      |
| 8-A-10    | CAGGCTCGCTGAGACGCTCTGAG | 0.5   | -         | chr15: +94022070 | 0/1      |

f

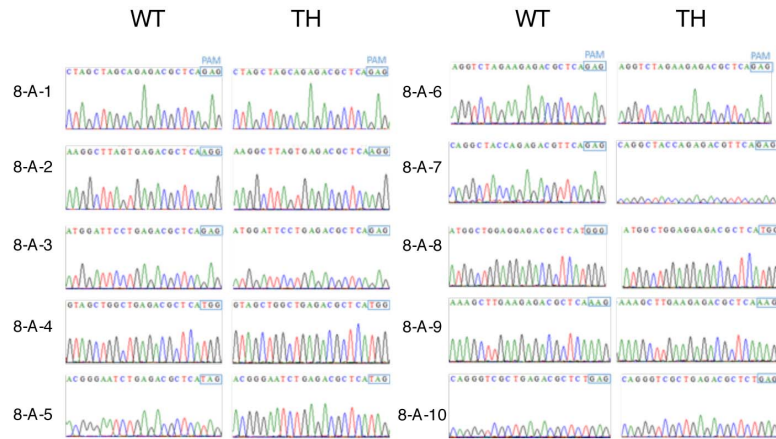

g

| Name      | Sequence                | Score | UCSC gene    | Locus            | Mutation |
|-----------|-------------------------|-------|--------------|------------------|----------|
| On-target | CAGGCTCAGTTTAACTACTGG   | 87    | Cdh8         | chr8: +101924922 | -        |
| 8-B-1     | CAGGTACACTTTTAACTACAAG  | 1.4   | -            | chr9: +122654582 | 0/1      |
| 8-B-2     | TGCTCTCTTTTAACTACAAG    | 1.3   | -            | chr3: +55225102  | 0/7      |
| 8-B-3     | CAGGCTCAGTTTAACTAGTGG   | 0.6   | -            | chr14: -39691653 | 0/1      |
| 8-B-4     | CAGTTGAGGTTTAACTACTAG   | 0.6   | NM_001163004 | chr18: -34569602 | 0/1      |
| 8-B-5     | CCTGCTCATTCTTAACTACGAG  | 0.5   | -            | chr2: +29978565  | 0/1      |
| 8-B-6     | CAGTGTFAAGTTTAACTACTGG  | 0.4   | -            | chr18: -64018802 | 0/1      |
| 8-B-7     | AAGGCTAACATTTAACTAACAG  | 0.4   | -            | chr3: +70898024  | 0/1      |
| 8-B-8     | CAGACTATTATTAACCTACAG   | 0.4   | -            | chr5: -33462236  | 0/1      |
| 8-B-9     | CAGCCTAACCTTTTAACTACTAG | 0.4   | -            | chr10: -66651206 | 0/1      |
| 8-B-10    | CATTCTCAGGTTTAACTACTGG  | 0.4   | -            | chr13: +31127999 | 0/1      |

h

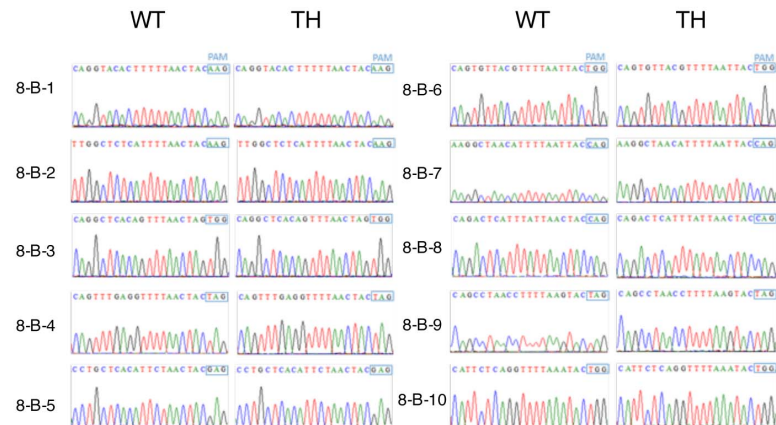

i

| Name      | Sequence                  | Score | UCSC gene | Locus           | Mutation |
|-----------|---------------------------|-------|-----------|-----------------|----------|
| On-target | CCACAGCCAGGCGTTTGGCTCTGG  | 58    | Cdh11     | chr8:+105203562 | -        |
| 11-A-1    | CCACAGCCAGGCGTTTGGCCTCTGG | 31.5  | -         | chr8:-72099846  | 0/9      |
| 11-A-2    | GCTGAGCCAGGCGTTTGGCTC3GG  | 2.3   | -         | chr5:+122765542 | 0/1      |
| 11-A-3    | CTACTGCCAGCGTTTGGCTCCAG   | 1.5   | -         | chr4:+155507863 | 0/7      |
| 11-A-4    | CTCCAGCCAGGCGTTTGGCTCAGG  | 1.1   | -         | chr3:-27651492  | 0/1      |
| 11-A-5    | ACACAGCCAGGCGTTTGGCTCTGG  | 1     | -         | chr8:-86981940  | 0/15     |
| 11-A-6    | CCTCAGCCAGGCGTTTGGCTCCAG  | 0.7   | -         | chr12:+17369955 | 0/1      |
| 11-A-7    | CAACAGCCTGGCTTTTGGCTCTAG  | 0.7   | -         | chr5:-34586154  | 0/1      |
| 11-A-8    | TCTCAGCCATGTGTTTGGCTCAGG  | 0.7   | -         | chr6:+84721683  | 0/1      |
| 11-A-9    | CCACAGAGAGGCGTTTGGCCCGG   | 0.6   | -         | chr5:+74017409  | 0/1      |
| 11-A-10   | CCTGAGCCAGCTGTTTGGCTCTGG  | 0.6   | -         | chr19:+32433942 | 0/6      |

j

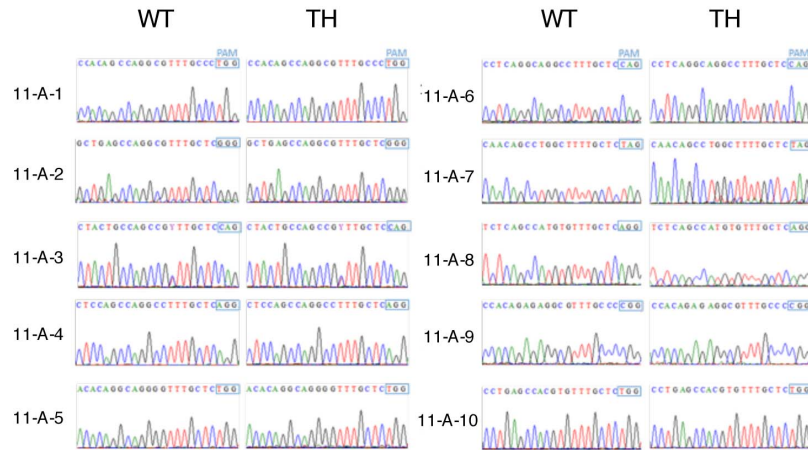

k

| Name      | Sequence                 | Score | UCSC gene | Locus           | Mutation |
|-----------|--------------------------|-------|-----------|-----------------|----------|
| On-target | ACTCTTCTATCACAAGAAATGG   | 52    | Cdh11     | chr8:-105203682 | -        |
| 11-B-1    | GCTTTTCTTAACACAAAGAAATGG | 2.5   | -         | chr18:+43491755 | 0/6      |
| 11-B-2    | ACTACTCCATCACAAGAAATGG   | 2.4   | -         | chr13:+32572931 | 0/1      |
| 11-B-3    | ACTCTTCTATCACAAGAAATAG   | 1.9   | -         | chr8:+105043459 | 0/1      |
| 11-B-4    | ACTCGTCCATCACAAGAACTGG   | 1.4   | -         | chr8:+72099729  | 0/11     |
| 11-B-5    | ACCCCTCCAAACACAAGAAATGG  | 1.3   | -         | chr6:-113280447 | 0/7      |
| 11-B-6    | TCTCCCTCTATCACAAGACTAGG  | 1.1   | -         | chr4:-149879702 | 0/8      |
| 11-B-7    | CATTTTCTATCACAAGAAATGG   | 0.9   | -         | chr9:+11904227  | 0/1      |
| 11-B-8    | TATCCTGTATCACAAGAAATGG   | 0.9   | -         | chr2:+23822642  | 0/1      |
| 11-B-9    | TCTTATTTATCACAAGAAATAG   | 0.9   | -         | chr3:+119915454 | 0/1      |
| 11-B-10   | AGTTTTTGTATCACAAGAAATAG  | 0.9   | -         | chr3:-36247814  | 0/9      |

l

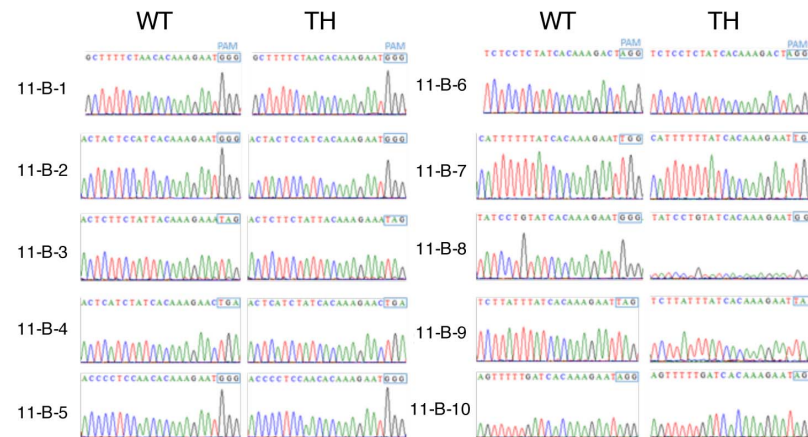

**Supplementary Figure 4. No off-target mutation is detected.**

**a, c, e, g, i and k**, The top 10 off-target sequences for *Cdh6*, *Cdh8* and *Cdh11* guide RNAs are listed with their predicted recognizable specificity allowed (=‘Score’) and chromosomal locations (=‘Locus’). If a given off-target site falls within any gene coding region, the gene name is indicated in the ‘UCSC gene’ column. Mismatches among the top 10 off-target and on-target sequences are shown in red and the PAM sequences are labeled in blue. In the right most column, each mutation rate upon sequencing analyses is summarized: ‘0/1’ means no mutation is detectable even with the direct sequencing method. **b, d, f, h, j and l**, Actual sequencing results from the top 10 off-target candidate sites in F1 triple hetero (TH) and wild type (WT) mice are arranged for comparison, where only the 20 bp target sequences and PAM are shown. Note that no off-target mutation is detected for all the guide RNAs.

**a**

| No. | Litter size | Genotyping ( <i>Cdh6/Cdh8/Cdh11</i> ) *WT=W, hetero=h, KO(homo)=K |       |       |       |       |       |       |       |       |       |
|-----|-------------|-------------------------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| 1   | 4           | h/W/W                                                             | W/h/h | h/h/h | K/h/h |       |       |       |       |       |       |
| 2   | 4           | h/W/h                                                             | h/W/h | h/W/W | h/W/h |       |       |       |       |       |       |
| 3   | 7           | W/K/h                                                             | h/K/h | W/h/h | h/h/h | h/h/h | K/W/W | K/h/h |       |       |       |
| 4   | 9           | h/h/h                                                             | K/h/h | K/h/h | W/h/h | h/W/h | W/h/h | W/h/W | h/h/h | W/W/W |       |
| 5   | 8           | h/h/h                                                             | h/K/K | h/K/K | h/h/h | h/W/W | K/W/W | h/K/K | K/h/h |       |       |
| 6   | 10          | K/W/W                                                             | h/h/h | K/h/h | h/h/h | h/h/h | h/h/h | h/h/h | W/h/h | K/h/h | h/h/h |
| 7   | 7           | h/h/h                                                             | K/h/h | W/h/h | W/K/K | W/h/h | W/K/K | h/h/h |       |       |       |
| 8   | 10          | W/W/W                                                             | W/h/W | h/K/h | h/W/h | W/h/W | W/h/W | W/h/W | W/h/W | h/h/h | h/h/h |
| 9   | 8           | K/h/h                                                             | W/h/h | W/W/W | h/h/h | W/h/h | W/h/h | h/h/h | K/h/h |       |       |
| 10  | 9           | h/h/h                                                             | K/h/h | W/W/W | K/h/h | K/h/h | h/W/W | K/h/h | h/W/W | K/h/h |       |
| 11  | 6           | h/W/W                                                             | h/K/h | W/W/W | h/W/W | h/K/h | W/K/h |       |       |       |       |
| 12  | 7           | W/K/h                                                             | h/W/W | h/W/h | h/K/h | h/W/W | h/K/h | h/h/h |       |       |       |
| 13  | 6           | h/h/W                                                             | h/W/W | W/h/h | W/W/W | h/W/W | h/K/h |       |       |       |       |

Expect genome ratio (n=95)

Actual value

WT : hetero : DKO : TKO = 1.5 : 39 : 40 : 13 : 1.5 = 6 : 56 : 28 : 5 : 0

**b**

C3H background

| <i>Cdh6</i> | <i>Cdh8</i> | <i>Cdh11</i> | Total embryos | Exencephaly (%) |
|-------------|-------------|--------------|---------------|-----------------|
| +/+         | +/+         | +/+          | 20            | -               |
| -/-         | +/+         | +/+          | 10            | -               |
| +/+         | +/-         | +/-          | 24            | -               |
| +/-         | +/-         | +/-          | 22            | 1 (4.5)         |
| -/-         | +/+         | +/+          | 3             | -               |
| -/-         | +/-         | +/-          | 7             | -               |
| +/+         | -/-         | -/-          | 10            | -               |
| +/-         | -/-         | -/-          | 8             | 4 (50)          |
| -/-         | -/-         | -/-          | 7             | 4 (57.1)        |

*Cdh* allele  
Exencephaly

**c**

CD-1 background

| <i>Cdh6</i> | <i>Cdh8</i> | <i>Cdh11</i> | Total embryos | Exencephaly (%) |
|-------------|-------------|--------------|---------------|-----------------|
| +/+         | +/+         | +/+          | 18            | -               |
| +/-         | +/+         | +/+          | 27            | -               |
| +/+         | +/-         | +/-          | 27            | -               |
| +/-         | +/-         | +/-          | 46            | -               |
| -/-         | +/+         | +/+          | 9             | -               |
| -/-         | +/-         | +/-          | 14            | -               |
| +/+         | -/-         | -/-          | 19            | 3 (15.8)        |
| +/-         | -/-         | -/-          | 20            | 8 (40)          |
| -/-         | -/-         | -/-          | 6             | 6 (100)         |

*Cdh* allele  
Exencephaly

**Supplementary Figure 5. Genotyping results from the F2 generation suggest the embryonic lethality which is mainly explained by the exencephalic (EX) phenotype appearing regardless of the mouse strain background.**

**a**, The expected genotypic ratio after the mating between *Cdh* triple hetero mice is WT: hetero: KO: DKO: TKO = 1: 26: 27: 9:1, and would reach at “1.5: 39: 40:13:1.5” for delivered 95 individuals. However, DKO mice are virtually obtained by less than half (38%) of the expected ratio, suggesting the higher probability of embryonic lethality.

**b,c**, Penetrance of EX phenotype at E12.5 in each genotype under C3H (**b**) or CD-1 (**c**) background is summarized in the table. As is the case with the B6C3H hybrid background, the more we delete type II *Cdh* genes, the higher is the penetrance of exencephaly.

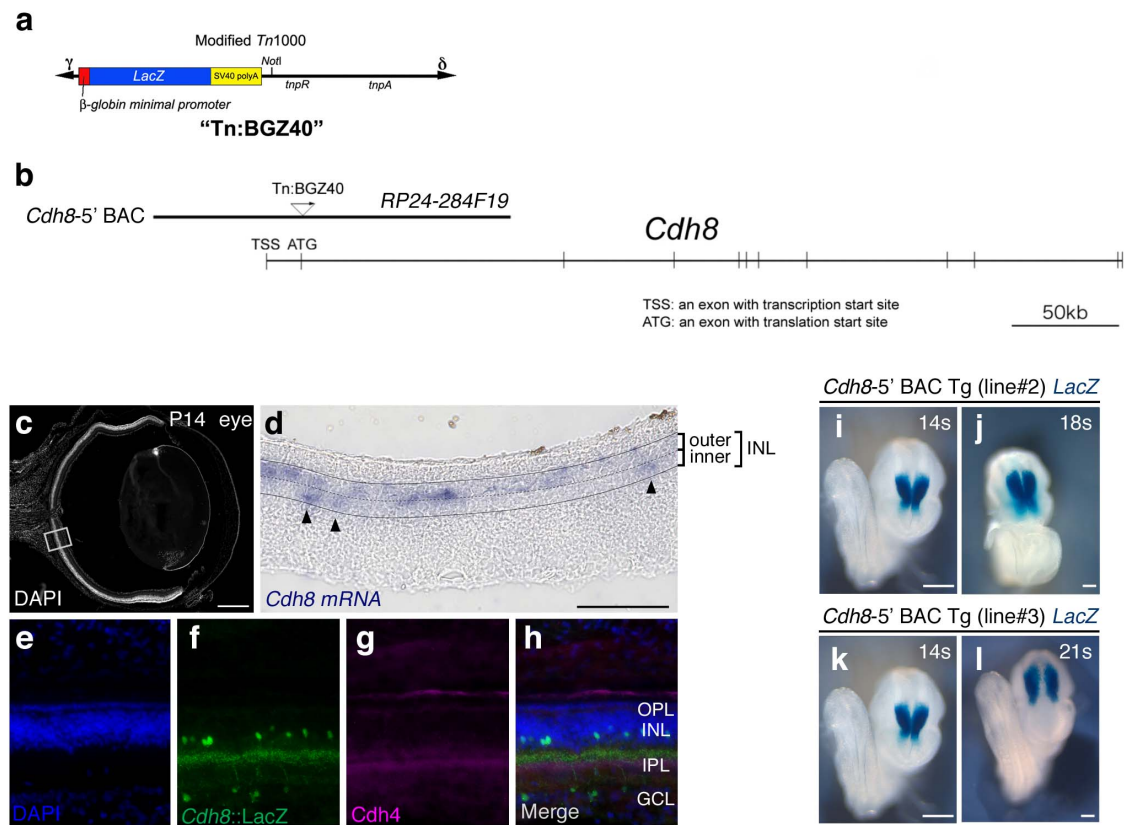

**Supplementary Figure 6. *Cdh8*-5' BAC Tg mouse.**

**a**, Schematic of the modified *Tn1000* carrying a BGZ40 cassette (Tn:BGZ40) that contains the human beta globin minimal promoter, *LacZ* and simian virus 40 polyadenylation signal (SV40 poly A). The transposon segment 3' to a restriction enzyme *NotI* recognition site encodes two transposase genes *tnpR* and *tnpA* that are sufficient for the transposition activity. The end sequences  $\gamma$  and  $\delta$  are required targets for transposon cleavage and maintained after the transposition, thus providing starting points for direct sequencing to determine the integration site. **b**, A BAC clone RP24-284F19 shown by a bold line that covers 5' territory of mouse *Cdh8* gene locus is modified by the transposon. Size of the BAC clone and *Cdh8* gene can be compared with the 50 kb reference line at the bottom right corner of the panel. **c, e-h**, An Eye from *Cdh8*-5' BAC Tg mouse at P14 is immunostained with LacZ (panel **f**, green), *Cdh4* (panel **g**, magenta) and DAPI (panel **c, e**, white or blue). Note that *Cdh8::LacZ* expression recapitulates a part of *Cdh8* mRNA expression profiles. Scale bars: 400  $\mu$ m for (**c**), 50  $\mu$ m for (**h**). **d**, Expression pattern of *Cdh8* mRNA in the retina at P14. *Cdh8* mRNA is selectively expressed in the INL. OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer, GCL, ganglion cell layer. Scale bar: 50  $\mu$ m. **i-l**,

Comparison of LacZ staining pattern between *Cdh8*-5' BAC Tg line#2 (used as the main line) and another line (line#3). Note that LacZ staining patterns in the two lines are very similar to each other. Scale bar: 250  $\mu$ m.

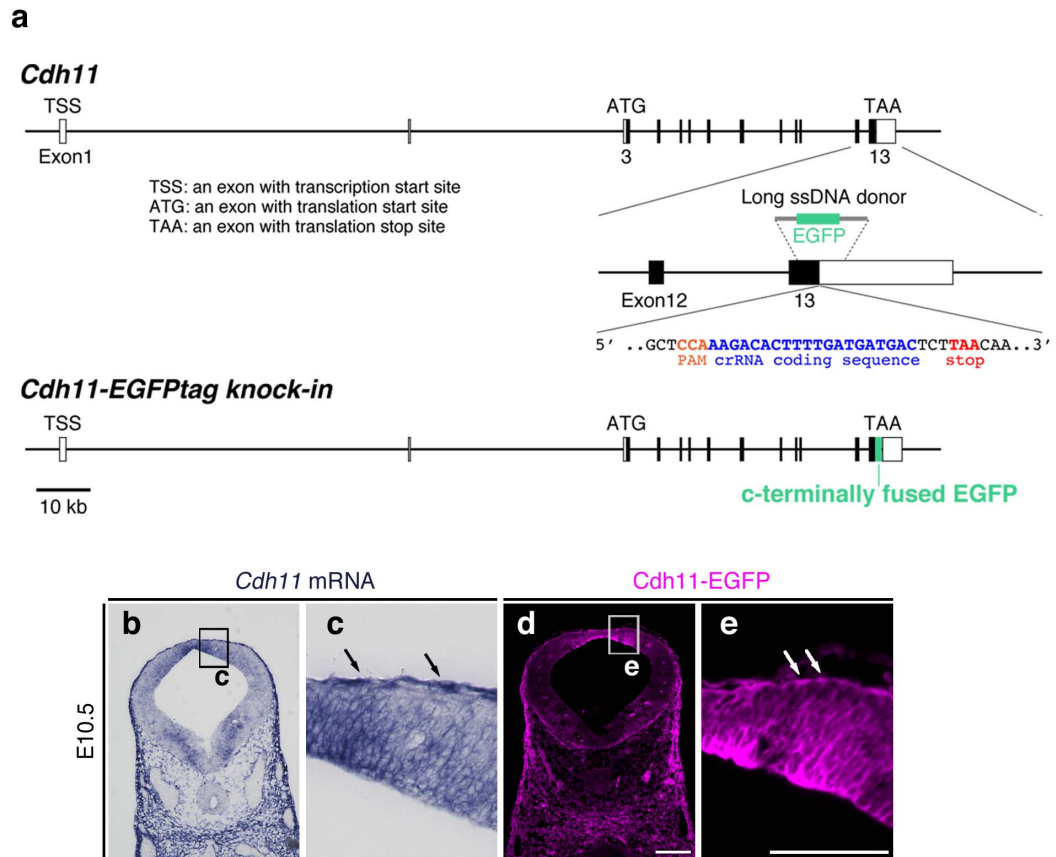

**Supplementary Figure 7. Generation of *Cdh11-EGFPtag* knock-in mouse.**

**a**, How to generate *Cdh11-EGFPtag* knock-in mice is summarized. **b**, **d**, *Cdh11* mRNA expressions and immuno-stained signals for Cdh11-EGFP are compared in the Mb at E10.5. Note that, in *Cdh11-EGFP* knock-in, EGFP expressions precisely recapitulate the *Cdh11* mRNA expression profiles. Scale bar, 200  $\mu$ m. **d**, **e**, Enlarged views of the dorsal aspect demarcated by the black or white box (**c**, **e**) in the panel (**b**, **d**) are arranged. *Cdh11* mRNA and Cdh11-EGFP positive neural crest cells are indicated by black and white arrows. Scale bar, 200  $\mu$ m.

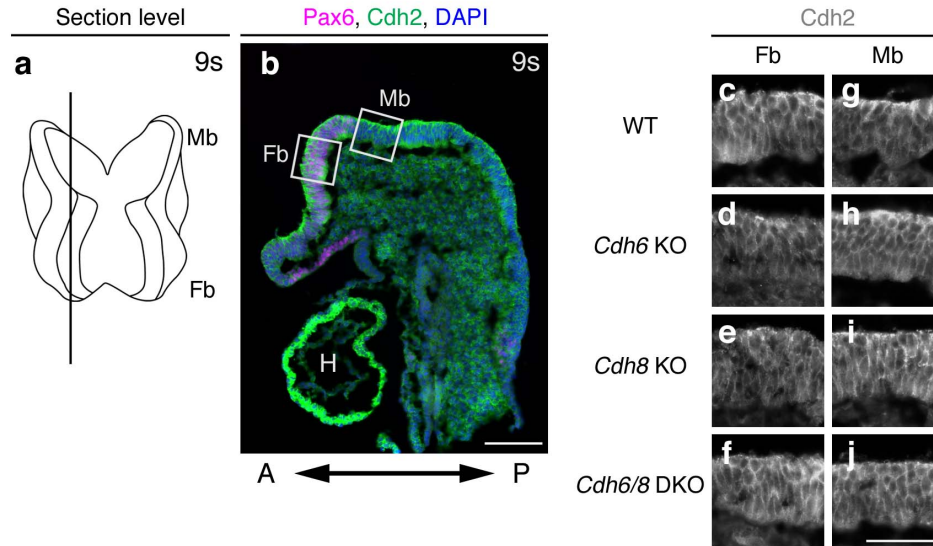

**Supplementary Figure 8. Cdh2 (N-cadherin) protein expression in the neuroepithelial cells is not affected in the *Cdh6/8* DKO embryo.**

**a**, A section level for panel (**b**) in the 9s embryo is depicted. **b**, A 9s embryo is immunostained with Pax6 (magenta), Cdh2 (green) and DAPI (blue). Note that Cdh2 is expressed all through the A-P axis in the cranial neuroepithelial cells. H, heart. Scale bar: 100  $\mu$ m. **c-j**, Enlarged view of the neuroepithelial cells in the Fb and Mb territories boxed in panel (**b**). Note that Cdh2 protein expression is stable in the early embryonic neuroepithelial cells with any type II Cdh KO genotypes. Scale bar: 100  $\mu$ m.

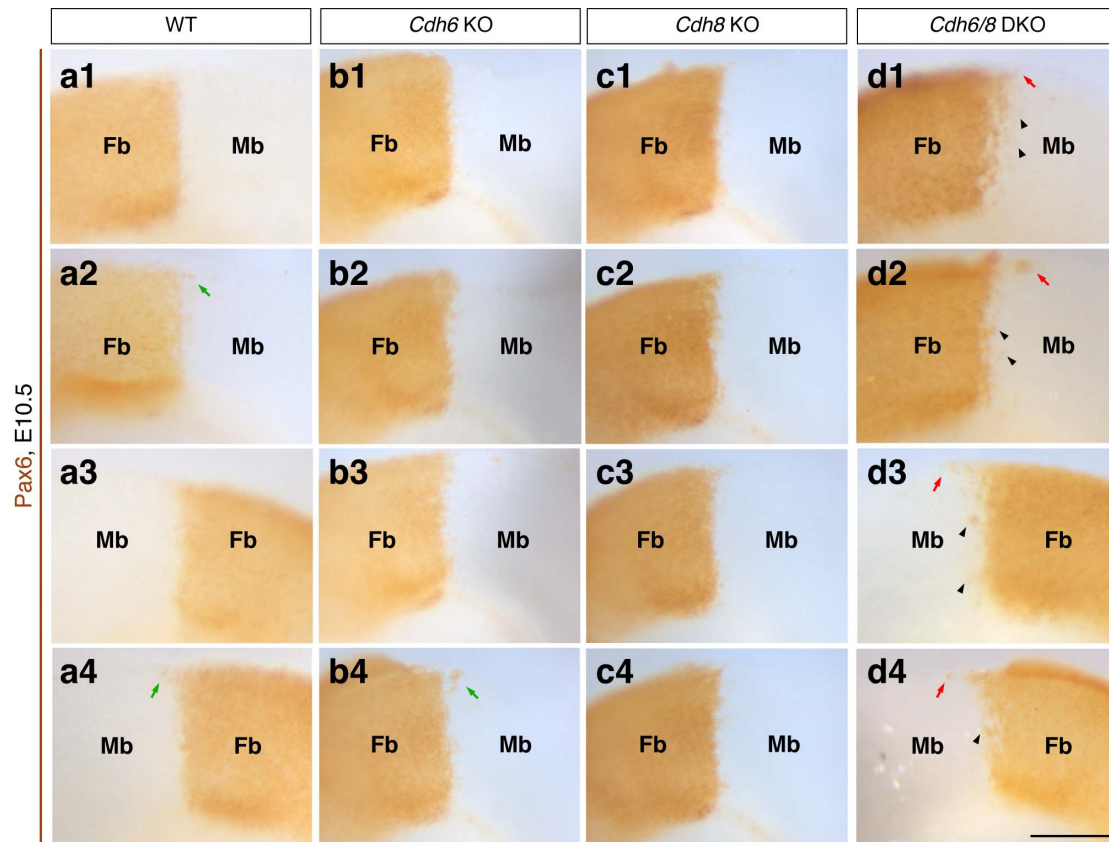

**Supplementary Figure 9. Pax6 expression boundary is excessively disrupted only in *Cdh6/8* DKO.**

Both sides of the cranial regions from E10.5 embryos are immunostained with anti-Pax6 antibodies after the sagittal cut along the midline and are processed for analyses. Scale bar: 250  $\mu$ m. **a1-a4**, Pax6 expression limits sharply delineate the Fb/Mb compartment boundary in WT. Occasionally, those limits close to the dorsal midline become ambiguous (green arrows). **b1-c4**, Sharp expression boundaries are still maintained in *Cdh6* KO and *Cdh8* KO mice: A few cells seem to be intermixed at some parts of the boundary especially in the *Cdh6* KO background, yet the boundary as a whole always stands straight. **d1-d4**, In *Cdh6/8* DKO mice, Pax6 expression limits turn to be fuzzy and drastically intermingled with 100% penetrance. Arrowheads indicate clusters of Pax6-positive cells that invade more than the tenth of the D-V length of the neural tube from the boundary. Note that the Pax6 expression boundary around the dorsal midline in *Cdh6/8* DKO is much more deformed compared with that in WT, *Cdh6* KO or *Cdh8* KO (red arrows).

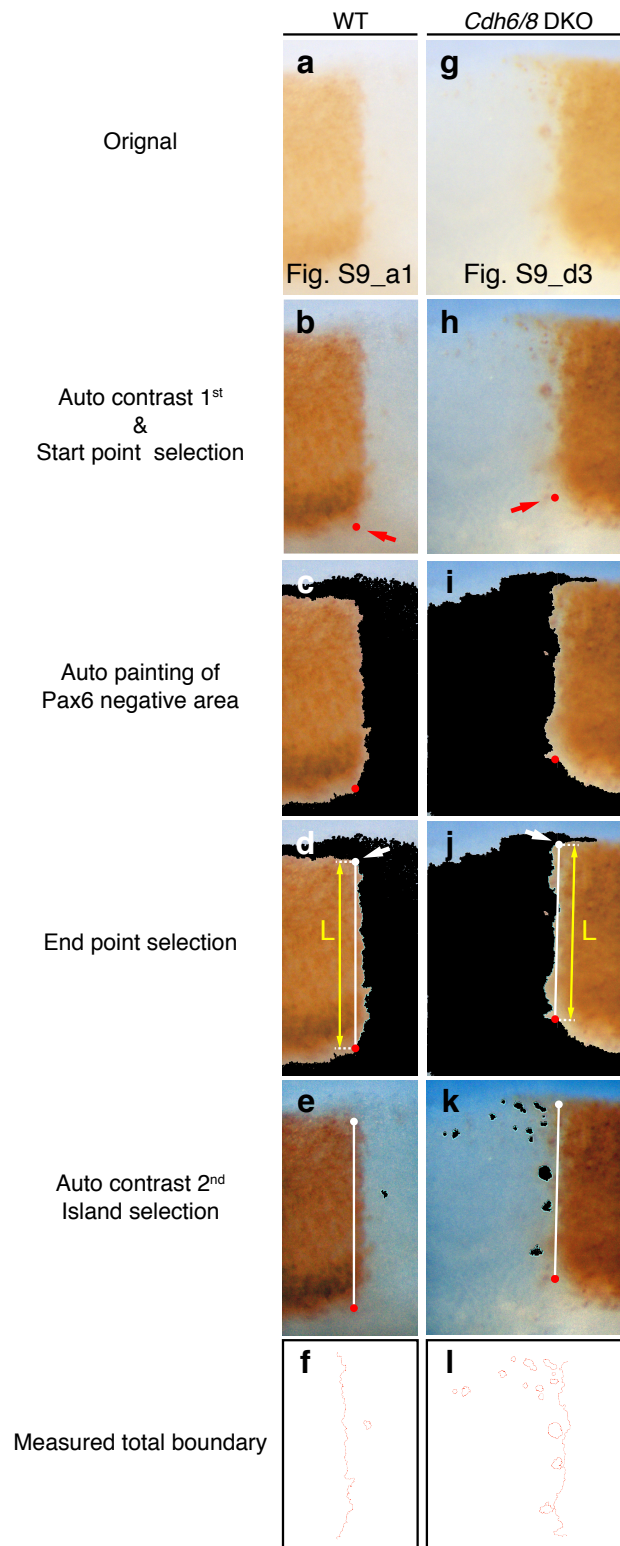

**Supplementary Figure 10. Measuring method for roughness at the Fb/Mb boundary.**

Sequential steps to measure roughness of the Fb/Mb boundary (= Pax6 expression limit) are summarized. First, original data (**a**, **g**) are processed by the auto contrast tool in Photoshop ver. 6.0 and the ventral end of the Pax6 expression limit is selected as the start point of the boundary (**b**, **h**). Start points selected are indicated by filled red circles or red arrows (**b**, **h**). Second, these auto contrast images are processed to paint all the Pax6 negative areas by the Photoshop auto selection tool (**c**, **i**). The shortest line (L = net length of dorsal Fb/Mb boundary) connecting between the start point and the dorsal Pax6 expression limit is determined. The end point is indicated by a filled white circle or white arrow (**d**, **j**). Next, images with adjusted contrast (**b**, **h**) are re-processed by the auto contrast tool to select Pax6 positive cell-clusters like islands in the Mb (**e**, **k**). The "Analysis particles" tool of ImageJ ver. 1.51s is finally used to measure the cluster outlines (**f**, **l**).

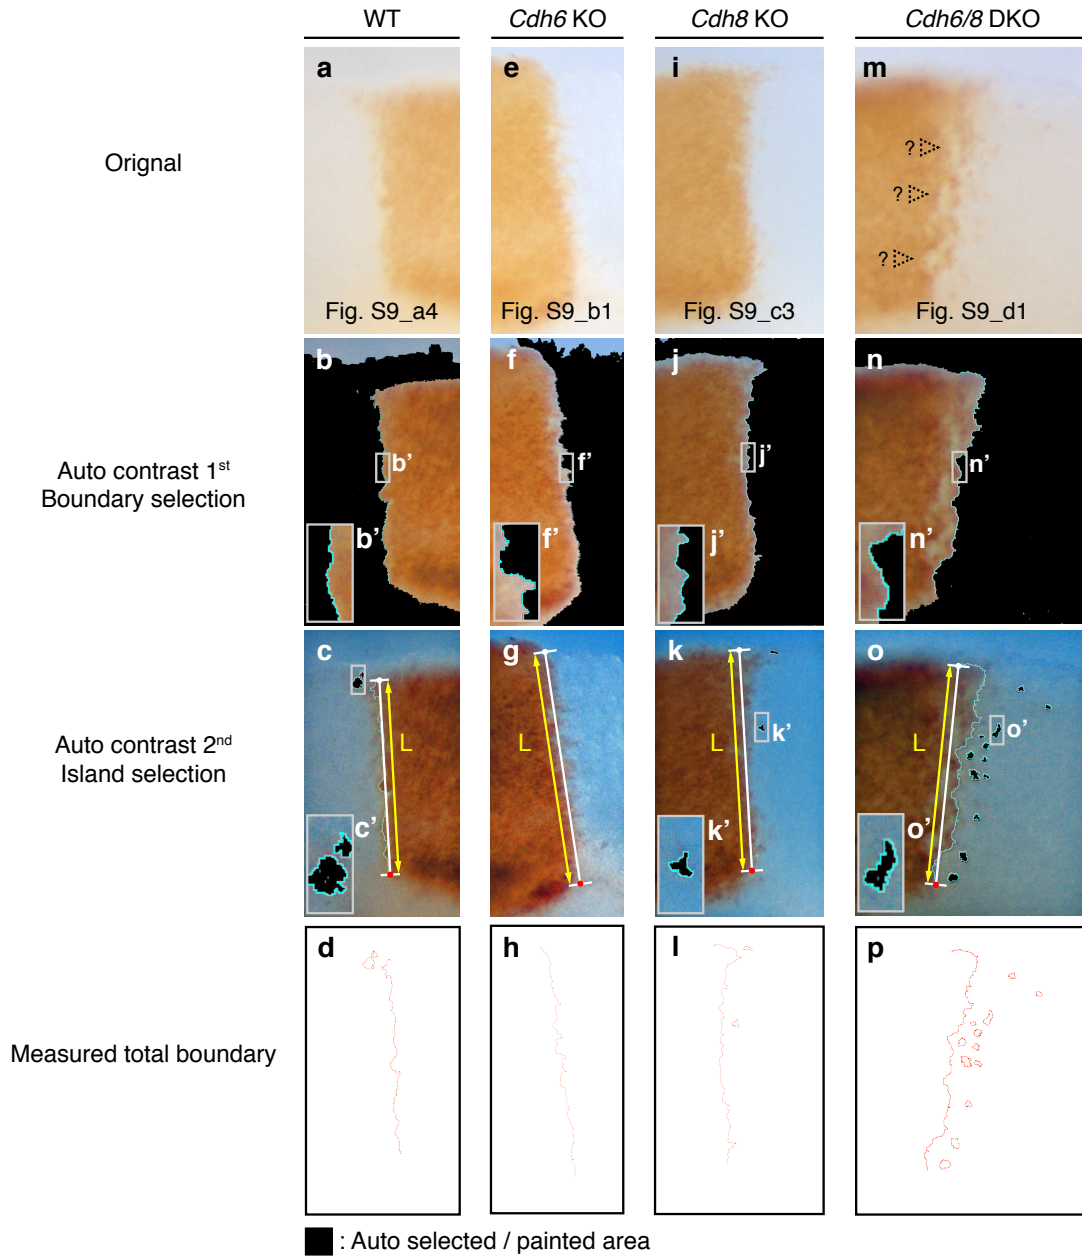

**Supplementary Figure 11. Examples of the Fb/Mb boundary measurements.**

**a-p**, Processes to measure boundaries from the original images in each genotype are summarized. See the legend in Fig. S10 for details. **b, f, j, n**, Measured boundaries between Pax6 expression limits and Pax6 negative areas are delineated by bright blue line. **b', f', j', n'**, Measured boundaries from the boxed areas in (**b, f, j, n**) are enlarged. Note that weakly stained or Pax6 negative cell clusters in the Pax6 positive territories, which are most prominent in *Cdh6/8* DKO embryos, are never included with this method (dashed arrowheads with question marks in panel **m**). **c, g, k, o**, Measured boundaries from island like Pax6 positive cell-clusters are outlined by bright blue line. **d**,

**h, l, p**, Total measured boundaries in each genotype are showed red lines. In Fig. 4f, the relative ratio of this measured Pax6 expression boundary length to “L” (= net length of dorsal Fb/Mb boundary) in **c, g, k, o** is graphed.

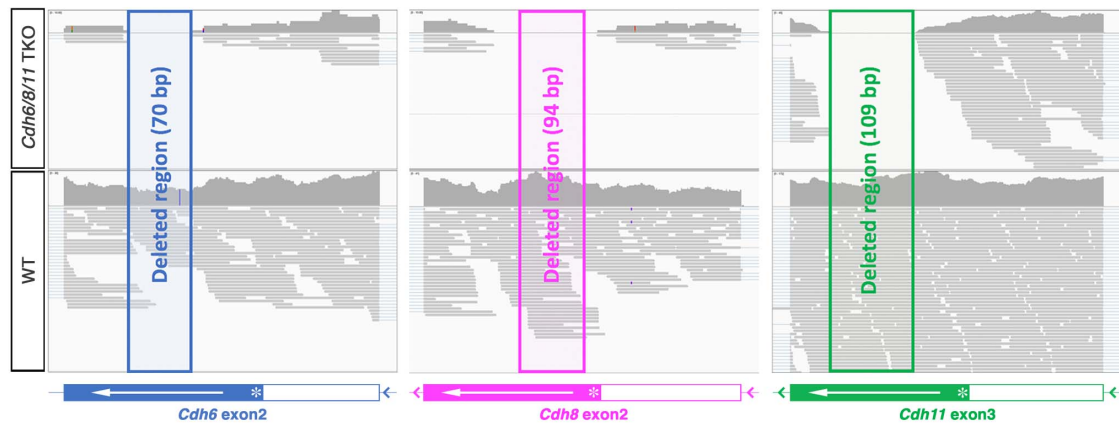

**Supplementary Figure 12. Quality and quantity control of RNA-sequencing (seq).**

Mapping results from RNA-seq reads to the *Cdh* genomic regions deleted by CRISPR/Cas9 system are separately depicted for the WT or triple knock out (TKO) mice. At the bottom, exonic coding regions for *Cdh* proteins are colored and directions for the transcription/translation are indicated by arrows. Asterisks, translation start codons (ATG). 

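Transcripts of Cdh6, Cdh8 and Cdh11 were still detected in all TKO_Ex midbrains (n = 4), each at a lower mean than in WT midbrain (n = 6). Cdh6 was at 0.388, 0.353 and 0.345 FPKM in TKO_Ex midbrain replicates 1, 2 and 4 and at 3.10 in replicate 3, against 1.04 to 3.55 in 6 WT midbrains. Its log2 fold change was −1.20 (SE 0.37, adjusted p = 0.243) by limma, and −1.71 (adjusted p = 0.022) without TKO_Ex replicate 3. In the forebrain the 4 TKO_Ex libraries held 1.84, 0.766, 3.74 and 0.572 FPKM. Cdh6 was at 1.29 to 2.11 in the 3 DKO_CD midbrains and at 1.86 to 3.12 in the 3 DKO_Ex midbrains. Cdh8 ranged from 0.851 to 2.32 in TKO_Ex, from 1.63 to 2.49 in DKO_Ex and from 1.00 to 1.47 in DKO_CD midbrain, with log2 fold changes of −1.30 (SE 0.34, adjusted p = 0.149), −0.97 (SE 0.38, adjusted p = 0.816) and −1.45 (SE 0.38, adjusted p = 0.222). Without WT replicate 1, Cdh8 passed in TKO_Ex (−1.61, adjusted p = 0.0066) and in DKO_CD (−1.75, adjusted p = 0.016). Cdh11 averaged 15.9 ± 0.980 FPKM in TKO_Ex, 18.2 ± 0.561 in DKO_Ex and 22.1 ± 5.29 in DKO_CD midbrain (SD), and its log2 fold change in TKO_Ex was −0.43 (SE 0.14, adjusted p = 0.291). In the forebrain, mean Cdh8 was 1.62 ± 1.04 in TKO_Ex and 1.46 ± 0.439 in WT, and mean Cdh11 20.7 ± 0.694 and 22.5 ± 2.12. Adjusted over the list alone, all 3 genes were lower in TKO_Ex midbrain. The deleted segments are short parts of these genes, so whole-gene FPKM does not test the deletions, and reads over the deleted segments were not analysed here.

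**Figure D4:**
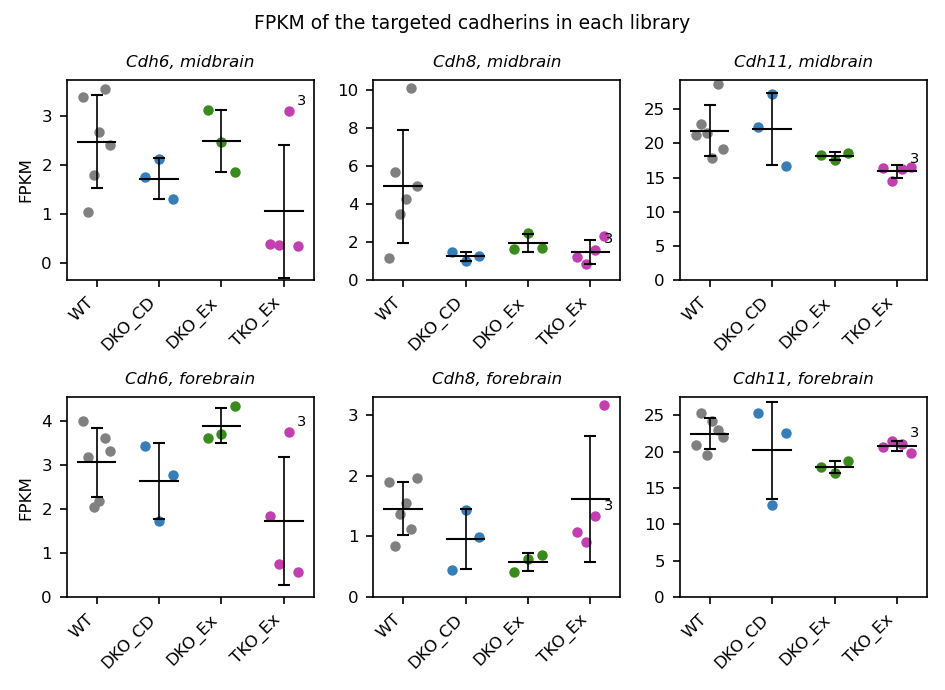
FPKM of Cdh6, Cdh8 and Cdh11 in each midbrain library (top) and forebrain library (bottom) of WT (n = 6), DKO_CD (n = 3), DKO_Ex (n = 3) and TKO_Ex (n = 4), with bars at the mean ± SD and TKO_Ex replicate 3 marked 3. For Cdh6, TKO_Ex midbrain replicates 1, 2 and 4 lie between 0.345 and 0.388, and replicate 3 lies at 3.10.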

Note that those areas without RNA-seq read in the TKO mice are totally matched to the deleted regions in *Cdh6/8/11* ATG exons by genome editing, indicating the satisfiable quality and quantity of the samples used for this RNA-seq analysis.

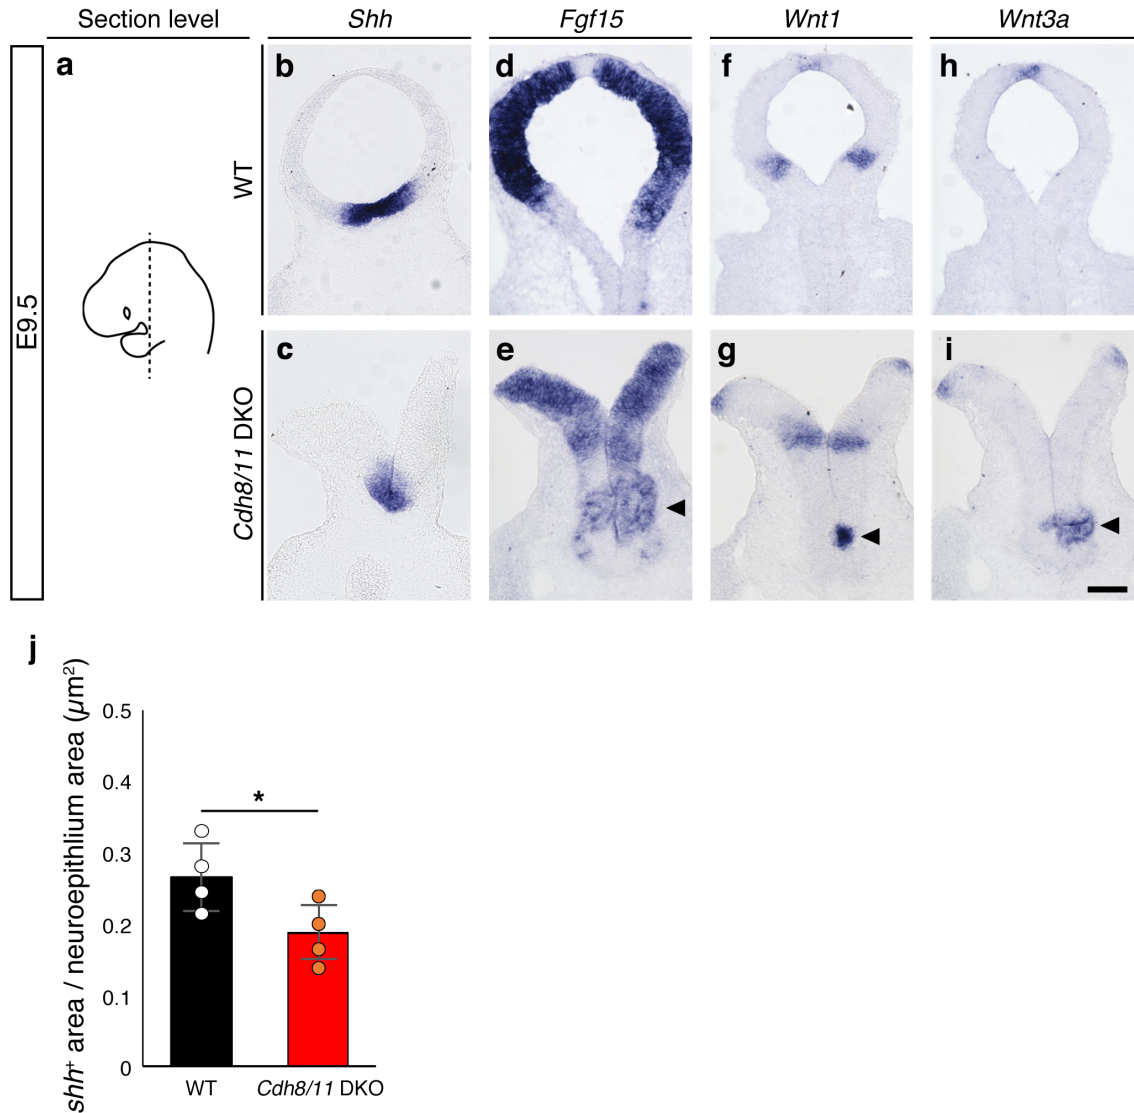

**Supplementary Figure 13. *Shh* expression range is limited and D-V identity of *Fgf15* and *Wnts* are disrupted in the *Cdh8/11* DKO midbrain exhibiting exencephaly at the later embryonic stage.**

**a**, A section level for an E9.5 embryo evaluated in this figure is depicted. **b,c**, ISH for mRNA of *Shh* is performed in WT and *Cdh8/11* DKO mice. Note that *Shh* expression becomes narrower in the *Cdh8/11* DKO midbrain exhibiting exencephaly. **d-i**, ISH for mRNA of the D-V patterning molecules is performed in WT and *Cdh8/11* DKO mice. Arrowheads indicate cluster of *Fgf15* or *Wnts* expressing cells that spread ventrally in *Cdh8/11* DKO midbrain exhibiting exencephaly. Scale bar: 100 μm. **j**, The graph shows the average area of *shh* positive neuroepithelial cells in WT and *Cdh8/11* DKO Mb. All data points are shown along with the mean ± s.d. \* $P < 0.05$ .

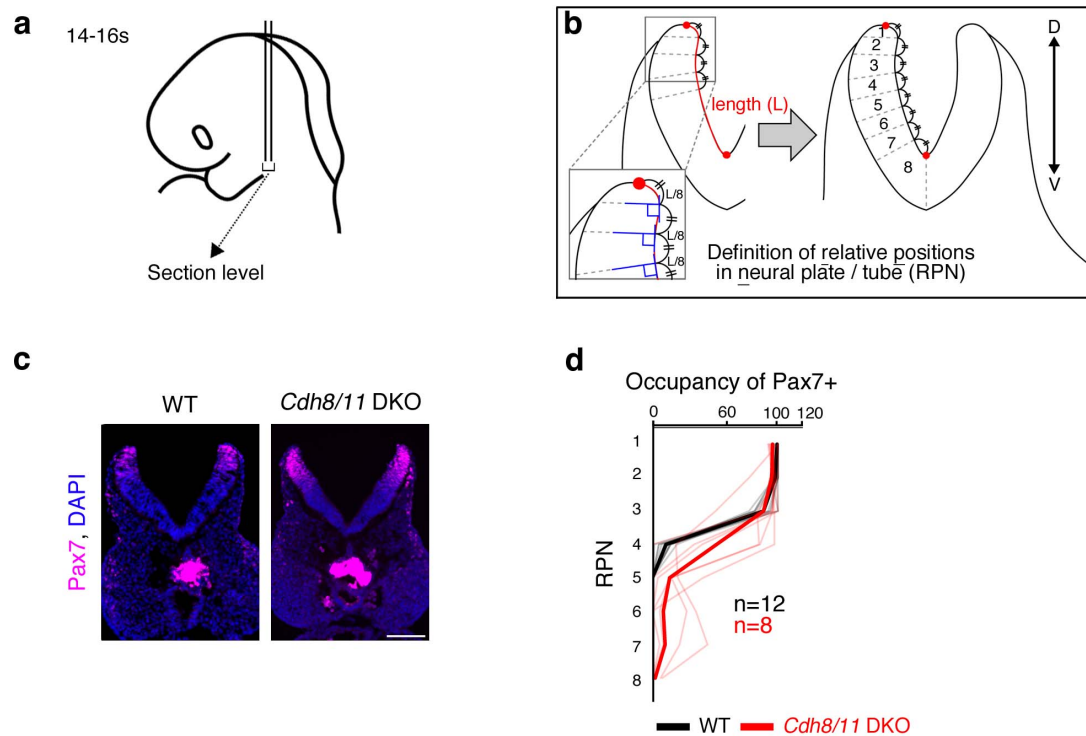

**Supplementary Figure 14. Pax7 positive neuroepithelial cells spread ventrally in the *Cdh8/11* DKO Mb.**

**a**, E9.0 embryos are sectioned at the Mb levels in panel (c). **b**, Definition of RPN is outlined (See the legend in Fig. 8 for details). **c**, E9.0 embryos are immunostained with Pax7 (magenta) and DAPI (blue) in WT and *Cdh8/11* DKO mice. Scale bar: 100  $\mu$ m. **d**, Mean occupancy of Pax7-positive cells across the neural plate/ tube is graphed along the 8 areas. Gray and pink lines indicate individual data in WT and *Cdh8/11* DKO, respectively. Bold black and red lines show means for WT and *Cdh8/11* DKO mice. Note that Pax7 distribution patterns in the *Cdh8/11* DKO mice (red line) are shifted to the ventral side compared with those in WT (black line).

Original blot images for Figure 3b

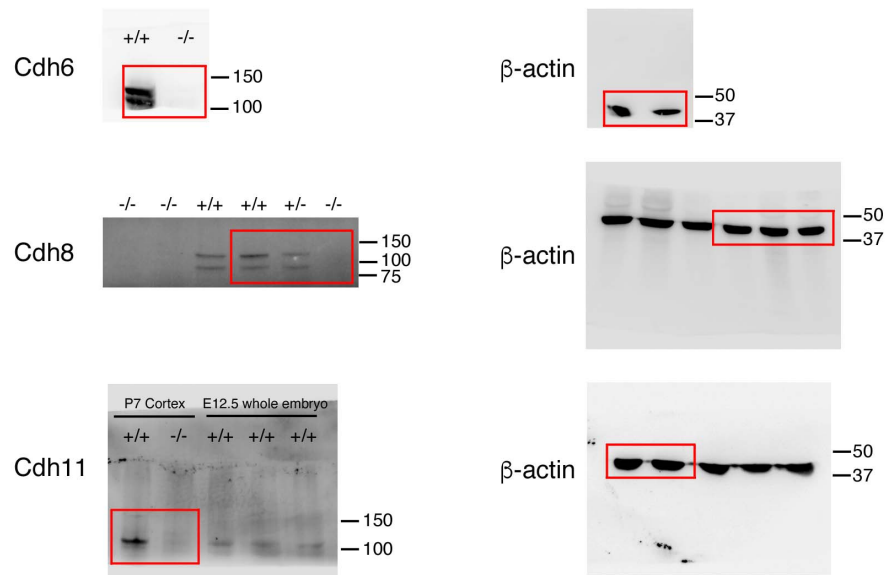

Original gel images for Supplementary Figure 3

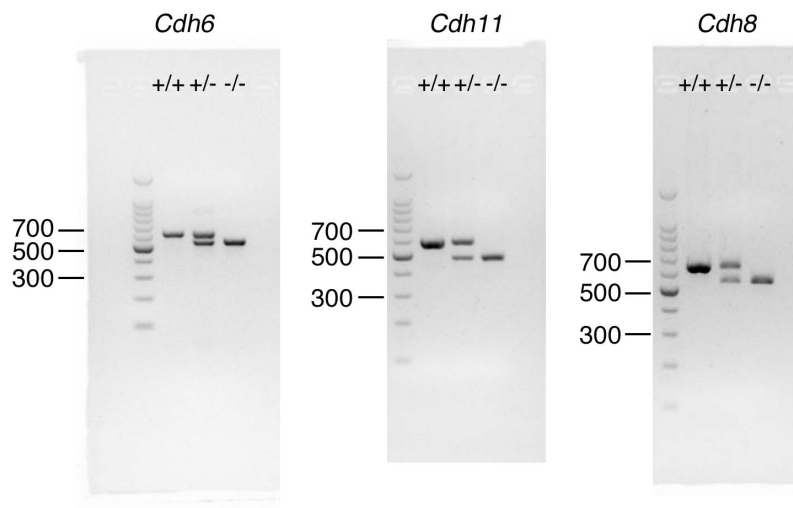

**Supplementary Figure 15. Original blot or gel images corresponding to those shown in the main figures.**

**Supplementary Table 1. Single guide RNA (sgRNA) sequences shown in Figure 3a.**

| Targeted gene | sgRNA | sequence (5' to 3')  | PAM |
|---------------|-------|----------------------|-----|
| <i>Cdh6</i>   | 6A    | CCATTATCTAAAAGGACTAG | TGG |
|               | 6B    | ATGAGCTGAGCCGTTGAAA  | AGG |
| <i>Cdh8</i>   | 8A    | AAGGCTAGCTGAGACGCTCA | TGG |
|               | 8B    | CAGGCTCACGTTTTAACTAC | TGG |
| <i>Cdh11</i>  | 11A   | CCACAGCCAGGCGTTTGCTC | TGG |
|               | 11B   | ACTCTTCTATCACAAAGAAT | TGG |

PAM; protospacer adjacent motif.

**Supplementary Table 2. Primers used in this study.**

| Purpose                                    | Name    | sequence (5' to 3')    |
|--------------------------------------------|---------|------------------------|
| <i>Cdh6</i> genotyping                     | 6A      | tgctcctgcctatttgctct   |
|                                            | 6B      | ctttcatcccgcgaactactc  |
|                                            | seq     | 6A                     |
| <i>Cdh8</i> genotyping                     | 8A      | CATGTCTGTTTCCCGTTCTCT  |
|                                            | 8B      | Ctcttgaaaaagggaagct    |
|                                            | seq     | 8A                     |
| <i>Cdh11</i> genotyping                    | 11A     | atggaggctgcaactaatct   |
|                                            | 11B     | gcctaccgttgttttgtcttg  |
|                                            | seq     | 11A                    |
| Off-target analyses<br><i>Cdh6</i> OT(A)_1 | OT6A1 F | GAAATCTGCCTGCCTCTCAC   |
|                                            | OT6A1 R | TTGCACACGCTAAAAGGATG   |
|                                            | seq     | OT6A1 F                |
| Off-target analyses<br><i>Cdh6</i> OT(A)_2 | OT6A2 F | TGCTCACAATTGCCTGTAGC   |
|                                            | OT6A2 R | CAGGAGAAGCTGTGGGCTAC   |
|                                            | seq     | CCATTCTACAATCCTGTACGTC |
| Off-target analyses<br><i>Cdh6</i> OT(A)_3 | OT6A3 F | TGCACACATGCATAGAGACG   |
|                                            | OT6A3 R | CCATCCCCAACCGTATAACA   |
|                                            | seq     | OT6A3 F                |
| Off-target analyses<br><i>Cdh6</i> OT(A)_4 | OT6A4 F | AGGAGGAGGTGTCAGTGGTG   |
|                                            | OT6A4 R | TGGACAGCCTGTGTCTCTTG   |
|                                            | seq     | OT6A4 F                |
| Off-target analyses<br><i>Cdh6</i> OT(A)_5 | OT6A5 F | TTCTAAACTGGGTGGCTTCG   |
|                                            | OT6A5 R | TCCAGTCCTCATTTGGGTTC   |
|                                            | seq     | CTCGGAAGAGAGGCAACAAG   |
| Off-target analyses<br><i>Cdh6</i> OT(A)_6 | OT6A6 F | GAAAGAGAGGTGGGGGTGAT   |
|                                            | OT6A6 R | TGGGACTCCTCCTGTCTCTG   |
|                                            | seq     | OT6A6 F                |

|                                             |          |                       |
|---------------------------------------------|----------|-----------------------|
| Off-target analyses<br><i>Cdh6</i> OT(A)_7  | OT6A7 F  | GCCACTGGACAGCAATGTAA  |
|                                             | OT6A7 R  | GTCTGGGGACAAATGGAATG  |
|                                             | seq      | OT6A7 F/R             |
| Off-target analyses<br><i>Cdh6</i> OT(A)_8  | OT6A8 F  | GTGGTGGGGTTTAACACACG  |
|                                             | OT6A8 R  | ACGCCCTCTTCTGATGTGTC  |
|                                             | seq      | OT6A8 F               |
| Off-target analyses<br><i>Cdh6</i> OT(A)_9  | OT6A9 F  | AGGTGGCCTGGAATCATAG   |
|                                             | OT6A9 R  | GTTTCATCTTCGCCCTCTGAC |
|                                             | seq      | OT6A9 R               |
| Off-target analyses<br><i>Cdh6</i> OT(A)_10 | OT6A10 F | TGACAGACCCACACCAACAC  |
|                                             | OT6A10 R | GCAAGCCTGATTACTTGGTG  |
|                                             | seq      | OT6A10 F              |
| Off-target analyses<br><i>Cdh6</i> OT(B)_1  | OT6B1 F  | TGCCAGAATGCTTTCAAGTTC |
|                                             | OT6B1 R  | TGATGGGACTTTCTGGGTTC  |
|                                             | seq      | OT6B1 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_2  | OT6B2 F  | CCCTTCCTAGTGCAGTGACC  |
|                                             | OT6B2 R  | GGAGGAGCAAAGGGAAAAAG  |
|                                             | seq      | CCAGAGCAGTCTCCAGCTTT  |
| Off-target analyses<br><i>Cdh6</i> OT(B)_3  | OT6B3 F  | GTCTTGGCCAGGAGCTGTAG  |
|                                             | OT6B3 R  | CCCTGATGCTCTCTGACTCC  |
|                                             | seq      | OT6B3 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_4  | OT6B4 F  | CGGGCTACTTTGTTGTCTCTC |
|                                             | OT6B4 R  | TGCACCTTTCCTCTGACCTC  |
|                                             | seq      | OT6B4 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_5  | OT6B5 F  | GGGAAGTGGTGATGGACAAG  |
|                                             | OT6B5 R  | TTCAGGCAGAAGGAAAAAGG  |
|                                             | seq      | OT6B5 R               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_6  | OT6B6 F  | ACACACCCTCCATCGCTAAC  |
|                                             | OT6B6 R  | ACTTCCCCTTCACGCAGTC   |
|                                             | seq      | OT6B6 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_7  | OT6B7 F  | ACTGGAGTTGAGGACGGTTG  |
|                                             | OT6B7 R  | CTTCGAGGAGATCGAAGTGC  |
|                                             | seq      | OT6B7 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_8  | OT6B8 F  | AGCTGGCTGGGTAAACAAC   |
|                                             | OT6B8 R  | ACACACTGCCCTCACATCAC  |
|                                             | seq      | OT6B8 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_9  | OT6B9 F  | AAAGGTGGCTTTGCAGAATG  |
|                                             | OT6B9 R  | GGCAATCCCTTCTTGTCATC  |
|                                             | seq      | OT6B9 F               |
| Off-target analyses<br><i>Cdh6</i> OT(B)_10 | OT6B10 F | AATTAATCAGCCGTGCAACC  |
|                                             | OT6B10 R | GTAGCTTAGCGCCCTGACAC  |
|                                             | seq      | OT6B10 F              |
| Off-target analyses<br><i>Cdh8</i> OT(A)_1  | OT8A1 F  | CTCCTTTGCAAGAACCAAGG  |
|                                             | OT8A1 R  | AAATGCTCCAACAGCCTCTG  |
|                                             | seq      | OT8A1 F               |

|                                             |          |                       |
|---------------------------------------------|----------|-----------------------|
| Off-target analyses<br><i>Cdh8</i> OT(A)_2  | OT8A2 F  | ATGCCCCACTTCCAAAAATC  |
|                                             | OT8A2 R  | GACCAGACTGGCCTTGAATG  |
|                                             | seq      | OT8A2 F               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_3  | OT8A3 F  | TGGAGTGAGGTGCTGAAATG  |
|                                             | OT8A3 R  | AAGAGCCATGTGTGTTGCTG  |
|                                             | seq      | OT8A3 F               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_4  | OT8A4 F  | ACACACCAGAAGAGGGCATTT |
|                                             | OT8A4 R  | GAGTTCCGTCTCGATCTTGG  |
|                                             | seq      | OT8A4 R               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_5  | OT8A5 F  | AGCCTTCCTCTGCTTTCTCC  |
|                                             | OT8A5 R  | GTCTGCATAGGGAGGTCCAG  |
|                                             | seq      | OT8A5 F               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_6  | OT8A6 F  | CTGGGTTTTGTCTCCTCACC  |
|                                             | OT8A6 R  | CTGTCTTGGGTGGAGGTGTC  |
|                                             | seq      | OT8A6 F               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_7  | OT8A7 F  | TCTCCAGCAGTCTTCCCACT  |
|                                             | OT8A7 R  | TTTTGCGATACACACACTGG  |
|                                             | seq      | OT8A7 F               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_8  | OT8A8 F  | TGATAAAGGCAGGGAACCTGG |
|                                             | OT8A8 R  | AAACAAAAGCAACCCACTGC  |
|                                             | seq      | OT8A8 R               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_9  | OT8A9 F  | CACCCACCCACTCCTACTTC  |
|                                             | OT8A9 R  | ACCCTGCATGGTTACAGACC  |
|                                             | seq      | OT8A9 R               |
| Off-target analyses<br><i>Cdh8</i> OT(A)_10 | OT8A10 F | AAGGTGTTCAACAGCAATCC  |
|                                             | OT8A10 R | GAGCCTTCAATGCTGATTCC  |
|                                             | seq      | OT8A10 F              |
| Off-target analyses<br><i>Cdh8</i> OT(B)_1  | OT8B1 F  | CGTGGTACCGAAACAGACAG  |
|                                             | OT8B1 R  | ACTTCCGAGTGCTGGAACCTG |
|                                             | seq      | TGTTAATGGCCAAAGGGAAC  |
| Off-target analyses<br><i>Cdh8</i> OT(B)_2  | OT8B2 F  | GCCTCACACTGTGATCTCA   |
|                                             | OT8B2 R  | GTGACAGGTGCTGAAGCAGA  |
|                                             | seq      | CCCGTGACACTGAAATG     |
| Off-target analyses<br><i>Cdh8</i> OT(B)_3  | OT8B3 F  | CACAGGTCCACCATTCAAAG  |
|                                             | OT8B3 R  | TGACCTGCATTCTCACTTGC  |
|                                             | seq      | OT8B3 F               |
| Off-target analyses<br><i>Cdh8</i> OT(B)_4  | OT8B4 F  | ACTGAAACACGTGACGCTTG  |
|                                             | OT8B4 R  | CGAAGCGAAGTTCAGAGGAG  |
|                                             | seq      | OT8B4 F               |
| Off-target analyses<br><i>Cdh8</i> OT(B)_5  | OT8B5 F  | ACAATCAAGGCCAAGGTCAC  |
|                                             | OT8B5 R  | GAATGAAGGAGGCAGAGTGG  |
|                                             | seq      | OT8B5 F               |
| Off-target analyses<br><i>Cdh8</i> OT(B)_6  | OT8B6 F  | ACCCCATCTCCTAGGCTGAG  |
|                                             | OT8B6 R  | CTCTGCTGTTTGTGCTCTGG  |
|                                             | seq      | OT8B6 F               |

|                                              |           |                           |
|----------------------------------------------|-----------|---------------------------|
| Off-target analyses<br><i>Cdh8</i> OT(B)_7   | OT8B7 F   | GAGGGCTCAGCCTCATTTTC      |
|                                              | OT8B7 R   | AGAGGAGTCGGGAAGAAAGG      |
|                                              | seq       | OT8B7 F                   |
| Off-target analyses<br><i>Cdh8</i> OT(B)_8   | OT8B8 F   | GCTAGGCACCCATCACTCAT      |
|                                              | OT8B8 R   | TGGTGAGGCTGACATTTGAC      |
|                                              | seq       | OT8B8 F                   |
| Off-target analyses<br><i>Cdh8</i> OT(B)_9   | OT8B9 F   | AAGCTGTTGGTGCTCCTGTC      |
|                                              | OT8B9 R   | ATGCTTTGGCCTGAAGTGTT      |
|                                              | seq       | OT8B9 R                   |
| Off-target analyses<br><i>Cdh8</i> OT(B)_10  | OT8B10 F  | CTCCAGTATCCTGCCCTGTC      |
|                                              | OT8B10 R  | CGTTTTGATGGCCAGTGTA       |
|                                              | seq       | OT8B10 R                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_1  | OT11A1 F  | TTCTTACCGTTGGGACATC       |
|                                              | OT11A1 R  | AGGCTCTTACCCCAGCATTT      |
|                                              | seq       | GGCCAAGGGACACTGAGAG       |
| Off-target analyses<br><i>Cdh11</i> OT(A)_2  | OT11A2 F  | TTCACTTGAGACCCCCAGAG      |
|                                              | OT11A2 R  | TTAGGACCTTTCCCCACCTC      |
|                                              | seq       | OT11A2 F                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_3  | OT11A3 F  | GCAGTAAAGCGCCCATGATA      |
|                                              | OT11A3 R  | ATCGCTTTTCCCAGTGACTC      |
|                                              | seq       | OT11A3 F                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_4  | OT11A4 F  | GCATTCTCAGTGTGGTCTGG      |
|                                              | OT11A4 R  | AGAGGTGAACAACCCTGGTG      |
|                                              | seq       | ACCTGGTCATGTCCTTCTGC      |
| Off-target analyses<br><i>Cdh11</i> OT(A)_5  | OT11A5 F  | GGTATGGCCTTGCTGGAGTA      |
|                                              | OT11A5 R  | ATGAGTTGGGCTGAAGATGG      |
|                                              | seq       | GACTGAATATCTGAACCTGTAAGCC |
| Off-target analyses<br><i>Cdh11</i> OT(A)_6  | OT11A6 F  | GCTGGAGGTTCAAGTACTCG      |
|                                              | OT11A6 R  | GTTCCCCAGCAGAACAGTTG      |
|                                              | seq       | OT11A6 F/R                |
| Off-target analyses<br><i>Cdh11</i> OT(A)_7  | OT11A7 F  | GCTTCTCCAAGAGGACATCG      |
|                                              | OT11A7 R  | TCCCTTAGTTTTGGGAAGTGC     |
|                                              | seq       | OT11A7 F                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_8  | OT11A8 F  | GTCCGTAACAGGAGCCAAAG      |
|                                              | OT11A8 R  | TGCTTATTTGTATCCCCTTGG     |
|                                              | seq       | OT11A8 F                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_9  | OT11A9 F  | TGAACATCTAGCCCCCTTTG      |
|                                              | OT11A9 R  | GCCATGGGTCTGCACTATTC      |
|                                              | seq       | OT11A9 F                  |
| Off-target analyses<br><i>Cdh11</i> OT(A)_10 | OT11A10 F | GTCGGCTGCTCTCAGAACTC      |
|                                              | OT11A10 R | ATCTGGGTACCGTGGGTTTT      |
|                                              | seq       | OT11A10 R                 |
| Off-target analyses<br><i>Cdh11</i> OT(B)_1  | OT11B1 F  | GCTTTCCCAAAGCTGACAAG      |
|                                              | OT11B1 R  | ACCTGGTCATGTCCTTCTGC      |
|                                              | seq       | TCCTGTGCCTACTGCATAACC     |

|                                              |           |                       |
|----------------------------------------------|-----------|-----------------------|
| Off-target analyses<br><i>Cdh11</i> OT(B)_2  | OT11B2 F  | AGGCTCTCACAGGCAGAATG  |
|                                              | OT11B2 R  | TAACTTGGGGGACACAAAGG  |
|                                              | seq       | OT11B2 F              |
| Off-target analyses<br><i>Cdh11</i> OT(B)_3  | OT11B3 F  | CACGTACCCCCTTCTCTGTC  |
|                                              | OT11B3 R  | TTCTCCTGGCCATACTCACC  |
|                                              | seq       | TTGTTCCAAGCTGTCAGCAG  |
| Off-target analyses<br><i>Cdh11</i> OT(B)_4  | OT11B4 F  | AACAGCAGTGACCCAGGAAG  |
|                                              | OT11B4 R  | CACAAGGGTTCCTCCATCAC  |
|                                              | seq       | OT11B4 F              |
| Off-target analyses<br><i>Cdh11</i> OT(B)_5  | OT11B5 F  | AGAAAAGCTGGGGACCTCTC  |
|                                              | OT11B5 R  | AGGTCTGGCTTCTCACATGG  |
|                                              | seq       | OT11B5 F/R            |
| Off-target analyses<br><i>Cdh11</i> OT(B)_6  | OT11B6 F  | AGCCAGGGAGATTCCTTCTC  |
|                                              | OT11B6 R  | TGCATACTCCACAGGCACTC  |
|                                              | seq       | OT11B6 R              |
| Off-target analyses<br><i>Cdh11</i> OT(B)_7  | OT11B7 F  | ACACAATCCTCCTGCCTCAG  |
|                                              | OT11B7 R  | ACTGGCTGACAAGCAGTGTG  |
|                                              | seq       | OT11B7 R              |
|                                              | OT11B7 F2 | TTGCAAACCTCTGCCAGTCAC |
|                                              | OT11B7 R2 | AGAGGTGCCAGGAACATGAG  |
|                                              | seq       | OT11B7 R2             |
| Off-target analyses<br><i>Cdh11</i> OT(B)_8  | OT11B8 F  | CCACCCTGGAATGTCTAACG  |
|                                              | OT11B8 R  | ATTGCAGCTCCCAGCATAAG  |
|                                              | seq       | OT11B8 R              |
| Off-target analyses<br><i>Cdh11</i> OT(B)_9  | OT11B9 F  | TGTTCTCCCTTGCTGTGATG  |
|                                              | OT11B9 R  | CTCTGGGACCTGTTTTGAGC  |
|                                              | seq       | OT11B9 F              |
| Off-target analyses<br><i>Cdh11</i> OT(B)_10 | OT11B10 F | CACTGTTCAAGGAGGTGAGC  |
|                                              | OT11B10 R | TCCGAAGAAACAAGCTGGAG  |
|                                              | seq       | OT11B10 F             |

For genotyping primers, sequences from exons are indicated by uppercase, while those from introns are showed by lowercase. For off-target sequencing, *Cdh6/8/11* triple hetero genomic DNA samples are utilized. Due to the complexity, two primer sets are designed for “Off-target analyses *Cdh11* OT(B)\_7”.

F, forward primers; R, reverse primers; OT, off-target; seq, primers for sequencing analyses.

# Supplementary material for: Redundant type II cadherins define neuroepithelial cell states for cytoarchitectonic robustness
**Source:** Commun Biol. 2020 Oct 15;3:574. doi: 10.1038/s42003-020-01297-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Numerical source data underlying the graphs shown in Figure 4f, 5r and 6d are summarized on each sheet. Calculated means  $\pm$  standard deviation and P values are also detailed with the graphs

# Supplementary material for: Redundant type II cadherins define neuroepithelial cell states for cytoarchitectonic robustness
**Source:** Commun Biol. 2020 Oct 15;3:574. doi: 10.1038/s42003-020-01297-2
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Data collection was carried out using Leica MZ III equipped with a CCD camera ProgRes C3 and KEYENCE BZ-X700 for imaging in epifluorescence and brightfield.

Data analysis Data analysis was performed using commercial software packages, including ImageJ 1.51s for image analysis, Microsoft Excel for Mac ver. 15.32 for statistical analyses and graphing, and Adobe Illustrator 2019 was used for final assembly of figures and schematics.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data for all figures are provided with the paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

for Cold Sensation" Suzuki et al., J Neurosci. 2007. <https://dshb.biology.uiowa.edu/CAD8-1>

Cdh11 validated by manufacturer for western blot applications: <https://www.scbt.com/ja/p/ob-cadherin-antibody-c-16>

$\beta$ -actin validated by manufacturer for western blot and immunofluorescent staining applications: <https://www.abcam.co.jp/beta-actin-antibody-ac-15-ab6276.html>

ActinRed 555 ReadyProbes validated by manufacturer for immunofluorescent staining applications: <https://www.thermofisher.com/order/catalog/product/R37112>

DAPI validated by manufacturer for immunofluorescent staining applications: <https://www.thermofisher.com/order/catalog/product/62248>

pH3 (rat) validated by manufacturer for western blot and immunofluorescent staining applications: <https://www.sigmaaldrich.com/catalog/product/sigma/h9908?lang=ja&region=JP>

pH3 (rabbit) validated by manufacturer for western blot, Flow Cytometry, immunohistochemistry and immunofluorescent staining applications: <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701>

Pax6 validated by manufacturer for western blot, immunohistochemistry and immunofluorescent staining applications: <https://www.mblbio.com/bio/g/dtl/A/?pcd=PD022>

Pax7 validated by manufacturer for Chromatin Immunoprecipitation, FACS, FFPE, Gel Supershift, Immunofluorescence, Immunohistochemistry, Immunoprecipitation and Western Blot applications: <https://dshb.biology.uiowa.edu/PAX7>

FoxA2 validated by manufacturer for function blocking, gel supershift, immunofluorescence, immunohistochemistry, immunoprecipitation and western blot applications: <https://dshb.biology.uiowa.edu/4C7>

$\beta$ -galactosidase validated by manufacturer for western blot, ELISA, Immunocytochemistry, Immunohistochemistry and immunofluorescent staining applications: [https://www.abcam.co.jp/beta-galactosidase-antibody-ab9361.html#description\\_images\\_1](https://www.abcam.co.jp/beta-galactosidase-antibody-ab9361.html#description_images_1)

GFP validated by manufacturer for western blot, immunoprecipitation, Immunocytochemistry and Immunohistochemistry applications: <https://ruo.mbl.co.jp/bio/dtl/A/?pcd=598>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

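RNA was taken from forebrain and midbrain of mouse embryos at embryonic day 9.5 and sequenced as 1 library per tissue and embryo. The 32 libraries cover WT (n = 6 per tissue), TKO_Ex (n = 4), DKO_Ex (n = 3) and DKO_CD (n = 3). Samples were grouped by the deposited labels and column headers. For 12 double knockout libraries the header and the sample title name different groups. The headers were followed, because the FPKM box plots of Fig. 7c place these libraries in the groups that the headers give. The labels of the DKO_CD libraries name a Cdh6/8 genotype where the paper names Cdh8/11, and the paper's group was used.

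The authors aligned the reads to GRCm38 with TopHat2 and computed expression with Cufflinks, so the deposited values are FPKM per Ensembl gene, the fragments mapped per kilobase of exon scaled to the mapped fragments of the library. For their tests of differences the authors used htseq-count and DESeq2. The counts behind those tests were not used here. The planned tests assumed read counts and a quasi-likelihood count model, and FPKM needed another test, so limma took its place. Each library lists 48641 genes, of which 49 gene IDs stand on several lines (114 lines in all). These were summed, which left 48576 IDs, and 48132 of them matched a symbol in GENCODE vM21. Values left out because a column names no sample numbered 0. Summed FPKM ranged from 615608 to 805460 per library, genes above 0 from 16381 to 17584, and correlations between replicates from 0.933 to 0.964. FPKM gives no read number. Relative depth, read from the smallest steps between low FPKM values, ranged from 0.745 to 1.25.

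Genes with at least 1 FPKM in at least 3 libraries were kept, 15753 in all. The model was fitted with limma 3.58.1 in R 4.3.3 to log2(FPKM + 0.5), with robust moderation and a mean-variance trend, 8 groups and 24 residual degrees of freedom. Two-sided p values were adjusted by Benjamini-Hochberg over all genes tested, and an adjusted p under 0.05 counts as passing. Comparisons were each mutant group with WT in each tissue, the difference between the midbrain and forebrain effects of each mutant group, WT midbrain with WT forebrain, DKO_Ex with DKO_CD midbrain and TKO_Ex with DKO_Ex midbrain. Single genes were also compared by exact permutation tests. The 31 gene lists, of which 560 of 565 genes were matched, were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Genome positions of genes that passed were compared with those of tested genes by Fisher's exact test. This was done on chromosomes 8 and 15 and within 20 Mb of Cdh6, Cdh8 and Cdh11, without these 3 genes. Genes without a known position were left out of these counts. Exons, gene positions and guide sites were read from GENCODE vM21. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

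The genes named are every gene the paper names in its expression claims, the genes shared by TKO_Ex and DKO_Ex midbrain, and for each mutant comparison and WT midbrain against WT forebrain the 10 largest rises and 10 largest falls that passed, with a mean log2 value of at least 1 and no overlap between the groups. Genes named beyond this rule were chosen after their values were seen. These are the mitochondrial genes, B230311B06Rik, D8Ertd738e, Wdr83os and the members named from gene lists. The test was tested on simulated data in 10 runs of 200 changed genes, with 7.4 false calls per run for TKO_Ex midbrain. It found 87.1% of genes changed by 2 on the log2 scale. This share may be too high for the real tests, where fewer genes passed.

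Alternatives set before the data were examined were no filter, an adjusted p under 0.01, 1 tissue only, only the 2 groups compared, the replicate number as a block, leaving out each library in turn, leaving out the genes of the sex chromosomes, the other list tests and windows of 10 and 40 Mb. Alternatives added later were pseudocounts of 0.1 and 1, at least 1 FPKM in every library, scaling by median ratios, grouping by sample title, leaving out doubted libraries, positions of genes at an unadjusted p under 0.01, leaving out each library in turn for the gene lists, and relative depth as a term in the fit. Raw reads, in situ hybridization and images were not analysed here.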

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

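The tests on chromosome 8 in DKO_CD midbrain, on 40 Mb tiles, on parent genes and on exencephaly for the pseudogenes, on the labels behind Cdh6, and all counts over other splits of the libraries were chosen after the result was seen. The rules for the region around the targeted loci in TKO_Ex midbrain and for depth in the pseudogenes were set before their results were seen. Depth as a term in the fit was itself added after the data were examined.

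Libraries far from the others of their group were found in 9 of 108 groups tested, where chance finds about 1 in 20, or about 5.4. Only WT and TKO_Ex libraries were tested, because the double knockout groups of 3 libraries are too small for this test. Among those untested, mitochondrial genes took 11.6% of the summed FPKM in DKO_CD forebrain replicate 2 and 6.38 and 6.50% in the other DKO_CD forebrains. Cdh6 was at 3.10 FPKM in TKO_Ex midbrain replicate 3 and at 0.345 to 0.388 in the other TKO_Ex midbrains. In the same library Gm26825 was at 8.36 against 0.238 to 0.464, and ENSMUSG00000095041 was at 11.9 against 3.42 to 4.10. Cdh11 was at 14.5 in TKO_Ex midbrain replicate 2 and at 16.2 to 16.6 in the others. Rps3a3 was at 678 in TKO_Ex midbrain replicate 4 and at 535 to 548 in the others. Mitochondrial genes took 8.07% of the summed FPKM in TKO_Ex midbrain replicate 4 and 7.45 to 7.54% in the others. Cherp was at 63.0 in TKO_Ex forebrain replicate 4 and at 84.9 to 87.4 in the others. Lpar2 was at 2.49 in WT forebrain replicate 5 and at 3.57 to 4.20 in the others. Gsta4 was at 98.05 in WT forebrain replicate 2 and at 78.5 to 85.1 in the others. No gene moved in opposite directions in midbrain and forebrain in every library, over 51 genes and genotypes compared.

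Signals outside those the paper discusses were found in 3 places. WT midbrain and WT forebrain, which the paper does not compare, differed in 1373 of 15753 genes by limma. In all 6 comparisons of a mutant group with WT, 4 genes passed, namely Tecr, Lpar2, Rps3a3 and Gm26825. In TKO_Ex midbrain 16 processed pseudogenes rose.

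Some genes that passed lay within 20 Mb of a targeted locus, all of them near Cdh8 or Cdh11 on chromosome 8: 3 of 10 in DKO_CD midbrain (Tecr, Elmod2 and Ciapin1; odds ratio 16.9, 95% interval 2.81 to 74.5, two-sided Fisher's exact p = 0.0016) and 3 of 35 in TKO_Ex midbrain (odds ratio 3.70, interval 0.721 to 11.9, p = 0.0555), against 2.49% of the genes tested. By the same exact test, the other comparisons gave 2 of 12 in DKO_Ex midbrain (odds ratio 7.88, interval 0.837 to 37.1, p = 0.0345), 3 of 11 in DKO_CD forebrain (14.8, p = 0.00217), 2 of 23 in TKO_Ex forebrain (p = 0.111) and 1 of 12 in DKO_Ex forebrain (p = 0.261), and within 10 Mb DKO_CD midbrain lost its call (p = 0.136) and TKO_Ex midbrain had 0 of 35. A few other regions held as large a share of genes at an unadjusted p under 0.01 by limma: 5.28% around Cdh8 and Cdh11 in TKO_Ex and 5.90% in DKO_CD midbrain, against up to 11.1% and 7.98% in 68 tiles of 40 Mb elsewhere, with 3, 5 and 1 tiles as high in TKO_Ex, DKO_Ex and DKO_CD midbrain and 6, 3 and 3 in the forebrains. A response confined to the midbrain is argued against, since the 3 DKO_CD genes changed in the forebrain by 0.938 times their midbrain change at the median (0.890 to 0.987). A strain variant linked to the edited alleles, which may have come with the mutants because WT embryos had other parents, is consistent with the excess in DKO_CD. In TKO_Ex the test leaves it open, because the interval of the odds ratio includes 1. A response of these genes to the loss of the cadherins in both tissues stays open and was not tested, and no sequence was examined for variants.

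All 16 processed pseudogenes that passed in TKO_Ex midbrain rose, with a median log2 change of 1.00, and 16 passed without WT replicate 1, 7 without WT 3, 8 without WT 4, 7 without WT 6, 6 without TKO_Ex 1, 5 without TKO_Ex 3 and 8 without TKO_Ex 4. The 6 named parents had a median of −0.0235 (−0.39 to 0.17) where their pseudogenes had 0.93. This argues against a rise of the parents carried over by shared reads for Rpl18, Rpl10a, Rpl31 and Rpl19, which had more FPKM than their pseudogenes. For Rps3a1 (mean 54.9 FPKM, against 451 for Rps3a3) and Rps25 (300, against 698 for Rps25-ps1) it cannot decide. There the parent's own value may lose shared reads to the pseudogene. Exencephaly itself is argued against as the whole cause, since the 16 had a median of −0.0801 in DKO_Ex midbrain, with 5 above 0. DKO_Ex midbrains had depths of 1.18 to 1.24 (WT 0.910 to 1.12), and with depth as a term the median of the 16 there was 0.12, with 12 above 0. The 16 were picked for passing in TKO_Ex midbrain, which favours a smaller median elsewhere. Over all 1240 processed pseudogenes tested, the median was 0.20 in TKO_Ex and −0.063 in DKO_Ex midbrain, without depth in the fit. Library depth and the TKO_Ex group cannot be told apart, because TKO_Ex midbrains had the lowest depth: with depth as a term the median in TKO_Ex became 0.71 and the median SE went from 0.18 to 0.20, so that 2 of the 16 passed. Within groups the score of the pseudogenes ran against depth over 32 libraries (Pearson's r = −0.626, permutation p = 0.0154; Spearman's rho = −0.408, permutation p = 0.0505), at r = −0.367 without the 2 libraries farthest from the median depth, and the loss of the third cadherin stays open and untested.

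Cdh6 in TKO_Ex midbrain replicate 3, at 3.10 FPKM, lay within the WT range of 1.04 to 3.55. An embryo of the WT matings under a TKO label is argued against, since 3 of 4 genes that passed in every mutant group lay outside the WT range on the mutant side in this library, with Tecr at 246, Lpar2 at 4.15 and Rps3a3 at 541. The fourth, Gm26825, lay within the WT range of 7.92 to 19.3. This library took part in choosing these genes, although they also passed in the double knockouts. Whether they mark the genotype or the mutant matings was not tested, so they cannot decide on a wild-type embryo of the mutant matings. The paper's design argues against such an embryo, because the TKO_Ex group had exencephaly and the paper lists none in wild-type embryos. The paper also reports that genotypes were checked by PCR on yolk sacs. Whether this library came from the embryo named on its label was not tested. A Cdh8/11 double knockout under a TKO label is consistent with Cdh6 at 3.10, as double knockout midbrains ranged from 1.29 to 3.12, although Gm26825 at 8.36 lay above all of these (0 to 0.219). For DKO_CD, the Cdh6/8 genotype in the deposited labels stays open, because whole-gene FPKM does not test the deletions and Cdh6 overlaps in the forebrain, where DKO_CD replicate 2 at 1.72 lay below TKO_Ex replicate 1 at 1.84. In midbrain every DKO_CD library (1.29 to 2.11) lay above TKO_Ex replicates 1, 2 and 4 (0.345 to 0.388) and only the doubted replicate 3 overlapped, and mean Cdh11 in midbrain was 22.1 in DKO_CD, 21.9 in WT, 18.2 in DKO_Ex and 15.9 in TKO_Ex. No biological explanation was tested for these values.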

How the results depend on the processing

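The pseudocounts, the filter at 1 FPKM in every library, median-ratio scaling, grouping by sample title, leaving out doubted libraries, the positions at an unadjusted p under 0.01, the gene lists without 1 library and relative depth in the fit were chosen after the data were seen. Values below are numbers of genes at an adjusted p under 0.05 from limma unless stated, and the cause was not tested except where a smaller number of libraries or genes gives it.

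With 1 tissue only, TKO_Ex gave 16 in midbrain and 10 in forebrain, DKO_CD forebrain 5, and DKO_Ex against DKO_CD midbrain 0. With only the 2 groups compared, midbrain gave 12 for TKO_Ex, 20 for DKO_Ex and 6 for DKO_CD, forebrain 10 for TKO_Ex and 6 for DKO_CD, DKO_Ex against DKO_CD 7, TKO_Ex against DKO_Ex 17, shared genes 3 and shared genes not in forebrain 1. With no filter, midbrain gave 26 for DKO_Ex and 24 for DKO_CD, forebrain 15 for TKO_Ex, 24 for DKO_Ex and 21 for DKO_CD, the tissue difference of DKO_CD 2, DKO_Ex against DKO_CD 2, TKO_Ex against DKO_Ex 22 and shared genes not in forebrain 1. At an adjusted p under 0.01, midbrain gave 15 for TKO_Ex and 4 for DKO_Ex, forebrain 3, 7 and 4 for TKO_Ex, DKO_Ex and DKO_CD, WT midbrain against forebrain 790, DKO_Ex against DKO_CD 0, TKO_Ex against DKO_Ex 3 and shared genes 3.

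With at least 1 FPKM in every library, genes called WT midbrain vs WT forebrain numbered 909 and DKO_Ex against DKO_CD 0. A pseudocount of 0.1 gave 7 for DKO_CD forebrain, 1 for the tissue difference of DKO_Ex and 2 for DKO_Ex against DKO_CD, and a pseudocount of 1 gave 7 for DKO_CD forebrain. Median-ratio scaling gave 37 for TKO_Ex forebrain, including all 24 of the unscaled fit, and lowered the share of higher genes there from 58.3 to 45.95%, in TKO_Ex midbrain from 91.7 to 80.6% and in DKO_CD forebrain from 72.7 to 58.3%. Grouping by sample title left 1 shared gene not called in forebrain. Without the doubted libraries (WT midbrain replicate 5 and TKO_Ex replicate 3 of both tissues), TKO_Ex midbrain gave 17, of which 13 were among the 36.

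Gene lists that passed with camera fell with an estimated correlation from 5 to 1 in TKO_Ex midbrain, from 16 to 7 in WT midbrain against forebrain, and to 0 in the other mutant comparisons (from 2 in DKO_Ex and 2 in DKO_CD midbrain, 4, 3 and 3 in TKO_Ex, DKO_Ex and DKO_CD forebrain, 6 in DKO_Ex against DKO_CD and 2 in TKO_Ex against DKO_Ex). With fry, 18 passed in WT midbrain against forebrain, 2 in TKO_Ex midbrain and 0 in those other mutant comparisons. Leaving out 1 library, 3 to 5 lists passed in TKO_Ex, 1 to 5 in DKO_Ex and 1 to 7 in DKO_CD midbrain, 1 to 8 in TKO_Ex, 1 to 4 in DKO_Ex and 1 to 7 in DKO_CD forebrain, and 2 to 4 in TKO_Ex against DKO_Ex midbrain. The odds ratio of genes near the targeted loci lost its call within 10 Mb in DKO_Ex midbrain (6.21, two-sided Fisher's exact p = 0.161), DKO_CD midbrain (7.59, p = 0.136) and DKO_CD forebrain (6.83, p = 0.148). It became 0 within 10 Mb in TKO_Ex midbrain (from 3.70) and DKO_Ex forebrain (from 3.57), where no gene that passed lay so near. By the same exact test it gained a call within 40 Mb in TKO_Ex midbrain (4.05, p = 0.0118), TKO_Ex forebrain (5.11, p = 0.0120) and DKO_Ex forebrain (12.1, p = 0.00095), and for genes at an unadjusted p under 0.01 in TKO_Ex midbrain (1.78, p = 0.0201) and DKO_Ex forebrain (2.15, p = 0.0100).

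With the replicate block, DKO_CD gave 20 in midbrain and 22 in forebrain, DKO_Ex forebrain 30, DKO_Ex against DKO_CD 0 and TKO_Ex against DKO_Ex 4. For these counts the block joined embryos of different groups by number alone. Libraries of the same number in different groups showed little relation (median r −0.011), so these counts are no firmer than those without it. The tissue differences, tested within pairs of the same group and number, stayed at 0 (1181, 676 and 811 genes at an unadjusted p under 0.05 by limma in TKO_Ex, DKO_Ex and DKO_CD), and WT midbrain against forebrain gave 1095. Whether a number marks 1 embryo is not stated: residuals of forebrain and midbrain correlated over 0.1 in 9 of 16 pairs and best with their own number in 11 (r from −0.04 to 0.28), against over 0.1 in 3 of 38 pairs of the same number between groups.

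Leaving out 1 library gave 17 to 58 in TKO_Ex, 5 to 12 in DKO_Ex and 9 to 13 in DKO_CD midbrain, 6 to 27 in TKO_Ex, 5 to 20 in DKO_Ex and 3 to 12 in DKO_CD forebrain. The tissue differences gave 0 to 2 for TKO_Ex, 0 to 1 for DKO_Ex and 0 to 1 for DKO_CD. WT midbrain against forebrain gave 1166 to 1565, DKO_Ex against DKO_CD midbrain 0 to 3, TKO_Ex against DKO_Ex midbrain 3 to 12, shared genes 4 to 7 and shared genes not in forebrain 0 to 3. The extremes in forebrain were 6 without TKO_Ex replicate 1 or 2, 20 without WT replicate 1 and 5 without DKO_Ex replicate 2, and 3 without DKO_CD replicate 1. Forebrain counts moved over 1.5 times as well without WT 2, 3 or 5 in TKO_Ex (13, 13 and 12) and without WT 3 or 5 in DKO_CD (7 and 6). TKO_Ex against DKO_Ex gave 3 without DKO_Ex replicate 2 or TKO_Ex replicate 1 and 5 without TKO_Ex replicate 3.

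The log2 fold change of Fgf15 in midbrain kept its direction and stayed short of the threshold in every setting run, from 0.63 to 0.82 in TKO_Ex, 0.65 to 1.04 in DKO_Ex and 0.55 to 1.07 in DKO_CD when 1 library was left out. For single named genes, 174 values lost and 7 gained a call over the settings other than leaving out 1 library, while 2315 stayed on their side. When 1 library was left out, 240 lost and 5 gained a call and 2578 stayed. DESeq2 on all libraries and on the pair of groups, a quasi-likelihood count model with other size factors and a filter of at least 10 counts in every library need counts and were not run. Read depth is unknown, so what it limits could be judged only through the relative depth. With it in the fit, midbrain gave 11 for TKO_Ex, 9 of them among the 36, and 7 for DKO_Ex, and forebrain 103 for TKO_Ex, 31 higher and 72 lower, against 14 higher and 10 lower without it.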

Differences from the paper's values

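The paper's number of genes at an adjusted p under 0.05 between TKO_Ex and WT midbrain is 100, from DESeq2 on counts, and the number here is 36 at the same threshold with limma on FPKM. Genes that changed alike in TKO_Ex and DKO_Ex midbrain number about 23 in Fig. 7, read by eye, against 6 here. Of these, the paper leaves 7 after excluding those that also change in the forebrain, against 0 here by limma, where all 6 also passed in a forebrain comparison. For these 3 numbers none of the alternatives set before the data were examined comes within 1.5 times the paper's value, and none of those added later does. The nearest were 58 genes without WT midbrain replicate 1, 8 shared genes with the replicate block and 3 genes not in forebrain without TKO_Ex forebrain replicate 2.

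The log2 ratio of WT to TKO_Ex midbrain for Rps25-ps1 is about −0.75 in Fig. 7, read by eye, and −1.05 here. Among the alternatives set before the data were examined, the difference is within the replicate SD without WT midbrain replicate 2 (−1.01), WT replicate 3 (−0.97) or TKO_Ex replicate 2 (−1.0), and larger with no filter, without the sex chromosome genes, with 1 tissue only, with only the 2 groups compared, with the replicate block (−1.17) and without any other library. For 2410018L13Rik the ratio is about −1.7 in Fig. 7, read by eye, and −0.82 here, and it differs in all of these alternatives, at −1.10 with the replicate block and −0.69 to −0.99 without 1 library.

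The paper marks Fgf15, Gcdh, Nsg2, Ctgf (Ccn2), Cherp and 2410018L13Rik as changed in TKO_Ex midbrain beside Rps25-ps1 (Fig. 7c), and here only Rps25-ps1 passed over all genes. The adjusted p from limma was 0.292 for Fgf15, 0.149 for Gcdh, 0.235 for Nsg2, 0.177 for Ccn2, 0.609 for Cherp and 0.678 for 2410018L13Rik. Adjusted over the 7 candidates alone, Fgf15, Gcdh, Nsg2, Ccn2 and Rps25-ps1 pass and Cherp and 2410018L13Rik do not, and Ccn2 passed over all genes without WT midbrain replicate 1 (adjusted p = 0.042). The directions of all 7 in TKO_Ex midbrain are those of the paper, and the log2 ratios of Fgf15 (−0.72), Gcdh (−1.07), Cherp (−0.27), Nsg2 (0.75) and Ccn2 (0.77) lie within the replicate SD of those in Fig. 7. In DKO_Ex midbrain Rps25-ps1 had an adjusted p of 0.0909, and passed with 1 tissue only (0.040), with the replicate block (7.2e-04) and with the files grouped by sample title (0.019), the last of which was chosen after seeing the values. The block joins embryos of different groups by number alone, so its smaller p is no firmer evidence.

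The paper calls the 7 candidates specific to the midbrain, whereas no difference between the midbrain and forebrain responses passed for any of them here. That test was weaker, with a median SE over all genes of 0.316 for TKO_Ex against 0.223 for TKO_Ex against WT midbrain. A response specific to the midbrain is therefore not excluded. On the guides, the paper's Results speak of deleting the regions that encode the translation start site, while its Methods and Supplementary Fig. 3 speak of guides within the exons that hold the start codon and near it. Here the segments between the cleavage sites start 22 bases after the start codon in Cdh8 and 67 bases after it in Cdh11, and the Cdh11 segment of 109 bp has the length the paper gives for the longest deletion. The numbers of coding exons, 16 in type I and 11 in type II genes, match the paper's.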

Other observations

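WT midbrain and WT forebrain (n = 6 each) differed by the genes that set regional identity. En2 and En1, homeobox genes of the midbrain and hindbrain border, were higher in midbrain by 6.06 (SE 0.32, adjusted p = 4.1e-14) and 5.17 (SE 0.48, adjusted p = 5.6e-09) on the log2 scale by limma, and Wnt1, a signal of the midbrain roof and border, by 3.47 (SE 0.32, adjusted p = 4.4e-09). Six3, a homeobox gene that sets anterior identity, changed by −5.46 (SE 0.29, adjusted p = 4.1e-14). In all, 765 genes were higher and 608 lower in midbrain. Of the gene lists, forebrain identity lay lower in midbrain, with 21 of 24 members lower and none higher, and midbrain identity lay higher, with 12 of 21 higher (adjusted p from camera 4.4e-49 and 1.7e-13; 2.5e-06 and 0.00018 with an estimated correlation). Genes of early neurons were higher, with 26 of 28 (adjusted p = 1.8e-40; 0.0024 with an estimated correlation), among them Nefm by 2.70 and Stmn2 by 2.66. Also higher were the hindbrain list (3 of 4), Notch signalling (9 of 15, with 2 lower), WNT readouts (8 of 15, with 1 lower) and ventral midbrain and floor plate (7 of 15, with 1 lower), at adjusted p = 0.0024, 0.0032, 0.015 and 0.024 with an estimated correlation. The other 9 lists passed at the preset correlation and with fry but not with an estimated correlation, namely dorsal midline, BMP readouts, neural progenitor and planar cell polarity higher and head mesenchyme, neural crest, surface ectoderm, apical actomyosin and hypoxia lower (adjusted p from 0.072 to 0.29 with an estimated correlation). With fry 18 lists passed, the 2 others being Eph and ephrin and the paper's 7 candidates.

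In DKO_CD midbrain, genes of head mesenchyme lay higher than in WT, with 16 of 18 members above WT (median log2 change 0.58, adjusted p = 5.1e-08 from camera; 0.26 with an estimated correlation) and 8 of them higher when adjusted over the list alone. Genes of surface ectoderm did too, with 14 of 15 (median 0.49, adjusted p = 0.00038; 0.79 with an estimated correlation), but their score in DKO_CD replicate 1 was −1.20, below all WT midbrains (−1.04 to −0.30), and the call was lost without DKO_CD 2 or 3 (medians 0.11 and 0.46, adjusted p = 0.269 and 0.132), while the median was 1.05 without DKO_CD 1. In TKO_Ex forebrain, endothelium (1 of 16 above WT), hypoxia and glycolysis (6 of 25) and head mesenchyme (5 of 18) lay lower and surface ectoderm (13 of 15) higher. Without TKO_Ex replicate 4 the medians of endothelium, head mesenchyme and surface ectoderm went from −0.21, −0.18 and 0.49 to −0.12, −0.11 and 0.29, and all 3 calls were lost (adjusted p = 0.307, 0.090 and 0.358). In DKO_Ex forebrain, mitosis (3 of 30), head mesenchyme (3 of 18) and erythroid genes (1 of 15) lay lower, but mitosis went from −0.08 to −0.04 without DKO_Ex replicate 1 (adjusted p = 0.337) and erythroid genes from −0.54 to −0.20 without DKO_Ex 2 (0.732). In DKO_CD forebrain, the lists of early neurons (23 of 28 above WT), endothelium (3 of 16) and hypoxia (7 of 25) passed on the strength of single libraries: without DKO_CD replicate 2 early neurons went from 0.36 to 0.19 (adjusted p = 0.271) and endothelium turned from −0.29 to 0.01 (9 of 16, adjusted p = 0.773), and without DKO_CD 3 hypoxia went from −0.10 to 0.00 (13 of 25, adjusted p = 0.107). None of these forebrain lists passed with an estimated correlation (adjusted p from 0.56 to 0.75). Only hypoxia in TKO_Ex and head mesenchyme in DKO_Ex kept their forebrain calls whichever 1 library was left out. TKO_Ex against DKO_Ex midbrain gave erythroid genes higher in 15 of 15 (adjusted p = 9.2e-05; 0.89 with an estimated correlation) and hypoxia lower, with 4 of 25 above (adjusted p = 2.6e-06; 0.47 with an estimated correlation). The 10 genes that passed there, all higher in TKO_Ex, numbered 3 without DKO_Ex replicate 2 or TKO_Ex replicate 1 and 5 without TKO_Ex replicate 3.

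Counts over other splits of the same libraries were chosen after the results were seen. A share under 0.05 of the splits gave as many genes as the real groups in TKO_Ex midbrain (36, highest of the other splits 21), DKO_Ex midbrain (13 and 5), DKO_CD midbrain (10 and 13, with 3 of 84 splits as large), TKO_Ex forebrain (24 and 4), DKO_Ex forebrain (12 and 4), DKO_CD forebrain (11 and 3), WT midbrain against forebrain (1373 and 64), TKO_Ex against DKO_Ex midbrain (10 and 2) and the genes shared by TKO_Ex and DKO_Ex midbrain (6 and 1). The other counts in these sets were 1 of 100, 1 of 84 or 1 of 35. For the gene lists of WT midbrain against forebrain the share was also under 0.05 (16 and 15, 1 of 100, out of 462 possible splits). These shares were not adjusted for the number of counts compared, so they make chance less likely without excluding it. Evidence against chance is lacking for the gene lists of TKO_Ex midbrain (5 and 8, 31 of 100), DKO_Ex midbrain (2 and 11, 79 of 84), DKO_CD midbrain (2 and 11, 80 of 84), TKO_Ex forebrain (4 and 8, 27 of 100), DKO_Ex forebrain (3 and 6, 25 of 84) and DKO_CD forebrain (3 and 11, 54 of 84). The splits say nothing about counts of 0, since any split is as large (100 of 100). These are the tissue differences of TKO_Ex, DKO_Ex and DKO_CD (highest others 3, 5 and 9; 1072, 589 and 736 genes at an unadjusted p under 0.05 by limma) and the shared genes not called in forebrain (highest other 1). For DKO_Ex against DKO_CD midbrain (1 and 1, 2 of 10) the splits are too few for a share under 0.05.

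Other genes near the targeted loci had estimates of 1 direction in all 6 comparisons with WT, without passing in all. D8Ertd738e, 15.0 Mb from Cdh8, passed in TKO_Ex midbrain only, with estimates of 0.99, 0.85 and 0.92 on the log2 scale in TKO_Ex, DKO_Ex and DKO_CD midbrain and 0.70, 0.85 and 0.75 in the forebrains. Ciapin1, 4.39 Mb from Cdh8, passed in DKO_Ex and DKO_CD midbrain and in TKO_Ex and DKO_CD forebrain, with estimates of −0.47, −0.62 and −0.63 in the midbrains and −0.56, −0.49 and −0.59 in the forebrains. No gene within 20 Mb of Cdh6 on chromosome 15 passed. On chromosome 5, Gm26825 (5781530 to 5783636) and Steap1 (5736317 to 5749326) lie 32.2 kb apart. Gm26825 ranged from 7.92 to 19.3 FPKM in WT midbrain and from 0 to 8.36 in the 10 mutant midbrains, and Steap1 from 0.424 to 1.20 and from 1.62 to 4.22. In forebrain Steap1 overlapped, at 1.45 to 3.97 in WT and 0.815 to 3.79 in the mutants. Of the 16 processed pseudogenes higher in TKO_Ex midbrain, 9 lie on chromosome 1, which holds 15.6% of those tested (odds ratio 7.22, two-sided Fisher's exact p = 2.0e-04). Chromosome 1 was singled out after the positions were seen, so this p overstates the evidence, and the cause was not tested. By Xist and Ddx3y, forebrain and midbrain of the same group and number had the same sex in 16 of 16 pairs.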
